# Linkages between changes in the 3D organization of the genome and transcription during myotube differentiation in vitro

**DOI:** 10.1186/s13395-017-0122-1

**Published:** 2017-04-05

**Authors:** Malina D. Doynova, James F. Markworth, David Cameron-Smith, Mark H. Vickers, Justin M. O’Sullivan

**Keywords:** Muscle, Genome organization, Development, Hi-C, Transcriptome

## Abstract

**Background:**

The spatial organization of eukaryotic genomes facilitates and reflects the underlying nuclear processes that are occurring in the cell. As such, the spatial organization of a genome represents a window on the genome biology that enables analysis of the nuclear regulatory processes that contribute to mammalian development.

**Methods:**

In this study, Hi-C and RNA-seq were used to capture the genome organization and transcriptome in mouse muscle progenitor cells (C2C12 myoblasts) before and after differentiation to myotubes, in the presence or absence of the cytidine analogue AraC.

**Results:**

We observed significant local and global developmental changes despite high levels of correlation between the myotubes and myoblast genomes. Notably, the genes that exhibited the greatest variation in transcript levels between the different developmental stages were predominately within the euchromatic compartment. There was significant re-structuring and changes in the expression of replication-dependent histone variants within the HIST1 locus. Finally, treating terminally differentiated myotubes with AraC resulted in additional changes to the transcriptome and 3D genome organization of sets of genes that were all involved in pyroptosis.

**Conclusions:**

Collectively, our results provide evidence for muscle cell-specific responses to developmental and environmental stimuli mediated through a chromatin structure mechanism.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13395-017-0122-1) contains supplementary material, which is available to authorized users.

## Background

Skeletal muscle development (myogenesis) is a complex, multistep process that converts multipotent mesodermal cells into myotubes and, subsequently, muscle fibres [1, 2]. This developmental process commences with progenitor proliferation, continues with exit from the cell cycle, early differentiation, alignment and fusion of the mononucleated myoblasts into multinucleated myotubes (late/terminal differentiation) [1–3]. Myogenesis is associated with the stable expression of muscle-specific genes and gene families including the myosin heavy chain (MHC) and the actin gene [4] superfamilies, which contribute to the thick and thin components of the sarcomere in the muscle fibres [5–9], respectively.

Muscle differentiation and cell cycle arrest are tightly regulated and highly interdependent. For example, Myod1 regulates cell cycle arrest by inducing p21 (Cdkn1a), which is a major cyclin-dependent kinase (CDKs) inhibitor; the expression of which results in cell cycle withdrawal [10, 11]. Additional CDK inhibitors (i.e. p21(Cdkn1a), p27(Cdkn1b) [12], p57(Cdkn1c) [11]) and retinoblastoma protein Rb (Rb1) [13–15] are induced during myogenesis to help govern cell cycle withdrawal. The post-mitotic state of differentiated cells is achieved by the expression of CDK inhibitors and, mainly, p21 (Cdkn1a) [10, 11].

At the molecular level, cell fate determination and terminal differentiation of the myogenic lineage-committed cells is managed by a network of muscle-specific helix-loop-helix myogenic regulatory factors (MRFs) [16–19]. These MRFs (e.g. Myod1, Myf5, Myf6 and myogenin) are exclusively expressed in cells committed to the myogenic lineage. In general, MyoD and Myf5 are expressed in proliferating, undifferentiated cells [20, 21]. In contrast, myogenin expression is induced upon early to late muscle differentiation [1, 22–25], while Myf6 is expressed throughout myogenesis [26].

On both the global and local scales, chromatin interactions make an essential contribution to establishing and maintaining the genome organization in the eukaryotic nucleus [27–34]. The formation of particular interactions in response to the presence or absence of cell-type-specific transcription factors (TFs) has been previously reported for a variety of mammalian cells [35–38]. As such, genome organization and nuclear function are interrelated, but the mechanisms that govern the interrelationship are not yet fully elucidated. Despite this, there are several ubiquitous principles for the spatial organization of mammalian genomes [34, 39]. Firstly, chromosomes occupy preferred non-exclusive positions, or territories, in the nuclear space [40, 41]. Secondly, chromosomal sub-regions fold into topologically associating domains (TADs) [34, 39, 42–44] that they are enriched for intra-domain interactions and depleted of inter-domain interactions [34, 39, 42–44]. Finally, contiguous TADs fall into either A or B compartments, which are megabase-sized nuclear domains related to genomic function, that are correlated with early replication and active chromatin (i.e. euchromatin), or late replication and repressed chromatin states (i.e. heterochomatin), respectively [39, 43].

We interrogated the interrelationship between 3D genome organization and gene expression during muscle development in vitro using the mouse C2C12 cell line. C2C12 cells were cultured and harvested as (1) proliferating myoblasts (myoblasts), (2) myotubes, or (3) myotubes that were treated with AraC (a cytidine analogue that is incorporated into newly synthesized DNA [45–49] leading to the termination of DNA elongation, DNA fragmentation [50] and, eventually, cell death) to deplete the culture of undifferentiated myoblasts. The C2C12 cell line is a well-established and extensively studied in vitro model [51–53] derived from serial passage of myoblasts cultured from the thigh muscle of C3H mice after a crush injury [54]. Our results provide evidence for (1) differential and ongoing expression of replicative histone variants within the HIST1 locus during muscle cell development and (2) muscle cell-specific responses to developmental and environmental stimuli mediated through a chromatin structure mechanism.

## Methods

### C2C12 cell culturing

Myoblasts from the skeletal muscle-derived C2C12 cell line were obtained from American Type Culture Collection (ATCC® CRL1772™). All experiments were performed using cells at passage 3.

C2C12 myoblasts were propagated at 37 °C, 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM; high glucose, +pyruvate, +phenol red, +l-glutamine; Gibco® 11995–073) supplemented with 10% foetal bovine serum (FBS; Gibco®) and antibiotics (penicillin 100 U/ml, streptomycin 100 μg/ml) (Gibco®). Myoblasts were plated at a low cellular density of 5 × 10^3^/cm^2^ (to achieve sub-confluent myoblast cultures) or a high cellular density of 2.5 × 10^4^/cm^2^ (to allow cell crowding and myogenic differentiation to occur).

Six replicate T75 culture flasks (Greiner bio-one, 658175, 20 mL media volume) were plated for each experimental condition to achieve cell numbers required for Hi-C. Following 72 h proliferation, cells which were plated at the low density were harvested as sub-confluent myoblast cultures (myoblasts). At the same time (D0), high-density cultures were switched to differentiation media (DMEM, 2% horse serum (HS, Gibco® 16050–122), penicillin 100 U/ml, and streptomycin 100 μg/ml) to induce myotube formation. Following 3 days of differentiation, myotube cultures were either harvested (myotubes) or switched to differentiation media supplemented with 10 μg/mL cytosine β-d-arabinofuranoside (AraC, Sigma, C1768) in order to eliminate undifferentiated myoblasts. AraC media was replaced on day 5 before harvesting the AraC-treated myotubes on day 7 (AraC-treated myotubes). Cell densities at plating and harvesting were as indicated in Additional file 1: Table S1.

### Immunocytochemistry

In 72 h after proliferation, or 3 and 7 days after switch to differentiation media, culture media from the individual wells of the 12-well plates was removed from myoblasts, myotubes and AraC-treated myotubes, respectively, and replaced with fresh pre-warmed DMEM supplemented with 10% FBS or 2% HS, myoblasts and myotubes, respectively, and MitoTracker® Red CMXRos dye. Cells were incubated (37 °C, 30 min) in the presence of MitoTracker® (final conc. 300 nM in 1 mL DMEM), followed by 2 × 5 min incubations in DMEM (1 ml, 37 °C) to remove unbound dye. Cells were fixed in formaldehyde/PBS *w*/*v* (1 ml, final conc. 3.7%, 15 min, 37 °C) and washed with three changes of PBS (1 ml, 5 min, 37 °C each). Fixed cells were permeabilized with Triton X-100/PBS *w*/*v* (1 ml, final conc. 0.1%) for 10 min at RT, washed three times with 1 ml PBS (5 min, RT), blocked in 300 μl of 1% *w*/*v* bovine serum albumin (BSA)/PBS (1 h, RT) and incubated (o/n, 4 °C) in blocking buffer containing primary antibody against sarcomeric myosin (MF20 antibody) (300 μl, 1:20 dilution). In the following day, cells were washed in PBS (5 min, RT) repeated five times and then incubated in Goat anti-Mouse IgG (H + L) Alexa Fluor® 488-conjugated secondary antibody (300 μl diluted 1:200 in PBS) with 300 nM 4′,6-diamidino-2-phenylindole (DAPI; 1 h, RT). Following further washing in PBS (5 min, RT), cells were imaged using the Molecular Devices ImageXpress Micro XLS High-content Screening System equipped with Andor Zyla CMOS camera and ×10/0.3 NA Plan Fluor lens. Images were captured from nine random pre-selected sites in each of three replicate culture wells. Global linear adjustments to image fluorescent signal brightness/contrast were made in ImageJ.

### Image capture analysis

High-content screening (HCS) of C2C12 myoblasts was performed throughout the time course of differentiation using a Molecular Devices ImageXpress Micro XLS automated wide-field microscope.

MetaXpress software (version 5.3.0.5, Molecular Devices) was used for automated image analysis of the extent of myogenic differentiation. Briefly, the Multi-Wavelength Cell Scoring analysis journal was used to quantify the differentiation index (% differentiation) using automated counts of the total number of DAPI-stained nuclei per field (DAPI; wavelength (W) 1) and the percentage of W1 counts located within a sarcomeric myosin (MF20)-positive cell body (Alexa Fluor 488; W2). Global linear adjustments to image fluorescent signal brightness/contrast were made to all pixels within an image in ImageJ software in representative images.

### Preparation of C2C12 Hi-C libraries

Hi-C libraries were prepared as described previously [43], with minor modifications (Additional file 2). For the preparation of the Hi-C libraries, cells were grown in T-75 flasks. Two biological replicates of the C2C12 myoblasts, myotubes and AraC-treated myotubes were prepared from C2C12 cells obtained from different source vials seeded on different days.

### Hi-C data analysis

#### Mapping of the Hi-C libraries and generation of QC reports

We used HiCUP (hicup_v0.5.3) (http://www.bioinformatics.babraham.ac.uk/projects/hicup/) pipeline to analyse the Hi-C libraries. The pipeline was fed with the forward and the reverse reads generated from the sequencing for each of the six libraries. Sequencing reads were mapped to the reference genome (Mus_musculus_GRCh38) using bowtie aligner to generate BAM files. BAM files obtained this way have the corresponding forward and reverse reads of a sequenced DNA fragment mapped to the reference genome as a pair (di-tag). The choice to use HiCUP software for Hi-C data mapping was motivated by the ability of the pipeline to execute a variety of filtering steps (e. g. removal of contiguous sequences, wrong size, re-ligation, same fragment-internal, same fragment-dangling ends, same fragment-circularized). Additionally, the HiCUP pipeline provides summary statistics for each stage of data processing, enabling precise identification of potential problems regarding the quality of the Hi-C libraries.

#### Hi-C analysis

We employed the HOMER Hi-C software pipeline (http://homer.ucsd.edu/homer/interactions/index.html) [55] and HiCUP pipelines to generate interaction matrices, to perform identification of A and B compartments and to determine significant interactions (Additional file 2).

Venn diagrams were plotted using R (‘Vennerable’ package) [56].

#### RNA extraction

C2C12 cells were differentiated in 12 W Multiwell Plates (Greiner bio-one, 665180, 1 mL media/well) for RNA extraction. RNA was extracted using Trizol (Invitrogen) and RNAeasy Mini Kit (Qiagen) (Additional file 2). RNA purity was evaluated by NanoDrop (ND-1000 spectrophotometer; 260/280 and 260/230 ratios). Equal RNA amounts extracted from three separate wells were combined (5 μg total) to form a representative RNA sample. RNA integrity was determined using an Agilent RNA 6000 Nano Kit on an Agilent 2100 Bioanalyzer Instrument. The RNA integrity number (RIN) was consistent with high-quality RNA and ranged between 9.4 and 10. RNA samples (500 ng) were run on an agarose gel (1% (*w*/*v*)) to confirm the absence of DNA. Paired-end sequencing reads were generated by sequencing on an Illumina (HiSeq 2500) platform (BGI).

#### RNA-seq data analyses

Sequenced RNA reads had Phred quality scores ≥ 24 and were not trimmed (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Genes that were differentially expressed were identified using TopHat (TopHat v2.0.9) (http://ccb.jhu.edu/software/tophat/index.shtml) and Cufflinks (cufflinks v2.1.1) [57]. Paired RNA reads were aligned to a reference genome (UCSC-mm10.fa) and the splice sites of the genes identified by providing a reference transcriptome (UCSC-mm10.gtf file) in TopHat (with parameters -*r* 200 -*p* 32). Significantly differentially expressed genes were identified using the Cuffdiff function of the Cufflinks package. Transcript levels were plotted as log10 of the fragments per kilobase of transcript per million mapped reads (FPKM) values +1 using ‘cummerbund’ package from R [56].

#### GO analyses

Genes that fell within the top or bottom 10% of the significantly differentially expressed transcript levels were subjected to term enrichment analysis for ‘biological process’ using GOTermFinder (http://go.princeton.edu/cgi-bin/GOTermFinder [58]. The *p* value cut-off was set at 0.05 and gene lists queried against the Mouse Genome Informatics (MGI) database.

#### KEGG pathway analyses

Differentially expressed genes were queried against Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using DAVID (the database for annotation, visualization and integrated discovery) [59] with default parameters.

## Results

### Morphological characterization of differentiated muscle cells

C2C12 cells were differentiated into myotubes (Fig. 1a) as evidenced by (1) the presence of sarcomeric myosin and (2) mitochondrial networks on days 3 and 7 following the medium switch (Fig. 1b). The percentage of differentiation was calculated by counting the number of DAPI-stained nuclei located within the myosin positive cell body, from nine randomly pre-selected fields of view (Additional file 3: Figure S1). The total number of DAPI staining nuclei counted within each field of view decreased from that observed at confluence (i.e. 2704). Following the addition of AraC, the total nuclei per field (i.e. 1303; Additional file 3: Figure S1A) decreased further with the loss of residual myoblasts. In contrast, the percentage of nuclei located within the myosin positive cell body (i.e. the percentage of differentiation) showed a statistically significant increase (*p* < 0.05, one-way ANOVA) to 76.2% over the 7-day culture period (Additional file 3: Figure S1). Notably, there was no significant difference in the percentage of differentiation between day 5 (81.7%), where myotubes reached their maximum percentage of differentiation, and day 7 (76.2%) cultures. Thus, we concluded that there was little morphological difference between myotubes on day 5 or day 7 differentiation.

**Fig. 1:**
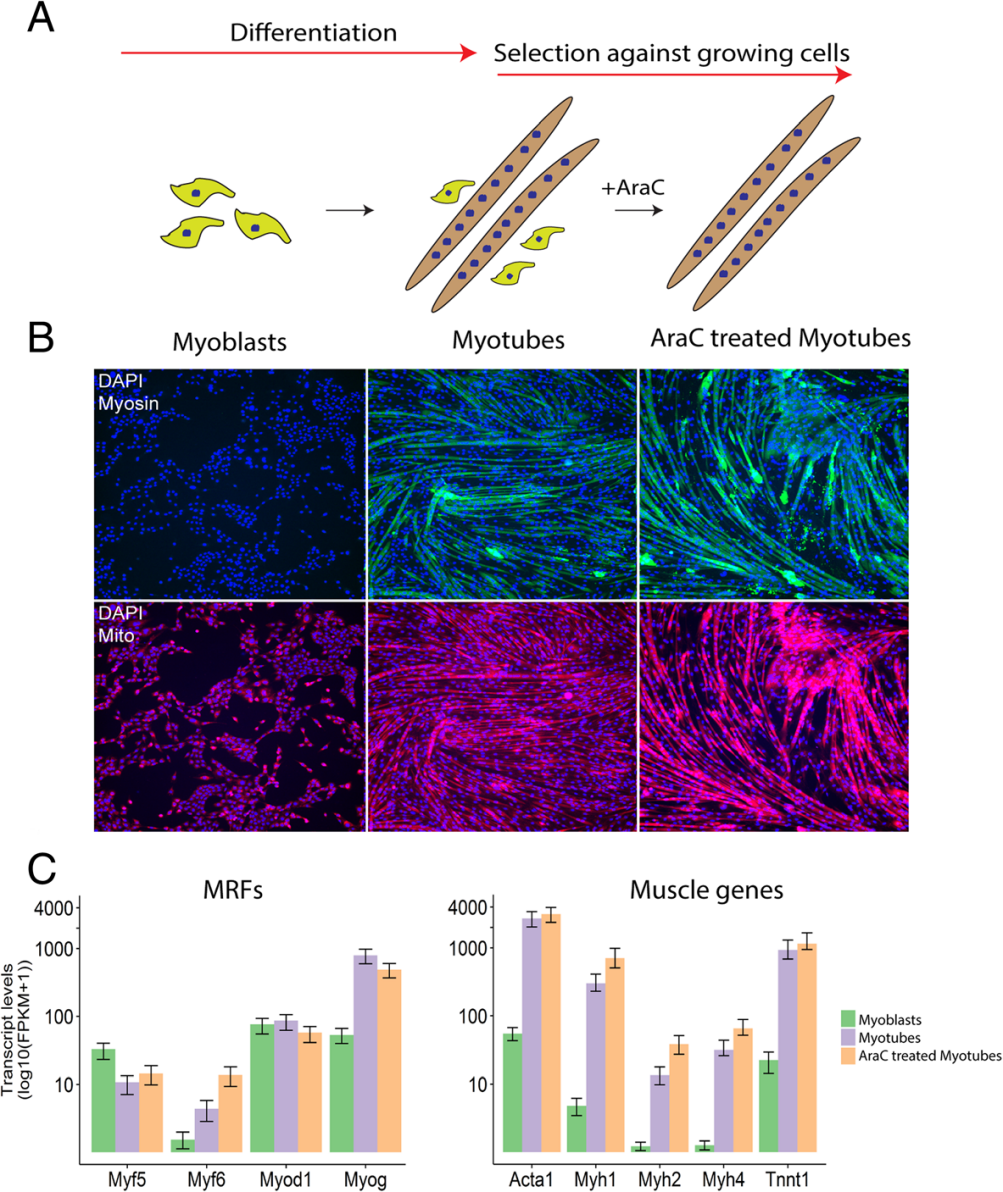
Myoblasts were successfully differentiated into myotubes. **a** Muscle progenitor cells (myoblasts) were differentiated into myotubes in presence of differentiation media. This cell population was predominately comprised of myotubes although there were some myoblasts present. AraC treatment of the myotubes was undertaken to remove undifferentiated myoblasts. **b** Double immunostained images of cells harvested at different stages of myogenic progression. The AraC treatment resulted in the apparent removal of the myoblasts from the terminally differentiated myotubes as evidenced by the presence of cell-free patches in the AraC-treated cultures. Cells were immunostained for myosin (*green*), nuclei (*blue*) and mitochondria (*red*). **c** *Myog* and other skeletal muscle-specific genes (*Acta1*, *Myh1*, *Myh2*, *Myh4*, *Tnnt1*) are markedly upregulated in the myotubes with and without AraC treatment when compared to myoblasts. This indicates successful differentiation at the level of muscle-specific molecular markers. Transcript levels are shown as the mean of the log FPKM for the biological repeats ± SE

### Global transcriptome changes were consistent with muscle differentiation

Total RNA was extracted from myoblasts, myotubes and AraC-treated myotubes and sequenced to determine differences in the whole transcriptome expression profiles. The RNA integrity numbers (RIN) for the RNA samples ranged between 9.45 and 10 (Additional file 1: Table S2). High-throughput sequencing data from myoblasts, myotubes and AraC-treated myotubes generated between 7,669,926 and 7,972,981 100 bp paired reads for the individual replicates (Additional file 1: Table S2). Ninety-two percent of the reads mapped to the mouse reference genome, consistent with the sequenced RNA libraries being of high quality. Moreover, the high correlation in FPKM values between the biological replicates (*r* = 0.98 and 0.99, Additional file 3: Figure S2) for all genes tested was consistent with high reproducibility.

Differentially expressed genes were determined using Cuffdiff (Additional file 4 and Additional file 6). There was significant upregulation of muscle regulatory factors including myogenin (i.e. *Myog*) and muscle-specific genes (i.e. *Acta1*, *Myh1*, *Myh2*, *Myh4* and *Tnnt1*) in the myotubes relative to myoblasts (Fig. 1c; Additional file 4 and Additional file 6). The observed increase in expression for all muscle-specific genes that were tested continued following AraC treatment of the myotubes. These observations were consistent with those of Trapnell et al. who differentiated C2C12 myoblasts under similar conditions to those used here (Additional file 5 and Additional file 6) [57]. Collectively, our morphological and transcriptional analyses were consistent with the successful differentiation of C2C12 myoblasts into myotubes.

A Gene Ontology (GO) analysis revealed significant enrichment for terms related to muscle function and muscle development in the top 10% of significantly upregulated genes during myotube development (Additional file 1: Table S4 and Additional file 7). Similar GO enrichment was observed in the AraC-treated myotubes (Additional file 1: Table S5 and Additional file 8). In contrast, a GO analysis on the 10% most downregulated genes following myotube development or AraC treatment of myotubes identified enrichment for GO terms related to cell cycle and cell cycle regulation (Additional file 1: Table S4 and S5).

AraC treatment of myotubes correlated with increases in transcript numbers for genes that were related to platelet-derived growth factor, response to stimulus and response to cytokines (Additional file 1: Table S6). Moreover, KEGG pathway screening [60] revealed significant enrichment for genes in the cytosolic DNA-sensing pathway (*p* = 0.049) due to the presence of the *Zbp1*, *Csp1* and *Irf7* genes within the upregulated gene set (Additional file 3: Figure S3). The set of the 10% most significantly downregulated genes following AraC treatment of myotubes was enriched for GO terms related to developmental process (Additional file 1: Table S6). These results are consistent with the supposed mode of action of AraC, specifically its incorporation into newly synthesized DNA [45–49] leading to the termination of DNA elongation, DNA fragmentation [50] and, eventually, cell death in growing cells.

### Global genome structure was similar between myoblasts and myotubes

The 3D structure of the genome reflects the underlying nuclear processes, including transcription, that are active in the cell. Therefore, we used the ‘diluted’ Hi-C method [43] to capture the 3D organization of the genome in myoblasts, myotubes and AraC-treated myotubes, in two biological replicates. 

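C2C12 is an established line of mouse myoblasts that fuse into multinucleated myotubes in differentiation medium, and cytosine arabinoside (AraC) is a nucleoside analogue that blocks DNA synthesis in dividing cells. Hi-C libraries were prepared with HindIII from 2 biological replicates of each of the 3 conditions, 6 libraries in all. Myoblasts were harvested at day 0 after 72 h of proliferation, myotubes at day 3 of differentiation, and AraC-treated myotubes at day 7 after exposure to 10 µg/ml AraC from day 3. No untreated culture at day 7 was part of the design. Differences between myotubes and AraC-treated myotubes therefore cannot be told apart from longer differentiation or from loss of residual myoblasts. Wording such as upregulated by AraC or after treatment names this contrast only. A di-tag is a sequenced pair of ligated fragments. The paper lists 25995746 and 33890861 unique di-tags for the replicates of myoblasts, 32591999 and 45780474 for myotubes, and 19024490 and 30112670 for AraC-treated myotubes. By the paper's counts, 29.3% of the unique di-tags of myoblasts, 36.9% of those of myotubes and 47.4% of those of AraC-treated myotubes joined different chromosomes. For each condition, the authors deposited a single matrix pooled over both replicates, made in HOMER from di-tags that had been filtered and deduplicated in HiCUP v0.5.3. Each value is the correlation coefficient of the normalized interaction profiles of a pair of 500 kb bins, so that a high value marks bins with similar interaction partners and is not a number of contacts. The matrices covered 5455 bins of mm10, of which 5022 held data in myoblasts, 5030 in myotubes and 5035 in AraC-treated myotubes, with no data on chr Y. The SD of the correlation coefficients between bins of different chromosomes was 0.0425 in myoblasts, 0.0853 in myotubes and 0.0700 in AraC-treated myotubes.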

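From these matrices, a principal component analysis was run on the within-chromosome block of each chromosome and condition, with columns centred and not scaled, and the score of each bin on the first component was used as its PC1 value. The sign was set so that PC1 values were positive where protein-coding transcription start sites of the GENCODE vM21 annotation were denser. PC1 explained a median of 39.4% of the variance of an autosome in myoblasts, 71.3% in myotubes and 63.4% in AraC-treated myotubes. The PC1 values were set beside those that the paper lists for 400 kb bins in Additional file 9. The copy of that file used here holds the complete lists of bins that switched compartment between myoblasts and either later condition, but only the first 1999, 1999, 1999 and 886 bins of the lists of stable bins and 0 bins of the switches between myotubes and AraC-treated myotubes. Over the autosomes, Pearson correlation with the listed values was 0.916 in myoblasts, 0.919 in myotubes and 0.936 in AraC-treated myotubes, and the sign was equal in 92.3%, 91.2% and 93.1% of the bins compared. On chr X, the correlation was −0.957 in myoblasts, 0.744 in myotubes and 0.604 in AraC-treated myotubes. PC1 of chr X explained only 5.12% of the variance in myoblasts, 7.66% in myotubes and 3.09% in AraC-treated myotubes. The paper's PC1 values for the 201 listed bins of chr X had a correlation with position of 0.949 in myoblasts. It was −0.505 in myotubes and −0.522 in AraC-treated myotubes. Because each condition was a single pooled matrix, the values of a condition carry no SD between replicates and no test between conditions. Intervals given for shares of bins or genes are exact binomial 95% intervals, which cover counting error only and treat neighbouring bins as independent.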

Between 188 × 10^6^ and 292 × 10^6^, 150 bp paired-end reads were sequenced per library. Sequenced reads were mapped to the mouse reference genome (mm10) using HiCUP [61].

The quality of the Hi-C libraries was checked in HiCUP. Statistics on (1) read alignment, (2) percentage of artefacts and (3) distribution of distances between individual tags (Additional file 1: Table S7) were consistent with high-quality Hi-C libraries (Additional file 3: Figure S4–S9). There was a high number of duplicated di-tags identified during library processing. High numbers of duplicated di-tags do not affect the quality of the Hi-C libraries; however, deduplication resulted in a decrease in the total number of unique di-tags to 19–45 million for the different replicates and limits the resolution of the subsequent analyses to 400 kb. Thus, analyses of changes in the 3D organization of the genome were limited to 400 kb genomic blocks and could not be attributed to individual mouse genes, which are ~62 kb in size on average.

Interaction matrices were generated for each replicate at 500 kb resolution in HOMER [55]. Interaction matrices for biological replicates were highly correlated: myoblasts, *r* = 0.8; myotubes, *r* = 0.93; and AraC-treated myotubes, *r* = 0.90 (Additional file 1: Table S8). Given the high reproducibility between biological replicates, Hi-C libraries for the biological replicates were pooled. The total number of valid di-tags in the pooled libraries were as follows: myoblasts–36,390,904; myotubes–46,407,229; AraC-treated myotubes–29,634,069. Interaction matrices (400 kb resolution) were generated from the pooled biological replicates. 

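The correlation coefficients of the pooled 500 kb matrices were compared over all pairs of bins with data in both conditions, within and between chromosomes, without the diagonal. Between myoblasts and myotubes, Pearson *r* was 0.832 over 12607731 bin pairs. Myoblasts and AraC-treated myotubes had *r* = 0.777 over 12597690 bin pairs, and myotubes and AraC-treated myotubes had *r* = 0.938 over 12637878 bin pairs. The alternative that moved these values most was the use of Spearman's rank correlation, which gave 0.741, 0.680 and 0.907 for the same pairs of conditions. Bin pairs share bins and are not replicates, so no p-value was computed. For single replicates, the paper's Table S8 lists *r* from 0.75 to 0.79 over the 4 pairs of a myoblast and a myotube library, which is below the paper's 0.8 for the myoblast replicates. The listed range was 0.72 to 0.75 for myoblast and AraC-treated libraries and 0.88 to 0.9 for myotube and AraC-treated libraries, where the upper end equals the paper's 0.9 for the AraC-treated replicates.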

The interaction matrices were highly correlated (i.e. myoblasts–myotubes, *r* = 0.83; myoblasts–AraC-treated myotubes, *r* = 0.78; myotubes–AraC-treated myotubes, *r* = 0.93; Pearson correlation). All analyses were performed on the pooled matrices unless otherwise stated.

### There were extensive A/B compartment switches for specific genomic regions

The identification of A and B compartments is a standard procedure for the analysis of Hi-C data and represents the application of a principal component analyses of the interaction matrices [34, 38, 42, 43, 62, 63]. A and B compartments have been previously shown to correspond relatively well to active and inactive genomic regions [43, 64]. Genomic regions which have positive values for the first principal component (PC1) represent the A (active) compartment, and genomic regions which have negative PC1 values represent the B (inactive) compartment [43].

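PC1 values were compared over the 5019 bins of 500 kb that had a value in all 3 conditions. Between myoblasts and myotubes, 501 bins (9.98%, interval 9.17 to 10.8%) had PC1 values of opposite sign, of which 311 (6.20%) moved from A to B and 190 (3.79%) from B to A. The alternative that moved this share most was to count only bins whose absolute PC1 value was above the 20th percentile of their chromosome in both conditions, which left 114 of 3639 bins (3.13%) as changed, 13 of 3452 (0.377%) on the autosomes and 101 of 187 (54.0%) on chr X. On the autosomes, 346 of 4727 bins (7.32%) changed, from 2.86% of the bins of chr 18 to 11.1% of those of chr 9, and 13 of these 346 bins (3.76%) were above the 20th percentile in both conditions. On chr X, 155 of 292 bins (53.1%) changed, but PC1 of chr X in myoblasts had a correlation of −0.974 with position along the chromosome, while the autosomes of myoblasts reached at most 0.515 in size. By a component computed from correlation coefficients with bins of other chromosomes only, 35 bins of chr X (12.0%) changed. Over all bins, 197 (3.93%) moved from A to B and 186 (3.71%) from B to A by that component, so that the directions were nearly equal. Among all bins that changed, the largest rise in PC1 was at chr 2 (76500001–77000000), which holds *Ttn*, *Fkbp7*, *Pjvk*, *Plekha3* and *Prkra*, from −0.130 in myoblasts to 2.30 in myotubes. It was followed by chr 9 (116000001–116500000; *Tgfbr2*), from −0.0376 to 1.62, and chr 10 (84000001–84500000; *Nuak1*), from −0.0343 to 1.60. The largest fall was at chr 8 (12000001–12500000; *Sox1* and *A230072I06Rik*), from 0.136 to −1.28. Next were chr 2 (24000001–24500000), which holds 10 protein-coding genes including *Pax8* and *Il1rn*, from 0.352 to −0.934, and chr 2 (23500001–24000000; *Spopl*), from 0.124 to −1.04. These rises and falls were ranked on PC1 not divided by its SD. Over autosomal bins, this SD was 0.859 in myoblasts and 1.61 in myotubes, so that ranks on scaled values, which were not made, may differ.

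**Figure D1:**
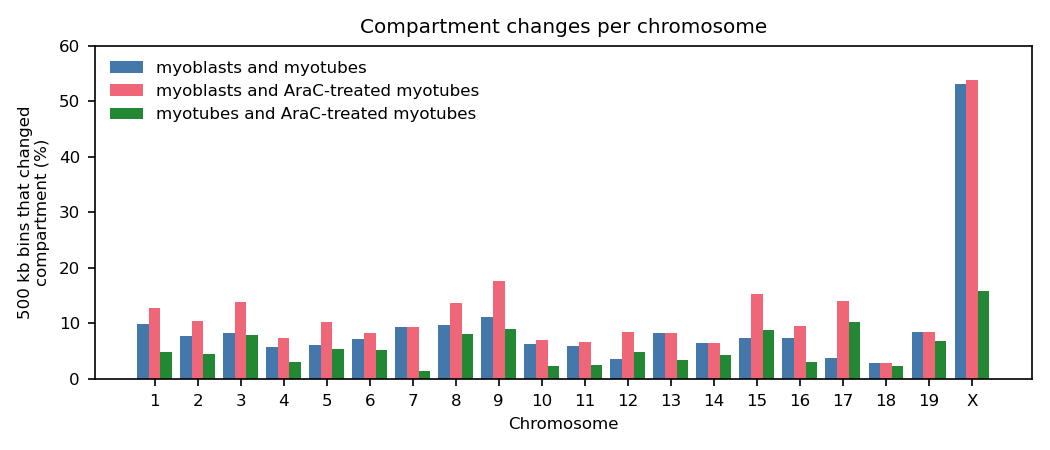
Percentage of 500 kb bins that changed compartment on each autosome and on chr X, for the 3 pairs of conditions. Each bar is the share of the bins of a chromosome whose PC1 values differ in sign, and for the comparison of myoblasts with myotubes the bar of chr X stands at 53.1% while the highest autosome, chr 9, stands at 11.1%.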

We evaluated the degree of plasticity of the A and B compartments during myotube development and found that 8% of the genome changed compartment residence (Fig. 2a, b; Additional file 9). Switching from an A to B compartment during differentiation was significantly correlated (*p* < 0.001) with a decrease in gene expression levels (Fig. 2c), consistent with previously published observations in mammalian cells during cell differentiation [38, 42] or de-differentiation [65, 66]. However, while relocating from the B to A compartment was generally associated with an increase in expression, this was only significant in comparisons between the AraC-treated myotubes and myoblasts (Fig. 2c). Notably, changes between A and B compartments did not correlate with changes in expression levels, on the global scale, for comparisons between the AraC-treated myotubes and myotubes (Fig. 2c). Critically, the relative compartment changes between the AraC-treated myotubes and myotubes were similar to those observed when these cells were compared to myoblasts (Fig. 2b). Moreover, 2126 genes were significantly differentially expressed between these cell stages despite their gross phenotypic similarity (Fig. 1). Thus, these results indicate that localization within a particular compartment (i.e. A or B; eu- or heterochromatin) does not automatically dictate expression levels.

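Between myoblasts and AraC-treated myotubes, 641 of 5019 bins (12.8%, interval 11.9 to 13.7%) changed compartment, 401 (7.99%) from A to B and 240 (4.78%) from B to A. Between myotubes and AraC-treated myotubes, 288 bins (5.74%, interval 5.11 to 6.42%) changed, 164 (3.27%) from A to B and 124 (2.47%) from B to A. On the autosomes alone, the shares were 10.2% (484 bins) and 5.12% (242 bins), and chr X had 157 bins (53.8%) and 46 bins (15.8%) that changed. The share on single autosomes ran from 2.86% (chr 18) to 17.7% (chr 9) between myoblasts and AraC-treated myotubes, and from 1.51% (chr 7) to 10.3% (chr 17) between myotubes and AraC-treated myotubes. Counted only over bins above the 20th percentile of absolute PC1 in both conditions, 3.85% (137 bins) and 0.240% (9 bins) of bins changed, which on the autosomes was 1.19% (40 bins) and 0.0843% (3 bins), with the rest on chr X. Over the autosomal bins, PC1 values had a Pearson correlation of 0.939 between myoblasts and AraC-treated myotubes and 0.983 between myotubes and AraC-treated myotubes. The SD of PC1 over these bins was 0.859 in myoblasts, 1.61 in myotubes and 1.36 in AraC-treated myotubes. Rises and falls were ranked on PC1 not divided by this SD, and ranks on scaled values may differ. Among the bins that changed from myoblasts to AraC-treated myotubes, the largest rises were at the *Ttn* bin of chr 2, which reached 2.18, at the *Nuak1* bin of chr 10, which reached 2.22, and at chr 6 (148000001–148500000; *Ergic2*, *Far2* and *Tmtc1*), from −0.0757 to 2.18. The largest falls were at chr 1 (14000001–14500000; *Eya1*), from 0.718 to −0.636, chr 9 (32500001–33000000; *Ets1* and *Fli1*), from 0.0375 to −1.21, and the *Pax8* bin of chr 2, which reached −0.887. From myotubes to AraC-treated myotubes, PC1 rose most at chr 12 (83000001–83500000; *Dpf3*), from −0.848 to 0.681, chr 5 (112500001–113000000; *Myo18b* and *Sez6l*), from −0.927 to 0.567, and chr 6 (32000001–32500000; *1700012A03Rik*), from −0.184 to 1.23. It fell most at chr 9 (20500001–21000000), which holds 14 protein-coding genes including *Dnmt1*, from 0.757 to −0.255, chr 1 (45000001–45500000; *Col3a1*), from 0.757 to −0.0384, and chr 8 (49000001–49500000), which holds no protein-coding transcription start site, from 0.622 to −0.145.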

**Fig. 2:**
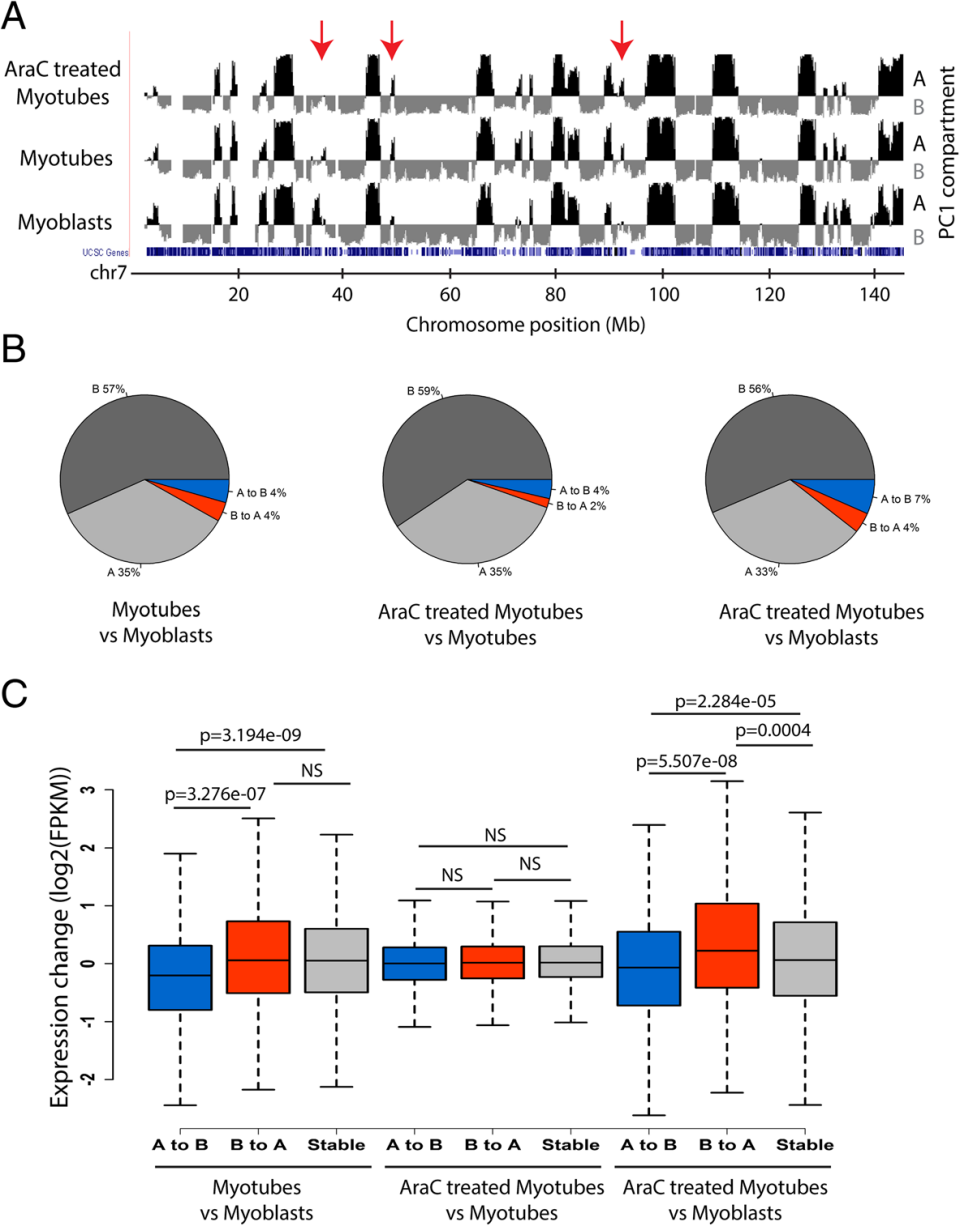
Switches between the A and B compartments were observed in pairwise comparisons between the cell populations. **a** The PC1 values defined using the Hi-C correlation matrices of the three conditions for chr 7 are plotted on the UCSC genome browser. Examples of local changes in the PC1 values between the three conditions are marked with red arrows. **b** Myogenesis is accompanied by significant changes in chromosome topology evident from the fact that 25% of the genome changed compartment status in at least one of the conditions. Comparisons are done only for bins which have detectable PC1 values in the three conditions (6284 bins in total). **c** Genes which changed from residing in A compartment to B compartment reduced their average expression levels, whereas genes which changed from residing in B compartment to A compartment increased their average expression levels for myotube-myoblast and AraC-treated myotube-myoblast comparisons. (*p* values by Wilcoxon test, outliers not plotted). Genes which have expression change of 0 are excluded from the analyses

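In the 500 kb matrices, 715 of 5019 bins (14.2%, interval 13.3 to 15.2%) changed compartment in at least 1 of the 3 pairs of conditions. Because a bin is in 1 of 2 compartments, each of these bins changed in exactly 2 of the pairs, and the 3 pairwise shares add up to 28.5%. With only the autosomes, 11.3% of bins changed in at least 1 pair. The paper's own lists of switched 400 kb bins hold 513 bins between myoblasts and myotubes and 667 between myoblasts and AraC-treated myotubes. Together these lists name 760 different bins, which is 12.1% of the 6284 bins of the legend, and 166 of the 760 are on chr X. A bin that changes in any pair must be in at least 1 of these lists, so 12.1% is the any-pair share by the paper's lists.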

Correlation analyses can be used to identify genomic regions that change their interaction profiles and not just their PC1 values [55]. Central to this analysis is the fact that negatively correlated regions (i.e. *r* < 0) interact with different partners in two conditions. 

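For each 500 kb bin, Pearson *r* was computed between its correlation coefficients in 2 conditions, over the other bins of its chromosome and without the bin itself. Between myoblasts and myotubes, 166 of 5021 bins (3.31%, interval 2.83 to 3.84%) had *r* below 0, while the median over all bins was 0.869 and the 5th percentile 0.110. Between myoblasts and AraC-treated myotubes, 287 of 5019 bins (5.72%) had *r* below 0 with a median of 0.829 over all bins. For myotubes and AraC-treated myotubes, these values were 56 of 5027 bins (1.11%) and a median of 0.944. In a simulated pair of matrices without changed bins, 3.57% of bins had *r* below 0. The simulated noise was not fitted to the matrices (median *r* 0.754), so this share is no error rate of the counts here. Without replicates, noise in these bins cannot be told apart from a changed interaction profile. The alternative that moved the counts most was a threshold of *r* below 0.2, which gave 359, 616 and 169 bins. Both comparisons with myoblasts shared 141 of the negative bins, and 0 of the 319 bins that were negative in any pair were negative in all 3 pairs. Of the bins with *r* below 0, 68.1% between myoblasts and myotubes, 78.7% between myoblasts and AraC-treated myotubes and 57.1% between myotubes and AraC-treated myotubes also changed the sign of PC1. The lowest *r* between myoblasts and myotubes was −0.708 at chr 13 (13000001–13500000; *Gpr137b*, *Nid1*, *Prl2c2* and *Prl2c5*), then −0.693 at chr 12 (32000001–32500000; *Ccdc71l*, *Pik3cg* and *Prkar2b*) and −0.645 at chr 13 (96000001–96500000), which holds 6 protein-coding genes including *Poc5* and *Sv2c*. Between myoblasts and AraC-treated myotubes, the same bin of chr 12 was lowest with −0.757, followed by chr 13 (108500001–109000000), which holds no protein-coding transcription start site, with −0.733 and chr 11 (31000001–31500000; *Stc2* and *Gm17332*) with −0.725. For myotubes and AraC-treated myotubes, the lowest were chr 17 (65000001–65500000), which holds no protein-coding transcription start site, with −0.650, chr 17 (85000001–85500000; *Camkmt*, *Prepl* and *Slc3a1*) with −0.493 and chr 11 (114500001–115000000), which holds 11 protein-coding genes including *Rpl38*, with −0.476.

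**Figure D2:**
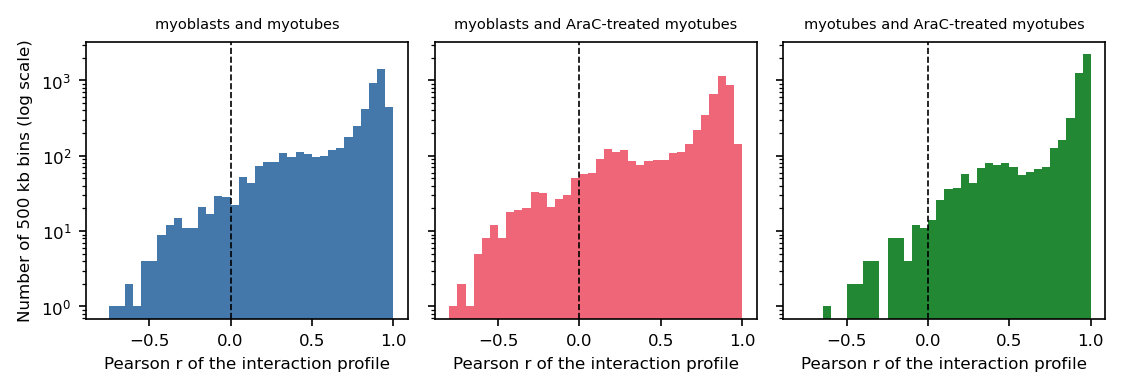
Distribution of Pearson *r* between the correlation coefficients of a bin in 2 conditions, for the 3 pairs of conditions. The vertical axis is the number of 500 kb bins on a log scale, the dashed line marks *r* = 0, and 166, 287 and 56 bins lie below it.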

Fifty-five genomic regions (400 kb) were negatively correlated following development of myotubes from myoblasts (Additional file 10). The transcription start sites (TSS) falling within the boundaries of these negatively correlated regions were identified using HOMER and divided into two groups: (1) TSSs whose PC1 values reduced from one condition to the next or (2) TSSs whose PC1 values increased from one condition to the next. 

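The regions listed in Additional file 10 were located in the 500 kb matrices by the bin with the largest overlap. Of the 55 regions listed for myoblasts and myotubes, 31 (56.4%, interval 42.3 to 69.7%) had *r* below 0 here, with a median of −0.0385. Of the 121 regions listed for myoblasts and AraC-treated myotubes, 72 (59.5%) had *r* below 0, with a median of −0.103, and of the 10 listed for myotubes and AraC-treated myotubes, 2 (20%) had *r* below 0, with a median of 0.866. Taking the lowest *r* of all bins that overlap a region moved these medians most, to −0.165, −0.229 and 0.599. The lowest regions of the paper's first list were chr 10 (84000000–84400000), with the paper's *r* of −0.721 and −0.126 here, chr 13 (12800000–13200000), with the paper's −0.679 and, in the bins 12500001–13000000 and 13000001–13500000 that it overlaps equally, −0.253 and −0.708 here, and chr 7 (35200000–35600000), with the paper's −0.538 and −0.447 here. In the second list they were chr 10 (84000000–84400000), with the paper's −0.843 and −0.155 here, chr 10 (83600000–84000000), with the paper's −0.824 and −0.363 here, and chr 12 (32000000–32400000), with the paper's −0.707. In the third list they were chr 3 (130400000–130800000), with the paper's −0.428 and 0.921 here, chr 3 (130000000–130400000), with 0.599 here, and chr 10 (43600000–44000000), with the paper's −0.303 and −0.308 here. PC1 was higher in myotubes than in myoblasts in 23 of the 55 regions and lower in 32, with 24 regions moving from A to B and 16 from B to A.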

The transcript levels of the genes that corresponded to the TSSs in each pool were determined from the transcription data. The differentiation of myoblasts to myotubes resulted in a significant decrease (*p* < 0.001 paired Wilcoxon test) in the transcript levels of 90 genes that were associated with 199 TSSs that had reduced PC1 values (Fig. 3a). In contrast, the 59 genes that were associated with the 112 TSSs that increased their PC1 values (became more open) also significantly increased their transcript levels (i.e. they were upregulated; *p* < 0.01 paired Wilcoxon test; Fig. 3b; Additional file 11). 

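The 199 TSSs that Additional file 11 lists with reduced PC1 values lay in 38 bins of 500 kb. PC1 was lower in myotubes for 182 of these TSSs (91.5%) and in 34 of the bins (89.5%), while it was lower in 63.5% of all bins. The paper placed these TSSs by their fall of PC1 in the same libraries, so the direction only checks PC1 and is no independent support. The median PC1 value of the 38 bins was 0.370 in myoblasts and −0.190 in myotubes, with a median change of −0.549. Between myoblasts and myotubes, 21 of the 38 bins had *r* below 0, with a median of −0.0583. The RNA-seq libraries were not analysed here. In the paper's table, FPKM was lower in myotubes for 67 of the 90 genes and higher for 23, and of the 55 genes that the paper tested, 23 were significantly lower and 6 significantly higher.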

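The 112 TSSs listed with increased PC1 values lay in 21 bins of 500 kb, and PC1 was higher in myotubes in all 21, while it was higher in 36.5% of all bins. The paper placed these TSSs by their rise of PC1 in the same libraries, so the direction only checks PC1 and is no independent support. The median PC1 value of the 21 bins was −0.0757 in myoblasts and 1.12 in myotubes, with a median change of 0.904. In 10 of the 21 bins, *r* between myoblasts and myotubes was below 0, and the median was 0.0524. By the paper's FPKM values, 38 of the 59 genes were higher in myotubes and 21 lower, and of the 36 genes tested by the paper 13 were significantly higher and 5 significantly lower.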

GO analysis identified enrichment for ‘nucleosome assembly’ and ‘chromatin assembly’ (*p* < 0.01; Additional file 1: Table S7) within 11 of the 90 downregulated genes which, with the exception of Cebpg (chr7:35046422–35056573), encoded histone proteins and were located within patch three of the HIST1 cluster on chr 13 (23,600,000–24,000,000 bp). 

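The 31 HIST1 genes of patch 3 lie on chr 13 of mm10 from 23531050 to 23934851, within the bin 23500001–24000000. Between myoblasts and myotubes, this bin had *r* = 0.00981, and 3.37% of all bins had a lower value. The paper's *r* for its 400 kb region is −0.0274. With the bins within 2 Mb left out, the value here changed sign to −0.0145, and over all other bins of the genome it was 0.262. Between myoblasts and AraC-treated myotubes *r* was 0.456, and between myotubes and AraC-treated myotubes it was 0.197, with 21.9% and 3.30% of bins lower. PC1 of the bin fell from 0.485 in myoblasts to 0.133 in myotubes and was 0.316 in AraC-treated myotubes, so that it stayed in the A compartment. *Cebpg* (chr 7, 35046422–35056573) lies in the bin 35000001–35500000, where *r* was −0.447 between myoblasts and myotubes, and PC1 was 0.566 in myoblasts, −0.415 in myotubes and −0.485 in AraC-treated myotubes. For the 400 kb bin with *Cebpg*, the paper's PC1 values are 19.0, −0.943 and −9.06 on the paper's own scale. The paper's FPKM of *Cebpg* was 10.2 in myoblasts and 12.1 in myotubes, which its table does not mark as significant. Of the 12 histone genes in the paper's table, 8 had lower FPKM in myotubes and 4 higher, and 10 were not tested by the paper, with FPKM of at most 1.41. The paper's table tested *Hist1h1c*, which rose from 16.7 to 67.0 FPKM, and *Hist1h2bc*, which rose from 10.6 to 83.9 FPKM, while *Hist1h1a* is listed at 0 in myoblasts and at 0.120 in myotubes without a test.

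**Figure D3:**
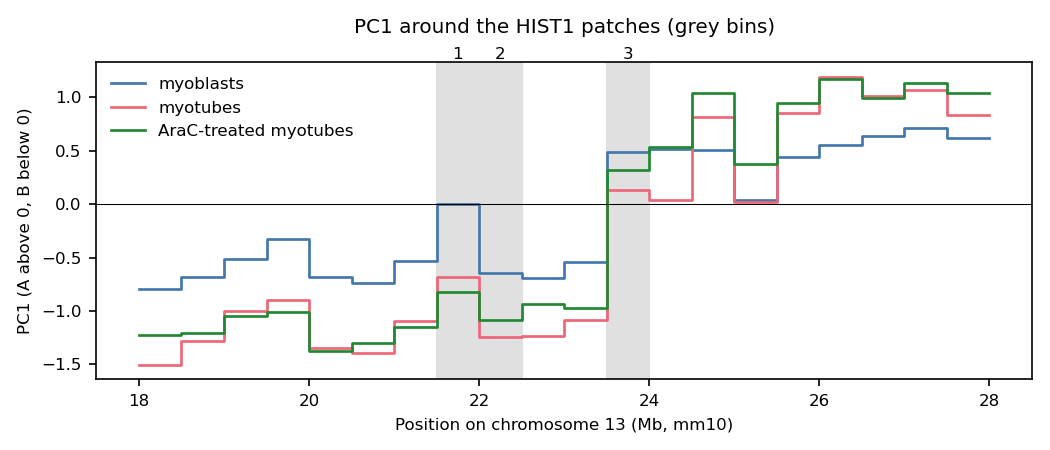
PC1 values of the 500 kb bins of chr 13 around the HIST1 cluster, by position in Mb, in myoblasts, myotubes and AraC-treated myotubes. The grey bins hold patches 1, 2 and 3, and the bin of patch 3 lies above 0 in all 3 conditions with 0.485, 0.133 and 0.316.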

Notably, the Hist1h2bc, Hist1h1c and Histih1a genes within patch three of HIST1 were upregulated upon myotube differentiation (Additional file 4 and Additional file 11). Treatment with AraC resulted in differential expression of specific replicative histone variant genes within the HIST1 cluster. The detection of transcripts that were not previously present (Additional file 1: Table S1) is consistent with the observed changes in expression occurring within the differentiated myotubes and not simply reflecting a change in the population structure (i.e. level of differentiation; Additional file 3: Figure S1). Consistent with the observations by Li et al. [67], the three patches within the HIST1 locus were spatially clustered (Additional file 3: Figure S10). Interestingly, there were only minimal differences in this inter HIST1 clustering between the myotubes and myoblasts indicating it was not responsible for the negative correlation for interactions in this region between the cell types.

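Patch 1 (19 HIST1 genes) and patch 2 (5 HIST1 genes) lie in the bins 21500001–22000000 and 22000001–22500000 of chr 13. The correlation coefficient of the bins of patches 1 and 2 was 0.0318 in myoblasts and 0.107 in myotubes, at the 23.2 and 60.5 percentile of the bin pairs of chr 13 at the same distance of 0.5 Mb. For patches 1 and 3, 2 Mb apart, it was 0.0330 in myoblasts (percentile 44.4) and 0.0587 in myotubes (percentile 51.6). Patches 2 and 3, 1.5 Mb apart, had −0.00177 in myoblasts (percentile 8.44) and 0.0102 in myotubes (percentile 18.7). In AraC-treated myotubes, the 3 values were 0.0613 (percentile 34.2), 0.00218 (percentile 15.1) and 0.0101 (percentile 16.9). A shift of both bins by 1 bin moved every value, and in myoblasts it changed the sign for patches 1 and 3 (−0.00357 with a shift up) and for patches 2 and 3 (0.0338 down and 0.000737 up). These values compare interaction profiles and do not count contacts between the patches.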

**Fig. 3:**
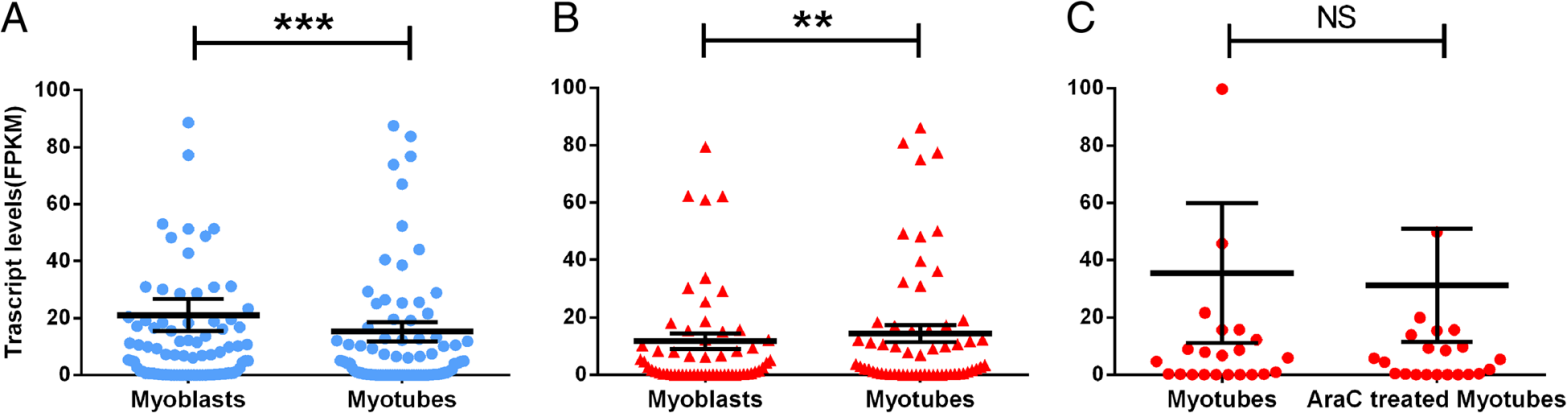
Distribution of transcript levels of genes residing within the confines of the negatively correlated interacting regions in pairwise condition comparisons. Transcript levels (expressed as FPKM) of genes whose **a** TSSs had reduced PC1 values and **b** TSSs showed increases in PC1 values within negatively correlated interacting regions in myotubes vs myoblasts comparison. **c** Transcript levels of genes whose TSSs showed increases in PC1 values within negatively correlated interacting regions in AraC-treated myotubes vs myotubes comparison. Genes which had FPKM values equal to 0 in both conditions are excluded from the analyses; however, genes having FPKM value equal to 0 in one of the conditions and detectable FPKM value in the other condition are included (*p* values–paired Wilcoxon test, *p* < 0.001***, *p* = 0.01**, *NS* not significant). Outliers not plotted

The AraC treatment of myotubes resulted in increases to the PC1 values at 41 TSSs. These 41 TSSs overlapped with 24 genes from the transcriptome data (Fig. 3c and Additional file 1: Table S11). 

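PC1 was higher in AraC-treated myotubes than in myotubes at all 10 regions of the list in Additional file 10, while it was higher in 59.1% of all bins. The median PC1 value over the 10 regions was 0.808 in myotubes and 1.25 in AraC-treated myotubes. 1 of the regions, chr 9 (115600000–116000000), moved from B to A with PC1 from −0.184 to 0.821, and the rest were in the A compartment in both conditions. The paper's *r* for that region, which was named after its values were seen, is −0.0409, and *r* was −0.174 here.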

Interestingly, there was a non-significant decrease in the overall transcript levels of these 24 genes (Fig. 3c). A GO enrichment of the 24 genes identified an association with pyroptosis (*p* < 0.01; Additional file 1: Table S12). 

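*Naip2* (100144063–100202092), *Naip5* (100211739–100246323), *Naip6* (100281121–100317674) and *Naip1* (100407764–100452869) lie in the bin 100000001–100500000 of chr 13, together with 5 other protein-coding genes including *Smn1*. Between myotubes and AraC-treated myotubes, this bin had *r* = 0.875, and 26.4% of all bins had a lower value. The paper's *r* for the 400 kb region in Additional file 10 is −0.113. Over all other bins of the genome the value was 0.899, and with bins within 2 Mb left out it was 0.859. In the comparisons with myoblasts, *r* was 0.600 for myotubes and 0.643 for AraC-treated myotubes. PC1 of the bin was 0.195 in myoblasts, 0.622 in myotubes and 1.23 in AraC-treated myotubes. The neighbouring bins on either side had higher PC1 values, with 1.59 and 1.68 in myotubes and 1.82 and 1.84 in AraC-treated myotubes.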

Notably, the genes found in the pyroptosis GO-enriched term are encoded as a multigene family contained within 400 kbp region located on chr13:100,000,000–100,400,000 in the mouse genome.

The top 10% most upregulated and downregulated transcripts (Additional file 7 and Additional file 8) were underrepresented in the negatively correlated genomic regions. 

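The share of the listed genes inside the negatively correlated regions was counted from gene positions in mm10. In the regions of Additional file 10 for myoblasts and myotubes lay 3 of the 266 most upregulated genes (1.13%) and 4 of the 277 most downregulated genes (1.44%), against 248 of 21755 protein-coding genes (1.14%). For myoblasts and AraC-treated myotubes, the counts were 5 of 293 (1.71%) and 10 of 315 (3.17%), against 406 protein-coding genes (1.87%). The regions for myotubes and AraC-treated myotubes held 0 of 104 and 0 of 108 genes, against 26 protein-coding genes (0.120%). Inside the 500 kb bins with *r* below 0 here lay 12 of the 266 upregulated genes (4.51%, interval 2.35 to 7.75%) and 18 of the 277 downregulated genes (6.50%, interval 3.90 to 10.1%), against 3.33% of all protein-coding genes. Among 10000 random lists of protein-coding genes from the same chromosomes, these shares stood at the 89.4 and 99.8 percentile. For myoblasts and AraC-treated myotubes, 19 genes (6.48%) and 23 genes (7.30%) lay in such bins, against 4.89% of all protein-coding genes. For myotubes and AraC-treated myotubes it was 2 of 104 genes (1.92%) and 0 of 108, for which the interval reaches 3.36%, against 0.627% of all protein-coding genes.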

Consistent with this, the genomic regions flanking the 10% most up- and downregulated genes during myogenesis, or treatment with AraC, were enriched for positive PC1 values (Fig. 4). This suggests that the most upregulated and downregulated genes reside within the A compartment during differentiation and AraC treatment of muscle cells.

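Each gene of the lists was assigned the PC1 value of the 500 kb bin that holds its TSS. Of the 266 genes most upregulated in myotubes, 187 (70.3%, interval 64.4 to 75.7%) were in the A compartment in myoblasts and 197 (74.1%) in myotubes. Of the 277 genes most downregulated in myotubes, 183 (66.1%, interval 60.2 to 71.6%) were in the A compartment in myoblasts and 169 (61.0%) in myotubes. For AraC-treated myotubes against myotubes, 49 of 104 upregulated genes (47.1%, interval 37.2 to 57.2%) were in the A compartment in myotubes and 50 (48.1%) after treatment. The 108 downregulated genes had 75 (69.4%) in the A compartment in myotubes and 67 (62.0%) after treatment. Of all bins, 38.9% in myoblasts, 36.5% in myotubes and 35.7% in AraC-treated myotubes were in the A compartment. Among 10000 random lists of bins of the same size from the same chromosomes, the shares of the lists for myotubes against myoblasts stood at the 100 percentile in both conditions, and those of the AraC-upregulated genes at the 98.7 percentile in myotubes and 99.6 after treatment. The alternative that moved these percentiles most, chosen after the data were seen, was to draw the random lists from protein-coding genes, of which 59.8% in myoblasts, 58.5% in myotubes and 57.5% in AraC-treated myotubes were in the A compartment. Against such lists, the genes upregulated in myotubes stood at 99.96 in myoblasts and the downregulated genes at 97.8 in myoblasts and 78.5 in myotubes. The AraC-upregulated genes stood at 1.38 in myotubes and 3.72 after treatment, below most lists of protein-coding genes.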

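The mean PC1 value of the genes most upregulated in myotubes was 0.722 in myoblasts and 1.54 in myotubes, a change of 0.815, and PC1 rose for 201 of the 266 genes (75.6%). The genes most downregulated had means of 0.609 and 1.02, a change of 0.410, and PC1 rose for 166 of the 277 genes (59.9%). Because PC1 values spread more widely in myotubes (SD over autosomal bins 1.61) than in myoblasts (0.859), the mean change was also computed with PC1 divided by its SD on each chromosome, which gave 0.130 for the upregulated genes and −0.0517 for the downregulated genes. From myotubes at day 3 to AraC-treated myotubes at day 7, the mean changed by −0.0271 for the upregulated and by −0.288 for the downregulated genes. PC1 rose for 52 of 104 (50%) and 24 of 108 genes (22.2%), and on the scale of the SD the mean change was 0.0536 and −0.0817. Random lists of protein-coding genes from the same chromosomes, chosen after the data were seen, had a median change of 0.428 for the 266 upregulated genes, whose change stood at the 100 percentile of these lists, and of 0.414 for the 277 downregulated genes, whose change stood at the 47.3 percentile. For the AraC-upregulated genes the median of such lists was −0.156 and the percentile 99.94, and for the AraC-downregulated genes −0.171 and 0.240. On the scale of the SD, the changes of the upregulated and downregulated genes stood at the 100 and 0.280 percentile of such lists for myotubes against myoblasts, and at 99.95 and 0.120 for AraC-treated myotubes against myotubes. Among the muscle genes, the bins of *Myog* (chr 1, 134000001–134500000), *Acta1* (chr 8, 123500001–124000000) and *Myod1* (chr 7, 46000001–46500000) had PC1 values of 2.28, 2.09 and 1.22 in myoblasts and 4.08, 3.78 and 2.47 in myotubes. The SD of PC1 on these chromosomes rose as well, from 0.889 to 1.68 on chr 1, from 0.718 to 1.51 on chr 8 and from 0.803 to 1.49 on chr 7. These rises therefore need not mean a move deeper into the A compartment. *Tnnt1* (chr 7, 4500001–5000000) was also in the A compartment, with 0.465 in myoblasts and 0.279 in myotubes. The bin of *Myh1*, *Myh2* and *Myh4* (chr 11, 67000001–67500000) was in the B compartment in all 3 conditions with −1.72, −2.09 and −1.24, as was the bin of *Myf5* and *Myf6* (chr 10, 107000001–107500000) with −0.396, −0.835 and −0.746. From the positive PC1 values around the listed genes, the paper proposes that the genes whose transcripts changed most reside in the A compartment.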

**Fig. 4:**
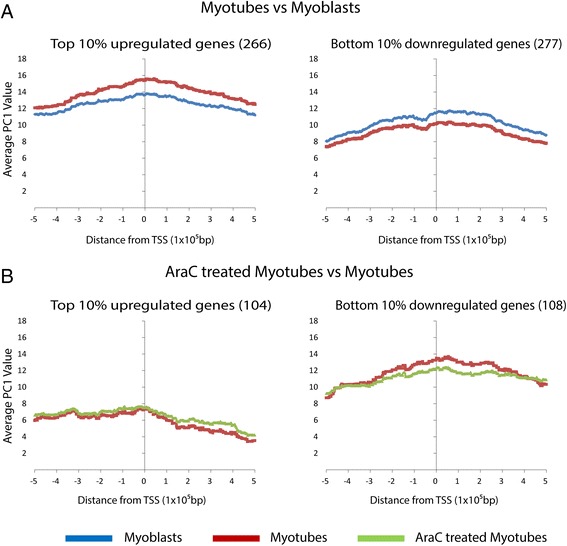
PC1 values across the 10% most upregulated and downregulated genes in comparisons of **a** myotubes vs myoblasts and **b** AraC-treated myotubes vs myotubes. The average PC1 enrichment per 1000 bp bin for the total number of genes in the groups is plotted ±500 kb of the gene TSS. The genomic regions encompassing the upregulated and downregulated genes, for each pairwise comparison, are enriched for positive PC1 values (e.g. reside in A compartment)

### Topologically associating domain boundaries

TADs that were conserved between myoblasts, myotubes and AraC-treated myotubes were identified using the Armatus algorithm [68]. Pairwise comparisons show that the numbers of conserved TADs between myotubes and myoblasts were 59 and 57%, respectively (Additional file 3: Figure S11). This result is consistent with earlier findings [38, 39, 66] and the degree of similarity of domain boundaries reported between mouse embryonic stem cells and adult mouse cortex (53.4 and 84%, respectively; [39]); proliferating mouse embryonic stem cells and intermediate neuronal precursor cells (78%; [38]); intermediate neuronal precursor cells and post-mitotic neurons (80%; [38]); and proliferating mouse embryonic stem cells and post-mitotic neurons (74%; [38]); and between human cells [39, 42].

### Gene clustering

We hypothesized that muscle-specific genes themselves may associate upon muscle differentiation in our in vitro model system for myogenesis. We used HOMER to evaluate clustering of the genes (10%) that had the most upregulated and downregulated transcript levels during myotube differentiation. 

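The significant interactions that were counted in HOMER were not analysed here. Clustering was measured instead as the mean correlation coefficient over all pairs of bins on different chromosomes that hold TSSs of a gene list, with each bin counted once, which compares interaction profiles and not contacts. It was set beside 10000 random lists of bins matched on chromosome and on compartment in that condition. The 266 genes most upregulated in myotubes lay in 236 bins, whose mean correlation coefficient was 0.0360 in myoblasts, 0.0621 in myotubes and 0.0512 in AraC-treated myotubes. The excess over the mean of the random lists was 0.0184, 0.0334 and 0.0258, at the 100 percentile in each condition. Matching the random lists on chromosome only moved the excess most, to 0.0306, 0.0550 and 0.0484. The excess over lists matched on chromosome and compartment was also divided by the SD of all correlation coefficients between chromosomes in that condition. This gave 0.432 in myoblasts, 0.392 in myotubes and 0.368 in AraC-treated myotubes. Myoblasts had the highest value for this match, and the order in these units was not computed for other matches.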

The top 10% of upregulated genes were significantly clustered in all conditions and the log2 enrichment ratio increased from myoblasts (0.53) to myotubes (0.72; Fig. 5). 

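The 143 genes of muscle cell development lay in 140 bins, with a mean correlation coefficient of 0.0375 in myoblasts, 0.0568 in myotubes and 0.0451 in AraC-treated myotubes. The excess over matched random lists was 0.0222 in myoblasts, 0.0322 in myotubes and 0.0197 in AraC-treated myotubes, and at least 99.99% of the random lists were lower in every condition. In units of the SD, it was 0.522, 0.377 and 0.281.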

Consistent with this, there was significant clustering of genes that are involved in muscle cell development (*p* < 0.001), and again, the level of enrichment increased with myotube differentiation (myoblasts, 0.65; myotubes, 0.75; AraC-treated myotubes, 0.76; Additional file 12). Interestingly, the 10% most downregulated genes were also significantly clustered (*p* < 0.001; Fig. 5) in all conditions; however, the log2 enrichment value gradually decreased with development from myoblasts (0.49) to myotubes (0.43) to AraC-treated myotubes (0.37). 

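The 277 genes most downregulated in myotubes lay in 254 bins, with a mean correlation coefficient of 0.0269 in myoblasts, 0.0248 in myotubes and 0.0166 in AraC-treated myotubes. Their excess over random lists matched on chromosome and compartment was 0.0122, 0.0131 and 0.00802, which in units of the SD between chromosomes was 0.287, 0.154 and 0.114. The 724 genes of the mitotic cell cycle lay in 617 bins, with a mean of 0.0278 in myoblasts, 0.0353 in myotubes and 0.0245 in AraC-treated myotubes. Their excess was 0.0130, 0.0184 and 0.0117, or 0.307, 0.216 and 0.167 in units of the SD. Both lists stood above every random list drawn.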

Again, genes that were annotated as being involved in the ‘mitotic cell cycle’ showed a gradual decrease in clustering with the progression of cell differentiation (enrichment ratio; myoblasts 0.63; myotubes 0.52; and AraC-treated myotubes 0.42, (Additional file 12).

**Fig. 5:**
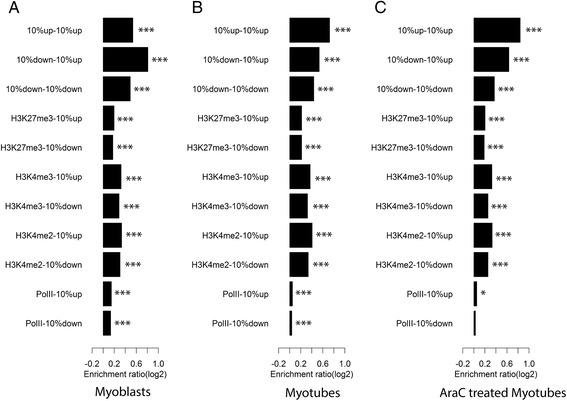
Pairwise feature enrichment at the ends of the significant interactions in **a** myoblasts, **b** myotubes and **c** AraC-treated myotubes. The top 10% and bottom 10% differentially expressed genes from the myotube-myoblast comparison were tested for enrichment in their associations with epigenetic marks for Pol II, H3K4me2, H3K4me3 and H3K27me3 through significant interactions in all three conditions. The enrichment is normalized to the expected number of associations through significant interactions calculated by HOMER, and the corresponding *p* value is calculated by Wilcoxon signed-rank test (*p* < 0.001***, *p* < 0.01**, *p* < 0.05*)

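Between a bin of the upregulated list and a bin of the downregulated list on another chromosome, the mean correlation coefficient was 0.0311 in myoblasts, 0.0387 in myotubes and 0.0289 in AraC-treated myotubes. Over random pairs of lists matched on chromosome and compartment, the excess was 0.0149, 0.0210 and 0.0144. In myoblasts, this excess lay between that of the downregulated list and that of the upregulated list.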

Consistent with our earlier observations that the up- and downregulated genes were present in the A (euchromatic compartment), we observed significant clustering of the top 10% downregulated and upregulated genes in myoblasts (enrichment ratio 0.8; *p* < 0.001). Notably, genes which had no detectable expression in myotubes (10101 genes; Additional file 13) showed low yet significant (*p* < 0.001) non-increasing levels of clustering (enrichment ratio; myoblasts 0.05; myotubes 0.05; Additional file 13) and association with muscle-specific genes (enrichment ratio; myoblasts 0.19; myotubes 0.15; Additional file 13). Collectively, our observations are consistent with genes that are differentially regulated during myotube development being clustered in the progenitor cell line.

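With random lists matched on the number of genes per bin as well as on chromosome and compartment, a comparison chosen after the data were seen, the upregulated genes stood at the 99.85 percentile in myoblasts, 99.97 in myotubes and 99.98 in AraC-treated myotubes. The downregulated genes stood at 95.6, 87.1 and 73. Matching on the fifth of PC1 that a bin fell in, also chosen after the data were seen, left an excess of 0.00923 for the upregulated and 0.00642 for the downregulated genes in myoblasts. From the enrichment of interactions among these genes before differentiation, the paper proposes that the genes regulated during myotube development are already clustered in the progenitor cells.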

### Associations with epigenetic modifications

Remodelling of the epigenetic landscape (e.g. H3K4me2, H3K4me3, H3K27me3) and changes to Pol II loading have been previously shown to accompany myogenesis [53]. We determined the relationship between the chromatin marks, significant chromosomal interactions, and developmentally regulated genes using HOMER and published epigenetic data [53] (Fig. 5; Additional file 14). TADs flanking gene arrays experiencing transcriptional upregulation during differentiation show enrichment for histone marks peculiar for open chromatin and were devoid of histone marks peculiar for compact chromatin (Additional file 3: Figure S12) consistent with previous observations [53, 69]. Overall, the muscle-specific genes showed high levels of clustering with genomic regions that were modified by the epigenetic features that were tested before and after differentiation into myotubes (Fig. 5). Cell cycle-specific genes also clustered with genomic regions harbouring active chromatin histone marks (i.e. H3K4me2, H3K4me3; Fig. 5). This association may be explained by the relatively high retention of these genes within the A (i.e. euchromatic) compartment in myotubes after differentiation and downregulation of these genes (Fig. 4).

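Of the 724 genes annotated to the mitotic cell cycle, 490 (67.7%, interval 64.1 to 71.1%) were in the A compartment in myoblasts, 486 (67.1%) in myotubes and 478 (66.0%) in AraC-treated myotubes. For comparison, 98 of the 143 genes of muscle cell development (68.5%) were in the A compartment in myoblasts, 102 (71.3%) in myotubes and 105 (73.4%) in AraC-treated myotubes.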

There was a decrease in enrichment for interactions that involved associations between the up- and downregulated genes and regions enriched for Pol II upon differentiation to myotubes (Fig. 5). While apparently counterintuitive, the observed decrease in Pol II density at upregulated genes is consistent with (1) a halving in Polr2a transcript levels in myotubes (FPKM = 32.8359) when compared to myoblasts (FPKM = 66.7834) and (2) release of Pol II from pause sites within genes.

## Discussion

We captured the structure of the genome and transcriptome in myoblasts and myotubes using Hi-C and RNA-seq. We observed that the captured genome structures of myoblasts and myotubes were highly correlated, yet there were developmental changes, consistent with previous observations of reduction of the degrees of freedom in genome structure with increasing commitment. Notably, the 10% most upregulated and downregulated differentially expressed genes upon myotube development were enriched for A compartment (i.e. euchromatin) residence and demonstrated significant clustering with other genes that show muscle-specific transcription. Finally, myotubes treated with AraC exhibited changes to the transcript levels and 3D genome organization of sets of genes that were all involved in the same biological process—pyroptosis, a form of inflammatory programmed cell death due to infection.

Histone genes are organized in three multigene complexes (HIST1-3) in the mouse genome with the HIST1 cluster on chromosome 13 being the largest [70]. We observed a developmental switch in genome structure and altered regulation of histone genes within a 400 kb bin on chr13 (23,600,000–24,000,000) that contains the subset of 16 replication-dependent histone genes, including Hist1h1t, that comprise patch three from Hist1 [71]. Consistent with previous observations, the histone gene patches within the HIST1 cluster on chromosome 13 form a multigene cluster that may help coordinate gene expression [67]. The dogma has been that the expression of replication-dependent histones comprising the histone core (H2A, H2B, H3 and H4) is globally downregulated upon cell differentiation as the main ‘consumer’ of histones is newly synthesized DNA [70, 72]. Superficially, such an interpretation would be consistent with our observations as cell differentiation to myotubes corresponds with withdrawal from the cell cycle [73]. However, not all of the histone genes within patch three were downregulated. Specifically, HisIh2bc, Hist1h1a and HistIh1c were upregulated during development of myotubes. The upregulation of both Hist1h1a and HistIh1c may reflect the role of histone H1 in chromatin condensation and the reprogramming of heterochromatic regions we observed. This agrees with recent studies that have shown differential expression of histone variants from within HIST1 and HIST2 during development and in senescent mouse neurons [74]. Higher resolution analyses of the chromatin structural changes that occur within patch three of the HIST1 cluster, using either paused and elongating Pol II-specific ChiA-Pet [75] or circular chromosome conformation capture [76], would help to understand the regulatory cascade that is controlling histone variant expression in differentiated myotubes. The significance of this finding as a mechanism for developmentally significant or post-replication targeting of transcriptional regulation in myotubes remains to be determined. However, the observation that AraC treatment caused additional changes demonstrates that environmental signals can change the patterns of replicative histone expression in differentiated myotubes. The importance of this should not be underestimated given that (1) replication-dependent canonical histone variants undergo specific and rapid exchange during physiological processes (e.g. spermatogenesis (reviewed in [77]); (2) variants in histone H3 have been linked to regulation of gene selection and lineage potential [78]; and (3) mutations in histones have been linked to various developmental disorders and human diseases [77]. Moreover, there are some clear similarities to the control of the developmentally regulated HOX genes (reviewed in [79]). Thus, we propose that investigating these replicative histone variants may help improve our understanding of alterations to gene expression in muscle disorders.

We observed plasticity with respect to the retention of genomic sequences within the A (i.e. euchromatic) and B (i.e. heterochromatic) compartments irrespective of their transcriptional status. However, consistent with earlier observations, not all genes that were present within regions that changed from A to B compartments, or vice versa, significantly changed transcript levels [42, 66]. Thus changing from euchromatic to heterochromatic compartments might not in all cases reflect the immediate gene expression state. Despite this, correlated changes between the nuclear architecture and transcript levels of genes were observed. For example, AraC treatment of myotubes resulted in two forms of changes within a single metabolic pathway (i.e. pyroptosis) which involved coordination of (1) changes to the chromatin compartmentalization and transcript levels (e.g. Naip5, Naip2 and Naip6 that were located in a negatively correlated region on chr13 [100 × 10^6^−100.4 × 10^6^]) and (2) changes to transcript levels for genes (i.e. Zbp1, Csp1 and Irf7) that were independent of changes to compartmentalization remaining in the A (euchromatic) compartment, at the resolution level used here. 

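*Irf7* (chr 7, 141262706–141266481) lay in a bin with PC1 values of 1.56 in myoblasts, 2.98 in myotubes and 2.00 in AraC-treated myotubes, in the A compartment throughout. *Zbp1* (chr 2, 173206612–173218923) lay in a bin with −0.790, −0.358 and −0.679, in the B compartment in each condition. For the 400 kb bin of *Zbp1* (173200000–173600000), the paper's own PC1 values in Additional file 9 are −7.19, 2.65 and −1.62. *Csp1* was read as *Casp1* (chr 9, 5298517–5307265), whose bin had −0.408, −0.729 and −0.587.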

As such, in this study, we observe a response of the genome structure and transcription to external stimuli, namely, the AraC drug treatment. Numerous studies have shown a link between relatively rapid alterations of the nuclear architecture as a response to external stimuli including (a) thalidomide-dependent alteration of chromatin supra-organization in drug-resistant myeloma cells [80]; (b) marked ribosomal DNA (rDNA) chromatin decondensation and a significant increase in ribosomal gene expression in rye cells subjected to high-temperature stress [81]; and (c) bursts of action potential in cultured hippocampal neurons that cause remodelling of the nucleus to obtain ‘unfoldings’ which are thought to improve the cellular response to calcium signalling [82]. A possible outcome of the overlapping responses in 3D organization and transcription could be increased cell adaptation to the changed environmental cues. With respect to the AraC-dependent induction of the ‘pyroptosis’ genes and activation of the Naip cluster, in case the stimuli persists, could have resulted from the formation of a co-regulated multigene cluster. However, studies of genome conformation are statistical and associational and reveal general tendencies. Thus, it should be remembered that AraC kills dividing cells and, in addition to a direct effect on the structure of the genomes in the treated myotubes, the observed changes could also result from the changes to the population structure (i.e. the ratio of myotubes/myoblasts). While the observed effects are unlikely to be solely due to changes in population structure, additional studies are required to untangle the effects of AraC.

Our observation of reducing TAD conservation with increasing differentiation in mouse cells is consistent with that of Fraser et al. who associated the decreasing trend with a partial reorganization of TADs during differentiation [38]. This in no way contradicts the general observation of a trend for the preservation of TADs between different mammalian cell types [39], during mammalian cell differentiation [38], and during mammalian cell senescence [62, 63]. It is possible that the reason why the levels of conservation we observed were towards the bottom of the published range is due to (1) a biological phenomenon related to the formation of the myotubes which are syncytial cells or (2) the choice of algorithm and absolute conservation of boundary position which we used in our study [68]. Single nuclei approaches [83] could be employed to isolate nucleus-specific effects due to the formation of a syncytium and to confirm the cell-specific remodelling of TADs. This would have important consequences for our understanding of the role of TADs as units structuring the folding of the genome.

The genome and nucleus collectively form a constrained system that is maintained on the boundary of order and chaos [84]. Within this constrained system, genomes are interleaved entities [85] that are spatially organized into hierarchically organized domains of different sizes (e.g. chromosome territories and topologically associated domains) [38, 39]. Moreover, our observations of clustering within the 10% most up- and downregulated genes, which were enriched for residence within the A compartment, are consistent with co-regulation through the formation of multigene clusters [67], some of which (e.g. muscle cell developmental genes) were already present in the myoblasts. The biological reason for this association remains unknown, but it is possible that the association between muscle-specific genes and cell cycle-specific genes acts as a form of ‘crosstalk’ between the cell cycle-specific genes and muscle-specific genes. This is consistent with the known tight coupling between cell proliferation and differentiation [86–88]. Interestingly, it has been recently shown that cell division is a necessary prerequisite for establishing changes in nuclear architecture during myogenesis in human cells [69]. Furthermore, the concomitant expression of these two groups of genes is generally reciprocal [10, 11], and the ‘crosstalk’ in terms of interactions may contribute to such reciprocity. Conversely, muscle-specific genes may occupy a nuclear location close to already recruited transcription machinery (cell cycle-specific genes are highly expressed in myoblasts), which could contribute to increased efficiency of muscle-specific genes transcription once the stimuli for their upregulation is present (e.g. expression of MRFs). This is similar to the active re-location of Myc and Fos genes to pre-assembled transcription factories upon induction of mouse B cells [89].

Chromatin organization and gene control are hierarchical, and epigenetic modifications are widely considered to make a significant contribution to the environment within which genes are regulated. Epigenetic modifications have been shown to cluster in mammalian nuclei [39, 43, 90, 91] and on muscle-specific genes in myoblasts and myotubes [53]. Our results are consistent with this. Interestingly, we noted an enrichment of both active and inactive epigenetic marks with the up- and downregulated genes. This is consistent with observations that these epigenetic modifications act in a combinatorial nature and are not individually indicative of active or inactive chromatin regions [92]. From a biological perspective, it is possible that this spatial co-localization of different epigenetic marks at the muscle cell developmental and cell cycle genes contributes to the relatively easy reversibility [93, 94] and very fine balance within the expression program that separates the differentiation and de-differentiation state in cultured muscle cells. In this scenario, the enrichment of the cell cycle-specific genes in the ‘A’ compartment may therefore reflect the ‘readiness’ of the cell cycle-specific genes to be activated upon the presence of the right transcription cues.

## Conclusions

Our observations are consistent with the precursor C2C12 cell lines being myogenic, i.e. pre-programmed for development into myotubes [54], and having already undergone a degree of genome structural limitation. Moreover, there is extensive evidence for chromatin structure playing a part in the programmed expression of replication-dependent histones following exit from the cell cycle. Finally, this study provides evidence for muscle cell-specific responses to environmental stimuli mediated through a chromatin structure mechanism.

## Additional files

Additional file 1: Table S1. Cell numbers at time of plating and harvesting. **Table S2.** Alignment summary of RNA-seq reads onto the mouse transcriptome (UCSC-mm10.gtf transcriptome file). **Table S3.** The number of significantly differentially expressed genes varied between the conditions (FDR-corrected *p* < 0.05). **Table S4.** The ten top ranked GO term finder results for the 10% of most significantly upregulated and downregulated genes for the myotubes vs myoblasts comparison (*p* values are corrected by Bonferroni correction). **Table S5.** The ten top ranked GO term finder results amongst the top 10% differentially upregulated and downregulated genes between AraC-treated myotubes vs myoblasts (*p* values are corrected by Bonferroni correction). **Table S6.** The ten top ranked GO term finder results amongst the top 10% differentially upregulated and downregulated genes between AraC-treated myotubes vs myotubes (*p* values are corrected by Bonferroni correction). **Table S7.** HiCUP summary report of total number of valid unique di-tags and the distribution of genome distances which separate the individual reads (tags) from the di-tags. **Table S8.** Interaction matrices on 500 kb resolution are highly correlated at the level of biological replicates within and between conditions. **Table S9.** GO terms enriched amongst the genes corresponded to TSS having their PC1 values and transcript levels decreased during the switch from myoblasts to myotubes. **Table S10.** GO terms enriched amongst the genes corresponded to TSS having their PC1 values and transcript levels decreased during the switch from myoblasts to AraC-treated myotubes. **Table S11.** GO terms enriched amongst the genes corresponded to TSS having their PC1 values increased during the switch from myoblasts to AraC-treated myotubes. **Table S12.** GO terms enriched amongst the genes corresponded to TSS having their PC1 values increased during the switch from myotubes to AraC-treated myotubes.

Additional file 2: Supplementary methods.

Additional file 3: Figure S1. Determination of the total nuclei and percent of differentiation in the course of cell culture. **Figure S2.** Transcript levels, measured as FPKM values, were highly correlated between biological replicates. **Figure S3.** Cytosolic DNA-sensing pathway was enriched (*p* = 0.049) within the gene set containing the top 10% of significantly upregulated genes for AraC-treated myotubes vs myotubes comparison. **Figure S4.** QC report generated after processing of the myoblasts replicate 1 Hi-C library. **Figure S5.** QC report generated after processing of the myoblasts replicate 2 Hi-C library. **Figure S6.** QC report generated after processing of the myotubes (day 3) replicate 1 Hi-C library. **Figure S7.** QC report generated after processing of the myotubes (day 3) replicate 2 Hi-C library. **Figure S8.** QC report generated after processing of the myotubes (day 7 + AraC) replicate 1 Hi-C library. **Figure S9.** QC report generated after processing of the myotubes (day 7 + AraC) replicate 2 Hi-C library. **Figure S10.** Patches of replication-dependent histone variants spatially clustered within the HIST1 locus. **Figure S11.** Distributions of shared and unique interactions and TADs across the three conditions. **Figure S12.** Two consensus TADs visualized on the UCSC genome browser spanning developmentally regulated arrays of muscle genes and their corresponding histone mark signals on chr1.

Additional file 4: FPKM values for all genes.

Additional file 5: FPKM for all genes in ﻿Trapnell et al.

Additional file 6: FPKM values for ge﻿nes associated with muscle cell differentiation from Figure 1.

Additional file 7:﻿ Data for the 10% up or down differentially expressed genes in different conditions.

Additional file 8: Gene ontology analysis for muscle development enrichment genes.

Additional file 9: Coordinates of regions that switched from A to B compartment.

Additional file 10: Coordinates of negatively correlated regions﻿ in the HiC analysis.

Additional file 11: TSS genes Myotubes (Day 3) Myoblasts.

Additional file 12: Gene ontology lists for genes by feature enrichment.

Additional file 13:﻿ Feature enrichment for undetected genes.

Additional file 14: Feature enrichment for top 10% up or down regulated genes.

## Abbreviations

AraC: Cytosine β-d-arabinofuranoside
BSA: Bovine serum albumin
CDKs: Cyclin-dependent kinase
D0: Day 0
D5: Day 5
D7: Day 7
DAPI: 4′,6-diamidino-2-phenylindole
DMEM: Dulbecco’s modified Eagle’s medium
FBS: Foetal bovine serum
FPKM: Fragments per kilobase of transcript per million mapped reads
GO: Gene Ontology
HCS: High-content screening
MGI: Mouse Genome Informatics database
MHC: Myosin heavy chain
MRFs: Myogenic regulatory factors
PC1: First principal component
RIN: RNA integrity numbers
TADs: Topologically associating domains
TFs: Transcription factors
TSS: Transcription start sites

## References

[1] Bentzinger CF, Wang YX, Rudnicki MA (2012). Building muscle: molecular regulation of myogenesis. Cold Spring Harb Perspect Biol.

[2] Brand-Saberi B (2015). Vertebrate myogenesis.

[3] Bryson-Richardson RJ, Currie PD (2008). The genetics of vertebrate myogenesis. Nat Rev Genet.

[4] Herman IM (1993). Actin isoforms. Curr Opin Cell Biol.

[5] Barjot C, Cotten M-L, Goblet C, Whalen RG, Bacou F (1995). Expression of myosin heavy chain and of myogenic regulatory factor genes in fast or slow rabbit muscle satellite cell cultures. J Muscle Res Cell Motil.

[6] Weiss A, McDonough D, Wertman B, et al. Organization of human and mouse skeletal myosin heavy chain gene clusters is highly conserved. Proc Natl Acad Sci U. S. A. 1999;96(6):2958–63.10.1073/pnas.96.6.2958PMC1587710077619

[7] Miller JB (1990). Expression of myosin heavy chain isoforms, MyoD1, and myogenin. J Cell Biol.

[8] Schiaffino S, Reggiani C (1994). Myosin isoforms in mammalian skeletal muscle. J Appl Physiol.

[9] Weiss A, Leinwand L (1996). The mammalian myosin heavy chain gene family. Annu Rev Cell Dev Biol.

[10] Waga S, Hannon GJ, Beach D, Stillman B (1994). The p21 inhibitor of cyclin-dependent kinases controls DNA replication by interaction with PCNA. Nature.

[11] Zhang P, Wong C, Liu D, Finegold M, Harper JW, Elledge SJ (1999). p21CIP1 and p57KIP2 control muscle differentiation at the myogenin step. Genes Dev.

[12] Møller MB (2000). P27 in cell cycle control and cancer. Leuk Lymphoma.

[13] De Falco G, Comes F, Simone C (2006). pRb: master of differentiation. Coupling irreversible cell cycle withdrawal with induction of muscle-specific transcription. Oncogene.

[14] Wang J, Guo K, Wills KN, Walsh K (1997). Rb functions to inhibit apoptosis during myocyte differentiation. Cancer Res.

[15] Weinberg RA (1999). The retinoblastoma protein and cell cycle control. Cell.

[16] Braun T, Buschhausen-Denker G, Bober E, Tannich E, Arnold HH (1989). A novel human muscle factor related to but distinct from MyoD1 induces myogenic conversion in 10T1/2 fibroblasts. EMBO J.

[17] Lassar AB, Skapek SX, Bennett N (1994). Regulatory mechanisms that coordinate skeletal muscle differentiation and cell cycle withdrawl. Curr. Opin. Cell Biol..

[18] Sabourin LA, Rudnicki MA (2001). The molecular regulation of myogenesis. Clin Genet.

[19] Weintraub H, Davis R, Tapscott S, Thayer M, Krause M, Benezra R, Blackwell T, Turner D, Rupp R, Hollenberg S (1991). The myoD gene family: nodal point during specification of the muscle cell lineage. Science (80-).

[20] Smith TH, Block NE, Rhodes SJ, Konieczny SF, Miller JB (1993). A unique pattern of expression of the four muscle regulatory factor proteins distinguishes somitic from embryonic, fetal and newborn mouse myogenic cells. Development.

[21] Weintraub H (1993). The MyoD family and myogenesis: redundancy, networks, and thresholds. Cell.

[22] Rawls A, Morris JH, Rudnicki M, Braun T, Arnold HH, Klein WH, Olson EN (1995). Myogenin’s functions do not overlap with those of MyoD or Myf-5 during mouse embryogenesis. Dev Biol.

[23] Cao Y, Kumar RM, Penn BH, Berkes C, Kooperberg C, Boyer L, Young R, Tapscott SJ (2006). Global and gene-specific analyses show distinct roles for Myod and Myog at a common set of promoters. EMBO J.

[24] Wang Y, Jaenisch R (1997). Myogenin can substitute for Myf5 in promoting myogenesis but less efficiently. Development.

[25] Rajan S, Dang HCP, Djambazian H, Zuzan H, Fedyshyn Y, Ketela T, Moffat J, Hudson TJ, Sladek R (2012). Analysis of early C2C12 myogenesis identifies stably and differentially expressed transcriptional regulators whose knock-down inhibits myoblast differentiation. Physiol Genomics.

[26] Hinits Y, Osborn DPS, Carvajal JJ, Rigby PWJ, Hughes SM (2007). Mrf4 (myf6) is dynamically expressed in differentiated zebrafish skeletal muscle. Gene Expr Patterns.

[27] Rodley CDM, Bertels F, Jones B, O’Sullivan JM (2009). Global identification of yeast chromosome interactions using genome conformation capture. Fungal Genet Biol.

[28] Grand RS, Pichugina T, Gehlen LR, Jones MB, Tsai P, Allison JR, Martienssen R, O’Sullivan JM (2014). Chromosome conformation maps in fission yeast reveal cell cycle dependent sub nuclear structure. Nucleic Acids Res.

[29] Pichugina T, Sugawara T, Kaykov A, Schierding W, Masuda K, Uewaki J, Grand RS, Allison JR, Martienssen RA, Nurse P (2016). A diffusion model for the coordination of DNA replication in Schizosaccharomyces pombe. Sci Rep.

[30] Gheldof N, Smith EM, Tabuchi TM, Koch CM, Dunham I, Stamatoyannopoulos JA, Dekker J (2010). Cell-type-specific long-range looping interactions identify distant regulatory elements of the CFTR gene. Nucleic Acids Res.

[31] Naumova N, Smith EM, Zhan Y, Dekker J (2012). Analysis of long-range chromatin interactions using chromosome conformation capture. Methods.

[32] Smallwood A, Ren B (2013). Genome organization and long-range regulation of gene expression by enhancers. Curr Opin Cell Biol.

[33] De S, Michor F (2011). DNA replication timing and long-range DNA interactions predict mutational landscapes of cancer genomes. Nat Biotechnol.

[34] Rao SSP, Huntley MH, Durand NC, Stamenova EK, Bochkov ID, Robinson JT, Sanborn AL, Machol I, Omer AD, Lander ES (2014). A 3D Map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[35] Jing H, Vakoc C, Ying L, Mandat S, Wang H (2008). Exchange of GATA factors mediates transitions in looped chromatin organization at a developmentally regulated gene locus. Mol Cell.

[36] Song SH, Hou C, Dean A (2007). A positive role for NLI/Ldb1 in long-range beta-globin locus control region function. Mol Cell.

[37] De Belle I, Cai S, Kohwi-Shigematsu T (1998). The genomic sequences bound to special AT-rich sequence-binding protein 1 (SATB1) in vivo in Jurkat T cells are tightly associated with the nuclear matrix at the bases of the chromatin loops. J Cell Biol.

[38] Fraser J, Ferrai C, Chiariello AM, Schueler M, Rito T, Laudanno G, Barbieri M, Moore BL, Kraemer DC, Aitken S (2015). Hierarchical folding and reorganization of chromosomes are linked to transcriptional changes in cellular differentiation. Mol Syst Biol.

[39] Dixon JR, Selvaraj S, Yue F, Kim A, Li Y, Shen Y, Hu M, Liu JS, Ren B (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[40] Cremer T, Cremer M (2010). Chromosome territories. Cold Spring Harb Perspect Biol.

[41] Cremer T, Cremer M, Dietzel S, Müller S, Solovei I, Fakan S (2006). Chromosome territories—a functional nuclear landscape. Curr Opin Cell Biol.

[42] Dixon JR, Jung I, Selvaraj S, Shen Y, Antosiewicz-Bourget JE, Lee AY, Ye Z, Kim A, Rajagopal N, Xie W (2015). Chromatin architecture reorganization during stem cell differentiation. Nature.

[43] Lieberman-Aiden E, van Berkum NL, Williams L, Imakaev M, Ragoczy T, Telling A, Amit I, Lajoie BR, Sabo PJ, Dorschner MO (2009). Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science.

[44] Sexton T, Yaffe E, Kenigsberg E, Bantignies F, Leblanc B, Hoichman M, Parrinello H, Tanay A, Cavalli G (2012). Three-dimensional folding and functional organization principles of the Drosophila genome. Cell.

[45] Gray GD, Nichol FR, Mickelson MM, Camiener GW, Gish DT, Kelly RC, Wechter WJ, Moxley TE, Neil GL (1972). Immunosuppressive, antiviral and antitumor activities of cytarabine derivatives. Biochem Pharmacol.

[46] Cohen SS (1977). The mechanisms of lethal action of arabinosyl cytosine (araC) and arabinosyl adenine (araA). Cancer.

[47] Pallavicini MG (1984). Cytosine arabinoside: molecular, pharmacokinetic and cytokinetic considerations. Pharmacol Ther.

[48] Prakasha Gowda AS, Polizzi JM, Eckert KA, Spratt TE (2010). Incorporation of gemcitabine and cytarabine into DNA by DNA polymerase beta and ligase III/XRCC1. Biochemistry.

[49] Garcia-Diaz M, Murray MS, Kunkel T, Chou K-M (2010). Interaction between DNA polymerase lambda and anticancer nucleoside analogs. J Biol Chem.

[50] Mikita T, Beardsley GP (1988). Functional consequences of the arabinosylcytosine structural lesion in DNA. Biochemistry.

[51] Bischoff R (1986). Proliferation of muscle satellite cells on intact myofibers in culture. Dev Biol.

[52] Blais A, Tsikitis M, Acosta-Alvear D, Sharan R, Kluger Y, Dynlacht BD (2005). An initial blueprint for myogenic differentiation. Genes Dev.

[53] Asp P, Blum R, Vethantham V, Parisi F, Micsinai M, Cheng J, Bowman C, Kluger Y, Dynlacht BD (2011). Genome-wide remodeling of the epigenetic landscape during myogenic differentiation. Proc Natl Acad Sci.

[54] Yaffe D, Saxel O (1977). Serial passaging and differentiation of myogenic cells isolated from dystrophic mouse muscle. Nature.

[55] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Christopher K (2011). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[56] R Core Team (2013). R: a language and environment for statistical computing.

[57] Trapnell C, Williams B, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[58] Boyle EI, Weng S, Gollub J, Jin H, Botstein D, Cherry JM, Sherlock G (2004). GO::TermFinder—open source software for accessing Gene Ontology information and finding significantly enriched Gene Ontology terms associated with a list of genes. Bioinformatics.

[59] Huang DW, Lempicki RA, Sherman BT (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[60] Kanehisa M, Goto S (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[61] Wingett SW, Schoenfelder S, Furlan-Magaril M, Nagano T, Fraser P, Andrews S (2015). HiCUP: pipeline for mapping and processing Hi-C data. F1000Research.

[62] Criscione S, De Cecco M, Siranosian B (2016). Reorganization of chromosome architecture in replicative cellular senescence. Biomolecules.

[63] Chandra T, Ewels PA, Schoenfelder S, Furlan-Magaril M, Wingett SW, Kirschner K, Thuret JY, Andrews S, Fraser P, Reik W (2015). Global reorganization of the nuclear landscape in senescent cells. Cell Rep.

[64] Ryba T, Hiratani I, Lu J, Itoh M, Kulik M, Zhang J, Schulz TC, Robins AJ, Dalton S, Gilbert DM (2010). Evolutionarily conserved replication timing profiles predict long-range chromatin interactions and distinguish closely related cell types. Genome Res.

[65] Beagan JA, Gilgenast TG, Kim J, Plona Z, Norton HK, Hu G, Hsu SC, Shields EJ, Lyu X, Apostolou E (2016). Local genome topology can exhibit an incompletely rewired 3D-folding state during somatic cell reprogramming. Cell Stem Cell.

[66] Krijger PHL, Di Stefano B, de Wit E, Limone F, van Oevelen C, de Laat W, Graf T (2016). Cell-of-origin-specific 3D genome structure acquired during somatic cell reprogramming. Cell Stem Cell.

[67] Li G, Ruan X, Auerbach RK, Sandhu KS, Zheng M, Wang P, Poh HM, Goh Y, Lim J, Zhang J (2012). Extensive promoter-centered chromatin interactions provide a topological basis for transcription regulation. Cell.

[68] Filippova D, Patro R, Duggal G, Kingsford C (2014). Identification of alternative topological domains in chromatin. Algorithms Mol Biol.

[69] Neems DS, Garza-Gongora AG, Smith ED, Kosak ST (2016). Topologically associated domains enriched for lineage-specific genes reveal expression-dependent nuclear topologies during myogenesis. Proc Natl Acad Sci.

[70] Marzluff WF, Gongidi P, Woods KR, Jin J, Maltais LJ (2002). The human and mouse replication-dependent histone genes. Genomics.

[71] Wang ZF, Krasikov T, Frey MR, Wang J, Matera AG, Marzluff WF (1996). Characterization of the mouse histone gene-cluster on chromosome-13–45 histone genes in 3 patches spread over 1 mb. Genome Res.

[72] Ewen ME (2000). Where the cell cycle and histones meet. Genes Dev.

[73] Shen X, Collier JM, Hlaing M, Zhang L, Delshad EH, Bristow J, Bernstein HS (2003). Genome-wide examination of myoblast cell cycle withdrawal during differentiation. Dev Dyn.

[74] Banday AR, Baumgartner M, Seesi SA, Karunakaran DKP, Venkatesh A, Congdon S, Lemoine C, Kilcollins AM, Mandoiu I, Punzo C (2014). Replication-dependent histone genes are actively transcribed in differentiating and aging retinal neurons. Cell Cycle.

[75] Fullwood MJ, Liu MH, Pan YF, Liu J, Xu H, Mohamed YB, Orlov YL, Velkov S, Ho A, Mei PH (2009). An oestrogen-receptor-alpha-bound human chromatin interactome. Nature.

[76] Zhao Z, Tavoosidana G, Sjölinder M, Göndör A, Mariano P, Wang S, Kanduri C, Lezcano M, Sandhu KS, Singh U (2006). Circular chromosome conformation capture (4C) uncovers extensive networks of epigenetically regulated intra- and interchromosomal interactions. Nat Genet.

[77] Maze I, Noh K-M, Soshnev AA, Allis CD (2014). Every amino acid matters: essential contributions of histone variants to mammalian development and disease. Nat Rev Genet.

[78] Maehara K, Harada A, Sato Y, Matsumoto M, Nakayama KI, Kimura H, Ohkawa Y (2015). Tissue-specific expression of histone H3 variants diversified after species separation. Epigenetics Chromatin.

[79] Gonzalez-Sandoval A, Gasser SM (2016). On TADs and LADs: spatial control over gene expression. Trends Genet.

[80] Nie F, Yu X-L, Wang X-G, Tang Y-F, Wang L-L, Ma L (2010). Down-regulation of CacyBP is associated with poor prognosis and the effects on COX-2 expression in breast cancer. Int J Oncol.

[81] Tomás D, Brazáo J, Viegas W, Silva M (2013). Differential effects of high-temperature stress on nuclear topology and transcription of repetitive noncoding and coding rye sequences. Cytogenet Genome Res.

[82] Wittmann M, Queisser G, Eder A, Wiegert JS, Bengtson CP, Hellwig A, Wittum G, Bading H (2009). Synaptic activity induces dramatic changes in the geometry of the cell nucleus: interplay between nuclear structure, histone H3 phosphorylation, and nuclear calcium signaling. J Neurosci.

[83] Nagano T, Lubling Y, Stevens TJ, Schoenfelder S, Yaffe E, Dean W, Laue ED, Tanay A, Fraser P (2013). Single-cell Hi-C reveals cell-to-cell variability in chromosome structure. Nature.

[84] Kauffman SA (1993). The origins of order: self organization and selection in evolution.

[85] Kapranov P, Willingham AT, Gingeras TR (2007). Genome-wide transcription and the implications for genomic organization. Nat Rev Genet.

[86] Mehta IS, Kulashreshtha M, Chakraborty S, Kolthur-Seetharam U, Rao BJ (2013). Chromosome territories reposition during DNA damage-repair response. Genome Biol.

[87] Mehta IS, Amira M, Harvey AJ, Bridger JM (2010). Rapid chromosome territory relocation by nuclear motor activity in response to serum removal in primary human fibroblasts. Genome Biol.

[88] Reddy KL, Zullo JM, Bertolino E, Singh H (2008). Transcriptional repression mediated by repositioning of genes to the nuclear lamina. Nature.

[89] Osborne CS, Chakalova L, Mitchell JA, Horton A, Wood AL, Bolland DJ, Corcoran AE, Fraser P (2007). Myc dynamically and preferentially relocates to a transcription factory occupied by Igh. PLoS Biol.

[90] Nora EP, Lajoie BR, Schulz EG, Giorgetti L, Okamoto I, Servant N, Piolot T, van Berkum NL, Meisig J, Sedat J (2012). Spatial partitioning of the regulatory landscape of the X-inactivation centre. Nature.

[91] Gilbert N, Gilchrist S, Bickmore WA (2005). Chromatin organization in the mammalian nucleus. Int Rev Cytol.

[92] Young MD, Willson TA, Wakefield MJ, Trounson E, Hilton DJ, Blewitt ME, Oshlack A, Majewski IJ (2011). ChIP-seq analysis reveals distinct H3K27me3 profiles that correlate with transcriptional activity. Nucleic Acids Res.

[93] Mastroyiannopoulos NP, Nicolaou P, Anayasa M, Uney JB, Phylactou LA (2012). Down-regulation of myogenin can reverse terminal muscle cell differentiation. PLoS One.

[94] Hjiantoniou E, Anayasa M, Nicolaou P, Bantounas I, Saito M, Iseki S, Uney JB, Phylactou LA (2008). Twist induces reversal of myotube formation. Differentiation.

# Supplementary material for: Linkages between changes in the 3D organization of the genome and transcription during myotube differentiation in vitro
**Source:** Skelet Muscle. 2017 Apr 5;7:5. doi: 10.1186/s13395-017-0122-1
**Supplement:** Supplementary file 1 — Cell numbers at time of plating and harvesting. Table S2. Alignment summary of RNA-seq reads onto the mouse transcriptome (UCSC-mm10.gtf transcriptome file). Table S3. The number of significantly differentially expressed genes varied between the conditions (FDR-corrected p < 0.05). Table S4. The ten top ranked GO term finder results for the 10% of most significantly upregulated and downregulated genes for the myotubes vs myoblasts comparison (p values are corrected by Bonferroni correction). Table S5. The ten top ranked GO term finder results amongst the top 10% differentially upregulated and downregulated genes between AraC-treated myotubes vs myoblasts (p values are corrected by Bonferroni correction). Table S6. The ten top ranked GO term finder results amongst the top 10% differentially upregulated and downregulated genes between AraC-treated myotubes vs myotubes (p values are corrected by Bonferroni correction). Table S7. HiCUP summary report of total number of valid unique di-tags and the distribution of genome distances which separate the individual reads (tags) from the di-tags. Table S8. Interaction matrices on 500 kb resolution are highly correlated at the level of biological replicates within and between conditions. Table S9. GO terms enriched amongst the genes corresponded to TSS having their PC1 values and transcript levels decreased during the switch from myoblasts to myotubes. Table S10. GO terms enriched amongst the genes corresponded to TSS having their PC1 values and transcript levels decreased during the switch from myoblasts to AraC-treated myotubes. Table S11. GO terms enriched amongst the genes corresponded to TSS having their PC1 values increased during the switch from myoblasts to AraC-treated myotubes. Table S12. GO terms enriched amongst the genes corresponded to TSS having their PC1 values increased during the switch from myotubes to AraC-treated myotubes.

| Culture vessel | Time point | myoblasts  (5 × 10^3^/cm^2^) | myotubes*  (2.5 × 10^4^/cm^2^) | AraC treated myotubes*  (+10 µg/mL AraC) |
| --- | --- | --- | --- | --- |
| T-75  Flask  (75 cm^2^) | Plating | 375 000/flask | 1 875 000/flask | 1 875 000/flask |
|  | Harvesting | ~ 5 X 10^6^/flask | >5 X 10^6^/flask | >5 X 10^6^/flask |
| 12W  Plates  (3.9 cm^2^/well) | Plating | 19 500/well | 97 500/well | 97 500/well |
|  | Harvesting | ~ 260 000/well | >260 000/well | >260 000/well |

**Table S1 Cell numbers at time of plating and harvesting.**

* The exact number of myotubes and AraC treated myotubes could not be precisely determined due to the fact that the cells contain multiple nuclei.

| Cell Type | Replicate | | Total reads (pairs) | Aligned reads (pairs) | Concordant pair alignment rate (%) | Multiple alignment rate (%) | Discordant alignment rate (%) | RIN |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| myoblasts | | R1 | 7,669,926 | 7,152,323 | 92.9% | 4.5% | 0.4% | 10 |
|  |  | R2 | 7,770,336 | 7,191,114 | 92.2% | 4.8% | 0.4% | 10 |
| myotubes | | R1 | 7,958,568 | 7,398,964 | 92.6% | 5.2% | 0.4% | 9.65 |
|  |  | R2 | 7,972,981 | 7,427,092 | 92.8% | 5.4% | 0.3% | 9.55 |
| AraC treated myotubes | | R1 | 7,934,999 | 7,372,219 | 92.6% | 5.9% | 0.4% | 9.45 |
|  |  | R2 | 7,931,381 | 7,364,568 | 92.5% | 5.6% | 0.4% | 9.55 |

Table S2 Alignment summary of RNA-seq reads onto the mouse transcriptome (UCSC-mm10.gtf transcriptome file).

| Compared cell types | Significantly differentially expressed genes | Up-regulated | Down-regulated |
| --- | --- | --- | --- |
| myotubes vs myoblasts | 5476 | 2700 | 2776 |
| AraC treated myotubes vs myotubes | 2126 | 1040 | 1086 |
| AraC treated myotubes vs myoblasts | 6143 | 2989 | 3154 |

**Table S3 The number of significantly differentially expressed genes varied between the conditions (FDR corrected p<0.05).**

| myotubes vs myoblasts | | | |
| --- | --- | --- | --- |
|  | Gene Ontology term | % of genes from total | Corrected P value |
| Up-regulated (266) | muscle system process | 17.70 | 2.15E-35 |
|  | muscle contraction | 16.20 | 3.09E-35 |
|  | striated muscle cell differentiation | 13.90 | 8.75E-27 |
|  | striated muscle contraction | 10.90 | 2.69E-26 |
|  | myofibril assembly | 7.90 | 1.02E-24 |
|  | muscle cell development | 11.30 | 1.47E-24 |
|  | striated muscle cell development | 10.90 | 1.79E-24 |
|  | muscle structure development | 18.00 | 4.06E-24 |
|  | muscle cell differentiation | 14.30 | 4.01E-22 |
|  | skeletal muscle contraction | 5.30 | 2.32E-16 |
|  |  |  |  |
| Down-regulated (277) | cell cycle | 50.40 | 2.55E-93 |
|  | cell cycle process | 43.20 | 7.65E-86 |
|  | mitotic cell cycle process | 36.30 | 6.12E-83 |
|  | mitotic cell cycle | 36.70 | 6.79E-77 |
|  | nuclear division | 31.30 | 4.06E-74 |
|  | organelle fission | 32.00 | 9.33E-74 |
|  | mitotic nuclear division | 28.40 | 1.64E-72 |
|  | cell division | 29.90 | 5.38E-61 |
|  | chromosome segregation | 20.50 | 2.42E-53 |
|  | single-organism organelle organization | 41.70 | 6.54E-42 |

Table S4 The ten top ranked GO term finder results for the 10% of most significantly up-regulated and down-regulated genes for the myotubes vs myoblasts comparison (p values are corrected by Bonferroni correction).

| AraC treated myotubes vs myoblasts | | | |
| --- | --- | --- | --- |
| Up-regulated (293) | Gene Ontology term | % of genes from  total | Corrected P value |
|  | muscle contraction | 15.00 | 1.12E-34 |
|  | muscle system process | 16.40 | 1.37E-34 |
|  | muscle structure development | 18.80 | 6.54E-29 |
|  | striated muscle cell differentiation | 13.30 | 1.25E-27 |
|  | striated muscle contraction | 10.20 | 1.76E-26 |
|  | striated muscle cell development | 10.60 | 5.87E-26 |
|  | muscle cell development | 10.90 | 6.12E-26 |
|  | myofibril assembly | 7.50 | 1.32E-25 |
|  | muscle cell differentiation | 13.70 | 1.21E-22 |
|  | muscle tissue development | 13.70 | 1.56E-21 |
|  |  |  |  |
| Down-regulated (315) | cell cycle | 36.20 | 4.91E-56 |
|  | mitotic cell cycle process | 25.70 | 4.52E-52 |
|  | cell cycle process | 30.50 | 2.01E-51 |
|  | mitotic cell cycle | 26.30 | 1.27E-48 |
|  | mitotic nuclear division | 20.00 | 1.91E-46 |
|  | nuclear division | 21.90 | 3.15E-46 |
|  | organelle fission | 22.20 | 4.97E-45 |
|  | cell division | 21.90 | 3.41E-40 |
|  | chromosome segregation | 13.70 | 2.44E-31 |
|  | regulation of cell cycle | 20.00 | 5.33E-27 |

Table S5 The ten top ranked GO term finder results amongst the top 10% differentially up-regulated and down-regulated genes between AraC treated myotubes vs myoblasts (p values are corrected by Bonferroni correction).

| AraC treated myotubes vs myotubes | | | |
| --- | --- | --- | --- |
|  | Gene Ontology term | % of genes from  total | Corrected P value |
| Up-regulated(104) | platelet-derived growth factor production | 2.90% | 9.85E-05 |
|  | regulation of platelet-derived growth factor production | 2.90% | 9.85E-05 |
|  | regulation of response to stimulus | 30.50% | 0.00348 |
|  | response to cytokine | 11.40% | 0.00535 |
|  | response to type I interferon | 3.80% | 0.00674 |
|  |  |  |  |
| Down-regulated(108) | developmental process | 54.10% | 3.01E-09 |
|  | single-organism developmental process | 53.20% | 8.21E-09 |
|  | single-organism process | 86.20% | 1.27E-08 |
|  | cellular developmental process | 43.10% | 5.98E-08 |
|  | anatomical structure development | 47.70% | 3.08E-07 |
|  | single-multicellular organism process | 51.40% | 3.33E-07 |
|  | cell differentiation | 40.40% | 3.54E-07 |
|  | single-organism cellular process | 78.00% | 2.46E-06 |
|  | regulation of developmental process | 29.40% | 3.50E-06 |
|  | cell migration | 20.20% | 9.66E-06 |

Table S6 The ten top ranked GO term finder results amongst the top 10% differentially up-regulated and down-regulated genes between AraC treated myotubes vs myotubes (p values are corrected by Bonferroni correction).

|  | myoblasts R1 | myoblasts R2 | myotubes  R1 | myotubes  R2 | AraC treated myotubes  R1 | AraC treated myotubes  R2 |
| --- | --- | --- | --- | --- | --- | --- |
| Unique Di-tags | 25,995,746 | 33,890,861 | 32,591,999 | 45,780,474 | 19,024,490 | 30,112,670 |
| Cis-close  (< 10Kbp) | 704,203 | 939,883 | 958,984 | 1,138,959 | 489,673 | 545,520 |
| Cis-far  (> 10Kbp) | 17,661,476 | 23,026,756 | 19,689,128 | 27,643,216 | 10,381,323 | 14,437,841 |
| Trans | 7,630,067 | 9,924,222 | 11,943,887 | 16,998,299 | 8,153,494 | 15,129,309 |

**Table S7 HiCUP summary report of total number of valid unique di-tags and the distribution of genome distances which separate the individual reads (tags) from the di-tags.**

|  | myoblasts R1 | myoblasts R2 | myotubes  R1 | myotubes  R2 | AraC treated myotubes  R1 | AraC treated myotubes  R2 |
| --- | --- | --- | --- | --- | --- | --- |
| myoblasts  R1 | 1 | 0.8 | 0.75 | 0.75 | 0.72 | 0.75 |
| myoblasts  R2 | 0.8 | 1 | 0.79 | 0.79 | 0.75 | 0.74 |
| myotubes  (Day3) R1 | 0.75 | 0.79 | 1 | 0.93 | 0.88 | 0.89 |
| myotubes  (Day3) R2 | 0.75 | 0.79 | 0.93 | 1 | 0.89 | 0.9 |
| myotubes (Day7+AraC) R1 | 0.72 | 0.75 | 0.88 | 0.89 | 1 | 0.9 |
| myotubes (Day7+AraC) R2 | 0.75 | 0.74 | 0.89 | 0.9 | 0.9 | 1 |

**Table S8 Interaction matrices on 500kb resolution are highly correlated at the level of biological replicates within and between conditions.**

| Gene Ontology term | Cluster frequency | Corrected P-value | Genes annotated to the term |
| --- | --- | --- | --- |
| nucleosome organization | 11 of 90 genes, 12.2% | 7.53E-10 | Hist1h2bb, Hist1h2bc, Hist1h1e, Hist1h4b, Hist1h1c, Hist1h4c, Cebpg, Hist1h2be, Hist1h3c, Hist1h4a, Hist1h1a |
| chromatin assembly or disassembly | 11 of 90 genes, 12.2% | 2.14E-09 | Hist1h2bb, Hist1h2bc, Hist1h1e, Hist1h4b, Hist1h1c, Hist1h4c, Cebpg, Hist1h2be, Hist1h3c, Hist1h4a, Hist1h1a |
| nucleosome assembly | 10 of 90 genes, 11.1% | 2.66E-09 | Hist1h2bb, Hist1h2bc, Hist1h1e, Hist1h4b, Hist1h1c, Hist1h4c, Hist1h2be, Hist1h3c, Hist1h4a, Hist1h1a |
| chromatin assembly | 10 of 90 genes, 11.1% | 1.13E-08 | Hist1h2bb, Hist1h2bc, Hist1h1e, Hist1h4b, Hist1h1c, Hist1h4c, Hist1h2be, Hist1h3c, Hist1h4a, Hist1h1a |
| protein-DNA complex subunit organization | 11 of 90 genes, 12.2% | 4.57E-08 | Hist1h2bb, Hist1h2bc, Hist1h1e, Hist1h4b, Hist1h1c, Hist1h4c, Cebpg, Hist1h2be, Hist1h3c, Hist1h4a, Hist1h1a |

**Table S9 GO terms enriched amongst the genes corresponded to TSS having their PC1 values and transcript levels decreased during the switch from myoblasts to myotubes.**

| Gene Ontology term | Cluster frequency | Corrected P-value |
| --- | --- | --- |
| sulfur compound biosynthetic process | 8 of 152 genes, 5.3% | 0.00017 |
| positive regulation of cellular process | 52 of 152 genes, 34.2% | 0.00627 |
| animal organ development | 40 of 152 genes, 26.3% | 0.00828 |
| organ morphogenesis | 19 of 152 genes, 12.5% | 0.01574 |
| cell migration | 21 of 152 genes, 13.8% | 0.01586 |
| positive regulation of biological process | 55 of 152 genes, 36.2% | 0.01691 |
| locomotion | 24 of 152 genes, 15.8% | 0.02863 |
| regulation of cell migration | 15 of 152 genes, 9.9% | 0.03831 |
| system development | 47 of 152 genes, 30.9% | 0.03917 |

**Table S10 GO terms enriched amongst the genes corresponded to TSS having their PC1 values and transcript levels decreased during the switch from myoblasts to AraC treated myotubes.**

**Table S11 GO terms enriched amongst the genes corresponded to TSS having their PC1 values increased during the switch from myoblasts to AraC treated myotubes.**

| Gene Ontology term | Cluster frequency | Corrected P-value | Genes annotated to the term |
| --- | --- | --- | --- |
| pyroptosis | 3 of 143 genes, 2.1% | 0.00914 | Naip5, Naip2, Naip6 |

| Gene Ontology term | Cluster frequency | Corrected P-value | Genes annotated to the term |
| --- | --- | --- | --- |
| Pyroptosis | 3 of 24 genes, 12.5% | 8.61E-06 | Naip5, Naip2, Naip6 |
| detection of bacterium | 3 of 24 genes, 12.5% | 8.56E-05 | Naip5, Naip2, Naip6 |
| detection of other organism | 3 of 24 genes, 12.5% | 8.56E-05 | Naip5, Naip2, Naip6 |
| detection of external biotic stimulus | 3 of 24 genes, 12.5% | 0.00023 | Naip5, Naip2, Naip6 |
| detection of biotic stimulus | 3 of 24 genes, 12.5% | 0.0003 | Naip5, Naip2, Naip6 |

**Table S12 GO terms enriched amongst the genes corresponded to TSS having their PC1 values increases during the switch from myotubes to AraC treated myotubes.**

# Supplementary material for: Linkages between changes in the 3D organization of the genome and transcription during myotube differentiation in vitro
**Source:** Skelet Muscle. 2017 Apr 5;7:5. doi: 10.1186/s13395-017-0122-1
**Supplement:** Supplementary file 2 — Supplementary methods.

**C2C12 cell culturing**

Myoblasts from the skeletal muscle-derived C2C12 cell line were obtained from American Type Culture Collection [(ATCC® CRL1772™)](http://www.atcc.org/~/ps/CRL-1772.ashx). All experiments were performed using cells at passage 3.

C2C12 myoblasts were propagated at 37 ˚C, 5% CO_2_ in Dulbecco's Modified Eagle Medium (DMEM; high glucose, +pyruvate, +phenol red, +L-Glutamine; Gibco**®** 11995-073) supplemented with 10% fetal bovine serum (FBS; Gibco**®**) and antibiotics (penicillin 100 U/ml, streptomycin 100 μg/ml) (Gibco**®**). Myoblasts were plated at a low cellular density of 5 × 10^3^/cm^2^ (to achieve sub-confluent Myoblast cultures) or a high cellular density of 2.5 × 10^4^/cm^2^ (to allow cell crowding and myogenic differentiation to occur).

Six replicate T75 culture flasks (Greiner bio-one, 658175, 20 mL media volume) were plated for each experimental condition to achieve cell numbers required for HiC. Following 72 hours proliferation, cells which were plated at the low density were harvested as sub-confluent myoblast cultures (myoblasts). At the same time (D0), high density cultures were switched to differentiation media (DMEM, 2% horse serum (HS, Gibco**®** 16050-122), penicillin 100 U/ml, and streptomycin 100 μg/ml) to induce myotube formation. Following 3 days of differentiation myotube cultures were either harvested (myotubes), or switched to differentiation media supplemented with 10 µg/mL Cytosine β-D-arabinofuranoside (AraC, Sigma, C1768) in order to eliminate undifferntiated myoblasts. AraC media was replaced on day 5 before harvesting the AraC treated myotubes on day 7 (AraC treated myotubes). Cell densities at plating and harvesting were as indicated in **(Supplementary Tables S1)**.

**Immunocytochemistry**

At 72 h after proliferation, or 3 and 7 days after switch to differentiation media, culture media from the individual wells of the twelve well plates was removed from Myoblasts, Myotubes, and AraC treated Myotubes respectively and replaced with fresh pre-warmed DMEM supplemented with 10% FBS or 2% HS, myoblasts and myotubes respectively, and MitoTracker® Red CMXRos dye. Cells were incubated (37°C, 30 min) in the presence of MitoTracker^®^ ( final conc. 300 nM in 1 mL DMEM), followed by 2 × 5 min incubations in DMEM (1ml, 37°C) to remove unbound dye. Cells were fixed in formaldehyde/PBS w/v (1ml, final conc. 3.7%, 15 min, 37°C) and washed with three changes of PBS (1ml, 5 min, 37°C each). Fixed cells were permeabilized with Triton X-100/PBS w/v (1ml, final conc. 0.1%) for 10 min at RT, washed three times with 1ml PBS (5min, RT), blocked in 300µl of 1% w/v bovine serum albumin (BSA)/PBS (1 h, RT) and incubated (o/n, 4°C) in blocking buffer containing primary antibody against sarcomeric myosin (MF20 antibody) (300µl, 1:20 dilution). The following day, cells were washed in PBS (5 min, RT) repeated five times, and then incubated in Goat anti-Mouse IgG (H + L) Alexa Fluor® 488 conjugated secondary antibody (300 µl diluted 1:200 in PBS) with 300 nM 4',6-diamidino-2-phenylindole (DAPI; 1 h, RT). Following further washing in PBS (5 min, RT), cells were imaged using the Molecular Devices ImageXpress Micro XLS High content screening system equipped with Andor Zyla CMOS camera and 10x/0.3 NA Plan Fluor lens. Images were captured from nine random pre-selected sites in each of three replicate culture wells. Global linear adjustments to image fluorescent signal brightness/contrast were made in Image J.

**Image capture analysis**

High content screening (HCS) of C2C12 Myoblasts was performed throughout the time-course of differentiation using a Molecular Devices ImageXpress Micro XLS automated wide-field microscope.

MetaXpress software (version 5.3.0.5, Molecular Devices) was used for automated image analysis of the extent of myogenic differentiation. Briefly, the Multi Wavelength Cell Scoring analysis journal was used to quantify the differentiation index (% differentiation) using automated counts of the total number of DAPI stained nuclei per field (DAPI; Wavelength (W)1) and the percentage of W1 counts located within a sarcomeric myosin (MF20)-positive cell body (Alexa Fluor 488; W2). Global linear adjustments to image fluorescent signal brightness/contrast were made to all pixels within an image in Image J software in representative images.

**Preparation of C2C12 HiC libraries**

***Cross-linking of the Myoblast and Myotube cells:*** Cells were washed with 10 mL PBS and the media replaced (20 mL DMEM/serum). For crosslinking, 540 µl of 37% formaldehyde (Sigma-Aldrich) was added to each T-75 flask (1% formaldehyde final conc.) and incubated (10 min, RT, 60 rpm). Unreacted formaldehyde was quenched by addition of glycine (2.5 M; final conc. 0.125 M; 5 min, RT, 60 rpm). Cells were scraped from flasks and transferred to 15 mL falcon tubes, pelleted (800x g, 10 min, 4°C) and the supernatant discarded. Cells were washed with 10 mL PBS (800x g, 10 min, 4°C) and cells from the same Biological Replicate pooled (approximately 20 x 10^6^ myoblasts (four flasks) and 25 x 10 ^6^ myotubes (three flasks). Cross-linked cell pellets were stored at -20°C for not more than two weeks.

***Lysis of cross-linked cells:*** Cross-linked cells were lysed (15 min, on ice) in lysis buffer [(500 μl 10 mM Tris-HCl pH8.0, 10 mM NaCl, 0.2% w/v NP-40) supplemented with 1x EDTA-free protease inhibitors cocktail ((Roche) . Cells were transferred into a Dounce homogenizer, 10 pestle strokes, incubated (on ice, 1 min), before an additional 10 pestle strokes. Cells were transferred to a 1.5 mL microfuge tube, centrifuged (5000 rpm, 2min, RT), and the supernatant discarded. Pelleted chromatin was washed twice (500 μl ice cold 1x NEBuffer 2.1 (NEB)).

***Chromatin digestion:*** Chromatin pellets were suspended in 1mL 1x NEBuffer 2.1 and split into five 210 μl aliquots in 1.5 mL microfuge tubes. NEBuffer 2.1 was added to each tube to 362 μl (final vol.). SDS (38 μl of 1% w/v) was added to each tube, mixedand incubated (10 min, 65°CTubes were transferred onto ice, 44 μl 10% Triton X-100 added and mixed carefully. Chromatin was digested by the addition of 400 Units HindIII (NEB) and incubation (37°C, with rotation, 18 hrs).

***Restriction site filling and biotin labelling:*** Following digestion, chromatin was placed on ice. One of the five tubes served as a control and was kept separate from the remaining four tubes which were prepared for blunt end ligation.

Digested restriction sites were marked by incorporating biotinylated dCTP into the overhangs. Nucleotide triphosphates (1.5 μl 10 mM dATP, 1.5 μl 10 mM dGTP, 1.5 μl 10 mM dTTP,37.5 μl 0.4 mM biotin-14-dCTP (Invitrogen)) and 10 μl 5U/μl Polymerase I, Large Klenow (NEB) were added to each of the four tubes that were being used for HiC library preparation. Tubes were incubated (37°C, 45 min, with rotation) and transferred onto ice.

All reactions were inactivated by the addition of 86 μl 10% SDS and incubation (65°C, 30 min) and placed on ice.

***Blunt end DNA ligation:*** DNA ligation was performed in dilute conditions. Five aliquots of 7.61 ml ligation mix were prepared [745 μl 10% Triton X-100, 745 μl 10x ligation buffer (500 mM Tris-HCl pH7.5, 100 mM MgCl2, 100 mM DTT), 80 μl 10 mg/ml BSA, 80 μl 100 mM ATP and 5.96 ml water] and added to five 15 ml Sarstedt tubes. Chromatin (including the 3C control) was transferred to 15 ml tubes. For ligation of the 3C control, 10 μl 1U/μl T4 DNA ligase (Invitrogen) was added to the 3C tube. For blunt-end ligation, 50 μl 1U/μl T4 DNA ligase (Invitrogen) was added to each of the remaining four tubes, to compensate for the lower efficiency of the blunt-end ligation reaction. All five tubes were incubated (16°C, 4 hrs, with inversion every 30 min).

***Reversal of the cross-links and DNA purification:*** Proteinase K (20 mg/ml; 25 µl) was added and the ligation mixtures incubated at 65°C overnight. Samples were spiked with an additional 25 μl of proteinase K and incubated for a further 2 hrs (65°C). Reactions were incubated at RT for 30 min and transferred to five 50 ml conical tubes.

Phenol (10 ml, pH 8.0) was added to each tube, vortexed (2 min) and centrifuged (3,500 rpm, 10 min). Supernatants were transferred to five new 50 ml conical tubes before another round of phenol extraction. Supernatants were transferred to five 35 ml centrifugation tubes and the volumes in the tubes increased to 10 ml per tube with 10 mM Tris pH8.0, 1 mM EDTA (1x TE). DNA was precipitated by addition of 3M Na-acetate (1/10 v/v) and ice-cold 100% ethanol (2.5 v/v). Tubes were inverted several times and incubated at -80°C for two hours. Tubes were centrifuged (10,000x g, 4°C, 40 min), supernatant discarded, DNA pellets dissolved in 450 μl 1x TE buffer, and transferred to 1.7 ml microfuge tubes.

Two DNA extractions were performed to increase the purity of the DNA. To the contents of the 1.7 mL tubes, 500 μl phenol pH 8.0:chloroform (1:1) was added, vortexed (30 seconds) and centrifuged (14000 rpm, 5 min, RT). Supernatants (each ~400 μl) were transferred to five new 2 ml tubes before the addition of 40 μl 3M Na-acetate, and mixing by inversion. Ethanol (1 ml, 100%) was added to each sample, tubes inverted, incubated (- 80°C, 45 min), and centrifuged (12000 x g, 20 min, 4°C). The supernatant was discarded and pellets washed once with 500 μl 70% ethanol. Pellets were briefly air-dried and suspended in 25 μl 1x TE. RNAse A (1 μl 1 mg/ml) was added and samples incubated (37°C for 15 min). The contents of the four tubes that underwent restriction site end filling and biotin labelling were pooled together to form a complete HiC library.

***Removal of biotin from unligated ends:*** The removal of the biotin from unligated ends was achieved using T4 DNA polymerase. Four reactions per HiC library were set up, each of which contained ~ 5 μg DNA (estimated by visualizing 2 and 6 µl aliquots of the purified DNA libraries following separation on a 2% (w/v) agarose gel (90V/30min)). To each HiC library aliquot; 1 μl 10 mg/ml BSA, 10 μl 10x NEBuffer 2.1, 1 μl 10 mM dATP, 1 μl 10 mM dGTP and 5 Units T4 DNA polymerase (NEB) was added and the total volume made up to 100 μl with 1x TE. Samples were incubated (12°C, 2h) and reactions stopped by the addition of 2 μl 0.5 M EDTA pH8.0. Finally, DNA was purified by one phenol pH8.0:chloroform (1:1) extraction followed by ethanol precipitation. Purified DNA pellets were suspended in 100 μl water.

***Shearing of the HiC libraries and repair of the sheared DNA ends:*** Long DNA fragments in the HiC libraries were fragmented (EpiShear™ Cooled Sonication Platform, Active Motif) to achieve optimal sequencing sizes of between 150 – 800 bp. Fragmentation was achieved by sonication (6 min run time, 59 sec/on, 59 sec/off, 4°C) in polystyrene sonication tubes.

Nicks in fragments were repaired by addition of 14 μl 10x ligation buffer (as for blunt-end ligation), 14 μl 2.5 mM dNTP mix, 5 μl T4 DNA polymerase (NEB), 5 μl T4 polynucleotide kinase (NEB), 1 μl Klenow DNA polymerase (NEB) and 1 μl water. Samples were incubated at RT for 30 min.

DNA was purified using Qiagen MinElute columns (Qiagen) according to the manufacturer’s instructions. DNA was eluted in 2 x 15 μl Tris-Low-EDTA buffer TLE (10 mM Tris pH8.0, 0.1 mM EDTA).

***A-tailing of the blunt DNA fragments:*** An 'A' was added to the 3' ends of the end repaired blunt DNA fragments to prevent them from ligating to one another during adapter ligation. The tailing reaction (37°C for 30 min) was carried out following addition of 5 μl 10x NEBuffer2.1, 10 μl 1 mM dATP, 2 μl water and 3 μl Klenow (exo-) (NEB) to each of the HiC libraries. The reaction was stopped (65°C, 20 min) and cooled on ice before reducing the volume to 20 μl with a speedvac Express SC250EXP SpeedVac™ Concentrator System (Thermo Scientific; 1h, 55 °C, pressure(2)).

***Size selection:*** DNA was separated by electrophoresis (1.5% w/v agarose gel, 1x TAE, 1.5 hrs, 80 V). The gel was stained with SYBR green (Invitrogen), visualized (Gel Doc™ EZ Imaging System; Bio-Rad). DNA between 300 and 650 base pairs was excised and purified using the Qiaquick Gel Extraction Kit (according to manufacturer’s recommendation). Size selected DNA was eluted in 2x 50 μl 10mM TLE buffer and made up to 300 μl with TLE.

DNA concentration was measured using the Quant-iT™ dsDNA High-Sensitivity (HS) Assay Kit (Invitrogen) and a Qubit® 3.0 Fluorometer (Invitrogen). The HiC libraries contained between 263-630 ng of DNA: (Myoblasts Replicate 1 (684 ng), Myoblasts Replicate 2 (309.6 ng), Myotubes Replicate 1 (263.9 ng), Myotubes Replicate 2 (630 ng), AraC treated Myotubes Replicate 1 (311 ng), AraC treated Myotubes Replicate 2 (444.6 ng)).

***Biotin pull-down:*** Dynabeads MyOne Streptavidin C1 Beads (Invitrogen) were used to pull-down the biotin labelled fragments. All subsequent steps were performed in DNA LoBind tubes (Eppendorf). Streptavidin beads (100 μl) were washed twice (3 min, RT with rotation) with 400 μl Tween Wash Buffer (TWB; 5 mM Tris-HCl pH8.0, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween). Beads were reclaimed by holding against a 96S Super Magnet Plate (Alpaqua) for 1 min and the supernatant was removed. All subsequent washing steps were performed using this procedure.

Washed beads were resuspended in 300 μl 2x Binding Buffer (BB) (10 mM Tris- HCl pH8.0, 1 mM EDTA, 2 M NaCl) and combined with 300 μl HiC DNA to make up the final concentration of 1x BB buffer. The mixture was incubated (RT, 15 min, with rotation) before the beads were reclaimed (as above). The Streptavidin beads were resuspended in 400 μl 1x BB and transferred to a new tube. The beads were then reclaimed and resuspended in 100 μl 1x ligation buffer, transferred to a new tube and reclaimed, before being suspended in 50 μl 1x ligation buffer.

***Preparation of the HiC libraries for Paired End sequencing:*** Paired end sequencing adapters were ligated onto the HiC libraries (Truseq nano DNA LT kit; Illumina). A 2.5 μl aliquot of the thawed unique adapter index, 2.5 μl resuspension buffer and 2.5 μl Ligation Mix 2 was added to each HiC library and the mixture incubated (2 hr, 30°C). Stop Ligation buffer (5 μl) was added to each reaction and fragments that were ligated to the adapters purified by magnet. Adapter ligated DNA was washed with 400 μl of 1x TWB. Beads were resuspended in 400 μl 1x TWB and the mixture transferred to a new tube. Streptavidin beads were reclaimed by washing with: 1) 200 μl 1x BB; 2) 200 μl 1x NEBuffer 2.1; and 3) 50 μl 1x NEBuffer 2.1. The resulting beads were suspended in 50 μl 1x NEBuffer 2.1 and transferred to a new tube.

For HiC library amplification, two PCR reactions (22.5 μl template [2.5 μl Streptavidin beads and 20 μl 1XNEBbuffer] + 22.5 μl Enhanced PCR mix + 5 μl Primer cocktail) were set up to provide sufficient PCR products for sequencing for all samples with the exception of Myoblasts Replicate 2 and AraC treated Myotubes Replicate 1 where 4 PCR reactions were used. The PCR program was (95°C, 3 min; 15 X [98°C, 20 s; 60°C, 15 s; 72°C, 30 s]; 72°C, 5 min).

PCR products, from each HiC library, were purified with 1x volume Ampure beads (Truseq nano DNA LT kit; Illumina). PCR bound Ampure beads were separated using a magnet (2 min, RT) and the supernatant discarded. HiC library bound Ampure beads were washed twice with 200 μl of 80% ethanol while the tube remained against the magnet. The beads were air-dried (6 min, RT) and the DNA eluted by suspending the beads in 50 μl TLE (10 mM Tris pH8.0, 0.1 mM EDTA). The size distribution and purity of the cleaned amplified HiC libraries was measured by running duplicate 1 μl aliquots on a 2100 Bioanalyzer Instrument (Agilent) using the Agilent DNA 12000 Kit (Agilent).

Finally, ~ 1μg of amplified and cleaned PCR products from each HiC library was sent to BGI (Beijing Genomics Institute) for paired end sequencing using the Illumina (HiSeq 2500) platform. Between 188 X 10^6^ and 292 X 10^6^ paired 150 bp reads were sequenced per library. Greater than 97% of the reads had Phred quality scores ≥ 20.

***Mapping of the HiC libraries and generation of QC reports***

The HiCUP (hicup_v0.5.3; <http://www.bioinformatics.babraham.ac.uk/projects/hicup/>) pipeline was used to analyse the HiC libraries. Sequencing reads were mapped to the reference genome (Mus_musculus_GRCh38) using bowtie aligner to generate BAM files.

The HOMER HiC software pipeline (http://biowhat.ucsd.edu/homer/)[1] was used to generate interaction matrices, to identify of A and B compartments, and to determine significant interactions. Briefly, paired-end (*i.e*. di-tags) reads outputted from HiCUP were checked for GC content (“-checkGC”). Reads originating from regions with unusually high tag density “5 fold higher” (‘‘-removeSpikes 10000 5’’) were removed. Read pairs were filtered for distance from the HindIII restriction site and only pairs where both ends mapped near HindIII restriction sites (*e.g.* maximum distance from restriction site is 1.5x of the insert fragment size) were retained. Normalized interaction matrices for each biological replicate were generated using 500kb bin size resolution and the “-corr” function which replaces the number of interactions with a Pearson Correlation Coefficient representing how each region interacts with any other region. This adds transitive information to the problem. For example, if two regions are interacting with the same loci on the interaction matrix the assumption is made that they are probably similar themselves and will have high Pearson Correlation Coefficient (*i.e.* similar to 1) and if two regions are interacting with different loci they will have negative correlation coefficient. Following confirmation that the normalized interaction matrices (500kb resolution) were highly correlated between the biological replicates; subsequent analysis were performed on the data for the combined biological replicates to compensate for the relatively low number of di-tags of the individual replicates.

***Identification of compartments:*** A and B compartments were identified, for each condition, using interaction matrices with resolution at 400kb and a “-superRes” of 500kb. A and B compartment identification was performed using the runHiCpca.pl script within HOMER. This method follows a standardised method introduced by Dekker’s lab [2]. In brief the steps for the identification of compartments were as follows: 1) normalized interaction matrices were generated; 2) correlation between contact profiles from each region against each other region was calculated; 3) Principle components were computed from the correlation matrix for each chromosome; and 4) PC1 and PC2 values for each region were output in separate files. Regions which had expected reads <3, or sequencing depth < 0.15 fraction of mean, or sequencing depth > 4 standard deviation were removed from the analyses. The direction of the Eigenvalues is arbitrary and therefore positive values were set to “A” and negative values were set to “B” based on their association with transcription start sites (TSS).

***Comparison of the interaction profiles between conditions:*** To compare the interaction profiles between conditions, the “getHiCcorrDiff.pl” script in HOMER was used with parameters “res 400000” “superRes 500000”. This script undertakes a direct comparison of matrices generated with the “corr” function between two different experiments. If the interaction profile of a locus in one experiment is similar to the interaction profile of that same locus in another experiment the correlation will be high, if the locus interacts with different regions in the two experiments, the correlation will be low.

Regions that were negatively correlated between the conditions were selected for further analyses. The TSS belonging to these regions were identified using “**annotatePeaks.pl”** simultaneously with the identification of the distribution of PC1 values across the TSS, in 500 bp windows upstream and downstream to the TSS. The transcript levels of the genes corresponding to the TSS were pulled out from the transcriptome data. Genes that had undetectable transcript levels in both conditions under comparison were discarded from the gene group. A Wilcoxon signed-rank test was used to determine if the population mean ranks differs for PC1 values and transcript levels in transition from one experiment to the other for each group. The distribution of the PC1 values and transcript levels was plotted using R (“barplot” function)[3].

The list of genes within which had their PC1 values reduced or increased from one experiment to another and had detectable transcript levels in at least one of the compared conditions were subjected to term enrichment analysis for “biological process” using GOTermFinder (http://go.princeton.edu/cgi- bin/GOTermFinder)[4]. The p-value cut-off was set at 0.05 and gene lists queried against the Mouse Genome Informatics database (MGI).

***Screening of differentially expressed genes for their compartment membership:*** “annotatePeaks.pl” was used with the “hist” option. This generated histograms of PC1 values in 500kbp regions (1000 bp bins) surrounding the TSSs of genes that fell within the top10% and bottom 10% differentially expressed transcripts between the different conditions.

***Identification of TADs:*** Consensus non-overlapping domains (TADs) were identified using the “armatus” algorithm with parameters “g 1.0 -s 0.05 -r 400000” [5]. The input for domain identification was the normalized matrices generated by HOMER with “-res 400kb” and “-superRes 500kb”.

***Identification of significant interactions:*** Significant interactions were identified for each condition at 400kbp resolution, without specifying super-resolution. For two given loci that could potentially interact, HOMER models their randomly expected read counts using the cumulative binomial distribution, such that the total number of trials is the number of reads that could possibly map between the loci, the rate of success is the expected interaction frequency, and the number of observed successes is the number of observed reads mapping between the loci. Interactions which had p value < 0.001 and False Detection rate (fdr) <=0.01 were deemed as significant for each condition.

Venn diagrams were plotted using R (“Vennerable” package)[3].

***Pairwise feature enrichment determination at the endpoints of interactions:*** Published Chip-seq data were mined to obtain Chip enrichment data for PolII, H3K4me2, H3K4me3, H3K27me3 in C2C12 Myoblasts and Myotubes respectively [6]. Chromosome coordinates from the earlier genome version (mm9) were converted to coordinates for the *Mus musculus* (mm10 genome version) using LiſtOver [7]. Myotubes in the Chip-seq experiments were harvested at Day 4 after a medium switch which is similar to the culturing conditions used to isolate our Day3 myotubes. We also used the Chip-seq data for myotubes harvested at Day4 to test for interaction pairwise enrichment features in the AraC treated myotubes on the basis that the morphology, HiC interaction profiles and transcriptomes of the myotubes and AraC treated myotubes were highly similar. For the calculation of enrichment ratios, the peaks for the epigenetic marks and the groups of genes which were tested were linked to the interaction resolution (400kbp) using the “mergePeaks” –d 400000” command.

***RNA extraction***

Myoblasts, Myotubes and AraC treated myotubes were grown on 12 well plates in two biological replicates. Cells in each of nine wells were treated with 390 μl Trizol (Invitrogen; 5 min, RT). Cell contents were homogenized by pipetting to dissociate the nucleoprotein complexes, before transferring the content from each well to a new 1.5 mL microfuge tube. Homogenized RNA samples were stored at -80°C and the RNA extracted within one month of the date of storage.

RNA extraction continued with the addition of 58 μl chloroform to each tube. Tubes were inverted, incubated (RT for 2 min), and centrifuged (12000x g, 15 min, 4°C). The upper aqueous layer (~150 μl) was transferred to a new tube and 150 μl ethanol (70% v/v in DEPC-treated water) added. Samples were mixed by inversion and the extraction continued using the RNAeasy Mini Kit (Qiagen) spin columns (according to the manufacturer’s instructions). For the RNA elution 2 x 15 μl RNAase-free water was added to the center of the Spin Cartridge Column and incubated (1 min, RT) before the RNA was retrieved by a final centrifugation (12000x g, 30 sec, RT).

***Transcriptome analysis of the reference data set***

To validate the differential expression of myogenic molecular markers in our RNA-seq data, the transcript levels of 13 genes were analysed and compared to an independent RNA-seq data set generated from proliferating C2C12 myoblasts (24 h after plating), Myotubes at 60 h (2.5 Days), and myotubes after 7 days of differentiation [8] (Supplementary methods).

Trapnell *et al*. isolated total RNA from proliferating C2C12 myoblasts (24 h after plating), Myotubes at 60 h (2.5 Days), and myotubes after 7 days of differentiation. The Day7 myotubes in Trapnell *et al.* were not exposed to AraC [8].Briefly, sequenced RNA reads described from Trapnell and colleagues [8] were downloaded from GSE20846 and quality checked (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reverse reads had low average quality score 4>x>23 and were excluded from further analysis. The forward reads were trimmed using prinseq (prinseq v0.20.4-lite) to include only sequences with a Phred Quality score >20. Sequences were kept if the total read length remained > 40 bases after trimming. The average sequence quality score for the forward reads after trimming was 21>x>31. The total number of sequencing reads used for mapping to the reference genome was between 11.2 x10^6^ >x>17.8 x10^6^. Further mapping and differential gene expression analyses were performed as described for the experimental data sets

**Supplementary references**

1. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, et al. Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. Mol. Cell [Internet]. 2010;38:576–89. Available from: http://linkinghub.elsevier.com/retrieve/pii/S1097276510003667

2. Lieberman-Aiden E, van Berkum NL, Williams L, Imakaev M, Ragoczy T, Telling A, et al. Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science [Internet]. 2009 [cited 2014 Jan 21];326:289–93. Available from: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2858594&tool=pmcentrez&rendertype=abstract

3. R Core Team. R: A Language and Environment for Statistical Computing [Internet]. Vienna, Austria; 2013. Available from: http://www.r-project.org/

4. Boyle EI, Weng S, Gollub J, Jin H, Botstein D, Cherry JM, et al. GO::TermFinder--open source software for accessing Gene Ontology information and finding significantly enriched Gene Ontology terms associated with a list of genes. Bioinformatics [Internet]. 2004;20:3710–5. Available from: http://bioinformatics.oxfordjournals.org/cgi/doi/10.1093/bioinformatics/bth456

5. Filippova D, Patro R, Duggal G, Kingsford C. Identification of alternative topological domains in chromatin. Algorithms Mol. Biol. [Internet]. 2014;9:14. Available from: http://almob.biomedcentral.com/articles/10.1186/1748-7188-9-14

6. Asp P, Blum R, Vethantham V, Parisi F, Micsinai M, Cheng J, et al. Genome-wide remodeling of the epigenetic landscape during myogenic differentiation. Proc. Natl. Acad. Sci. 2011;108:E149–58.

7. Hinrichs AS, Raney BJ, Speir ML, Rhead B, Casper J, Karolchik D, et al. UCSC Data Integrator and Variant Annotation Integrator. Bioinformatics. 2016;btv766-.

8. Trapnell C, Williams B a, Pertea G, Mortazavi A, Kwan G, van Baren MJ, et al. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol. Nature Publishing Group; 2010;28:511–5.

# Supplementary material for: Linkages between changes in the 3D organization of the genome and transcription during myotube differentiation in vitro
**Source:** Skelet Muscle. 2017 Apr 5;7:5. doi: 10.1186/s13395-017-0122-1
**Supplement:** Supplementary file 3 — Determination of the total nuclei and percent of differentiation in the course of cell culture. Figure S2. Transcript levels, measured as FPKM values, were highly correlated between biological replicates. Figure S3. Cytosolic DNA-sensing pathway was enriched (p = 0.049) within the gene set containing the top 10% of significantly upregulated genes for AraC-treated myotubes vs myotubes comparison. Figure S4. QC report generated after processing of the myoblasts replicate 1 Hi-C library. Figure S5. QC report generated after processing of the myoblasts replicate 2 Hi-C library. Figure S6. QC report generated after processing of the myotubes (day 3) replicate 1 Hi-C library. Figure S7. QC report generated after processing of the myotubes (day 3) replicate 2 Hi-C library. Figure S8. QC report generated after processing of the myotubes (day 7 + AraC) replicate 1 Hi-C library. Figure S9. QC report generated after processing of the myotubes (day 7 + AraC) replicate 2 Hi-C library. Figure S10. Patches of replication-dependent histone variants spatially clustered within the HIST1 locus. Figure S11. Distributions of shared and unique interactions and TADs across the three conditions. Figure S12. Two consensus TADs visualized on the UCSC genome browser spanning developmentally regulated arrays of muscle genes and their corresponding histone mark signals on chr1.

|   Figure S1 Determination of the total nuclei and % of differentiation in the course of cell culture.  The total number of nuclei decreased during the course of myogenic progression (A), while the percentage of differentiation gradually increased (B). For determination of the percentage of differentiation the total number of DAPI stained nuclei were counted and the percentage of total nuclei located within myosin positive cell body was determined. The counts for total nuclei and percentage of differentiation were performed from nine random preselected sites in triplicates for each condition. Total nuclei count and % differentiation are plotted as Mean ± SEM as averaged from the two biological replicates. Letters on the error bars indicate the significant differences between time-points as determined by one-way ANOVA analysis (p < 0.05). |
| --- |

|   Figure S2 Transcript levels, measured as FPKM values, were highly correlated between biological replicates.  Transcript levels were plotted as scatterplots for replicates 1and 2: A) Myoblasts - R^2^=0.98; B) Myotubes(Day3) - R^2^=0,97; C) Myotubes(Day7+AraC) - R^2^=0.97 (p<0.001 for all conditions). R1 (Replicate 1) and R2 (Replicate 2) of the corresponding conditions. |
| --- |

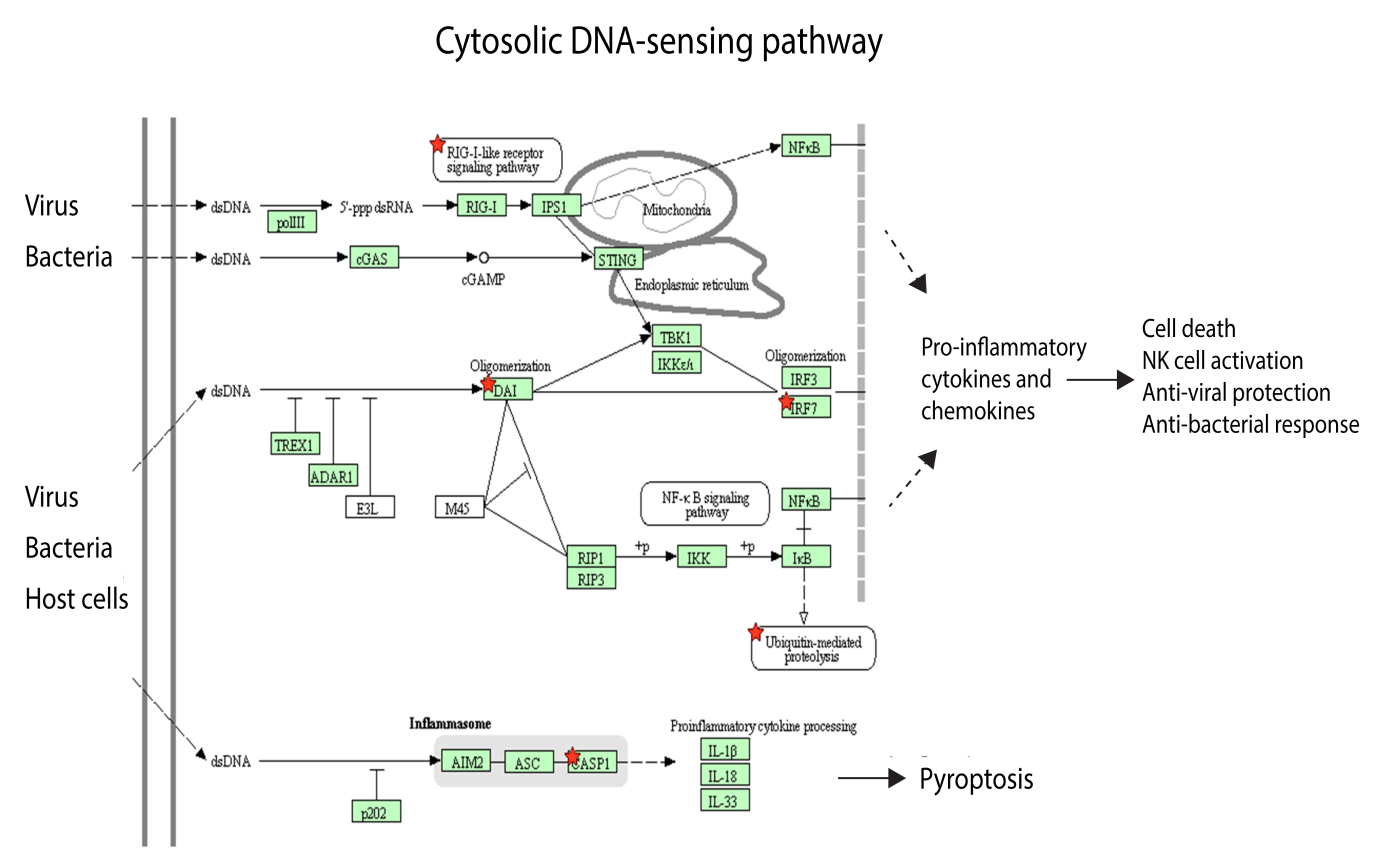

**Figure S3. Cytosolic DNA-sensing pathway was enriched (p=0.049) within the gene set containing the top10% of significantly up-regulated genes for AraC treated myotubes vs myotubes comparison.**

The genes were queried against KEGG pathways. Genes marked with red stars are the overlapping genes between the queried subset and the genes involved in the pathway.

| 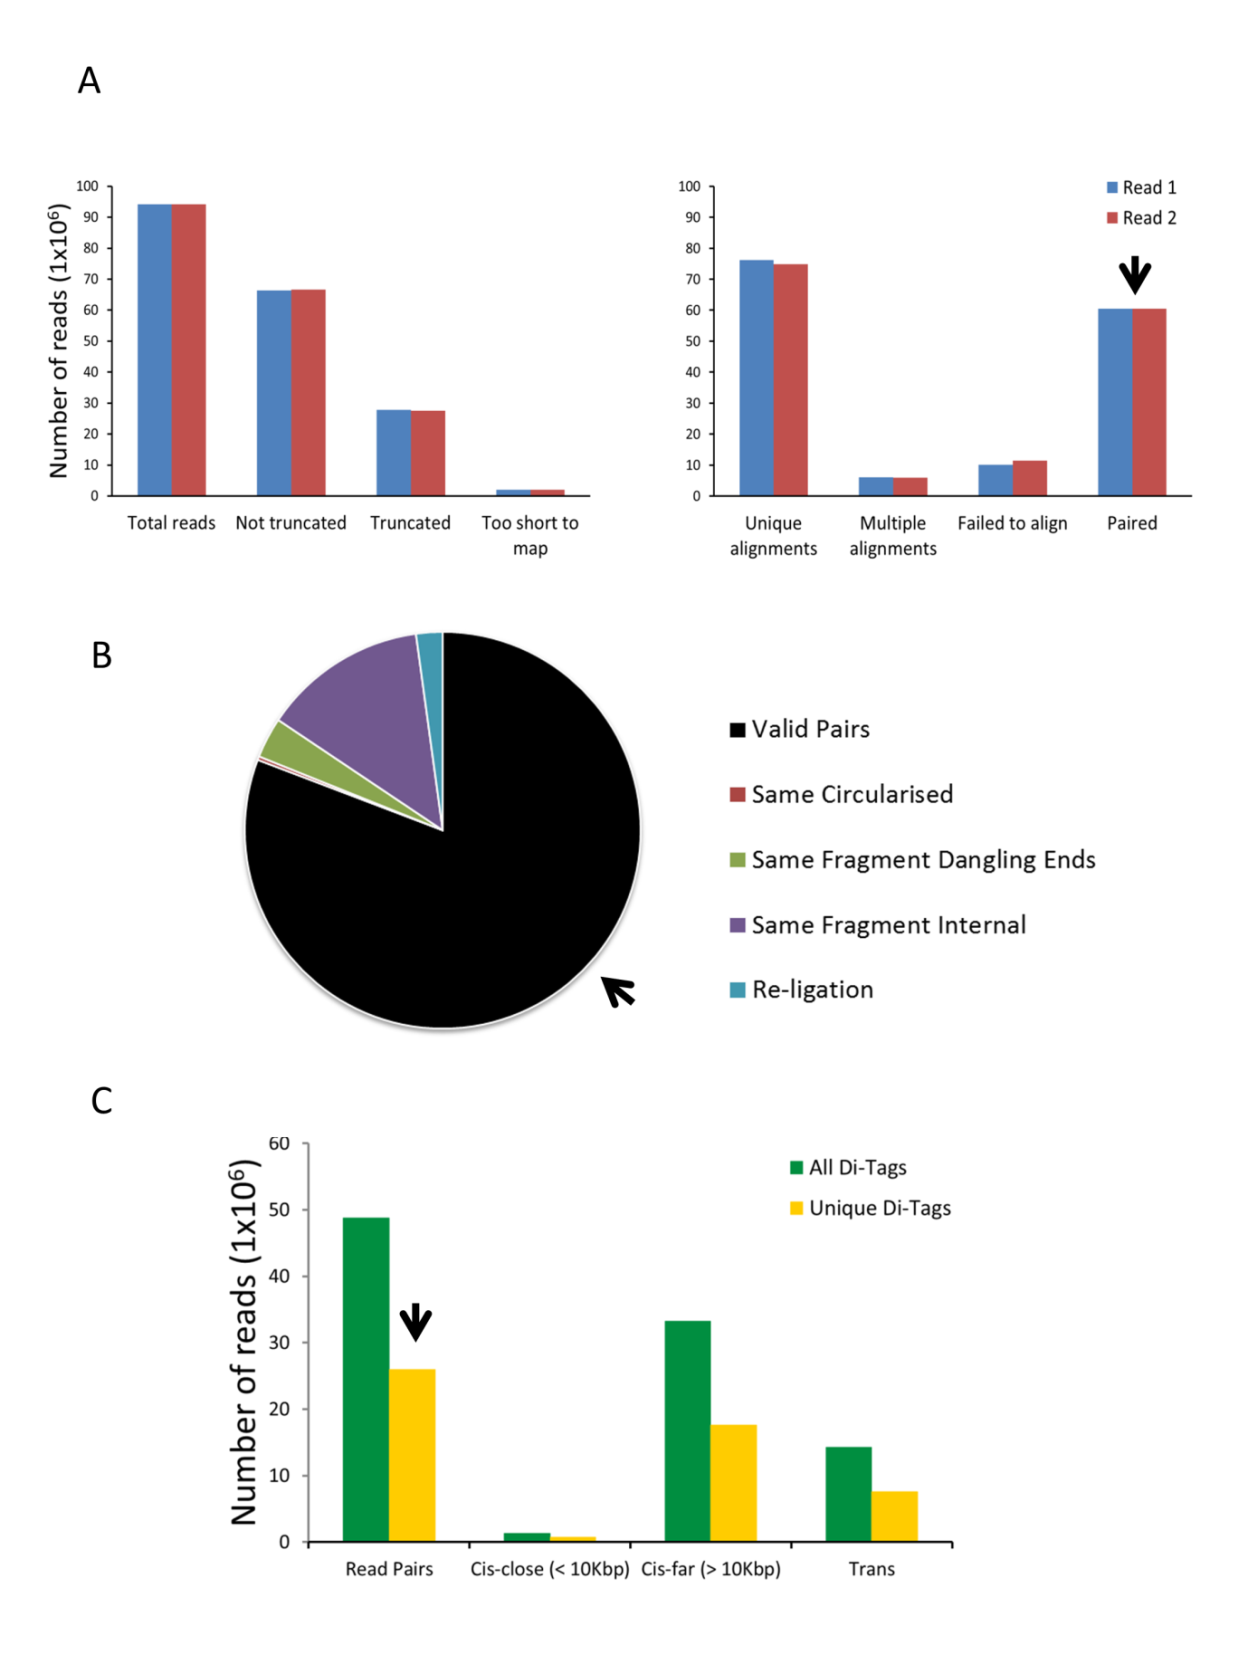  **Figure S4 QC report generated after processing of the Myoblasts Replicate 1 HiC library.**  64.1% (A) of the reads mapped as a valid pair to reference genome, 80.8% (B) of the mapped reads passed the filtering step and 25.9 million reads (C) remained after the de-duplication. |
| --- |

| 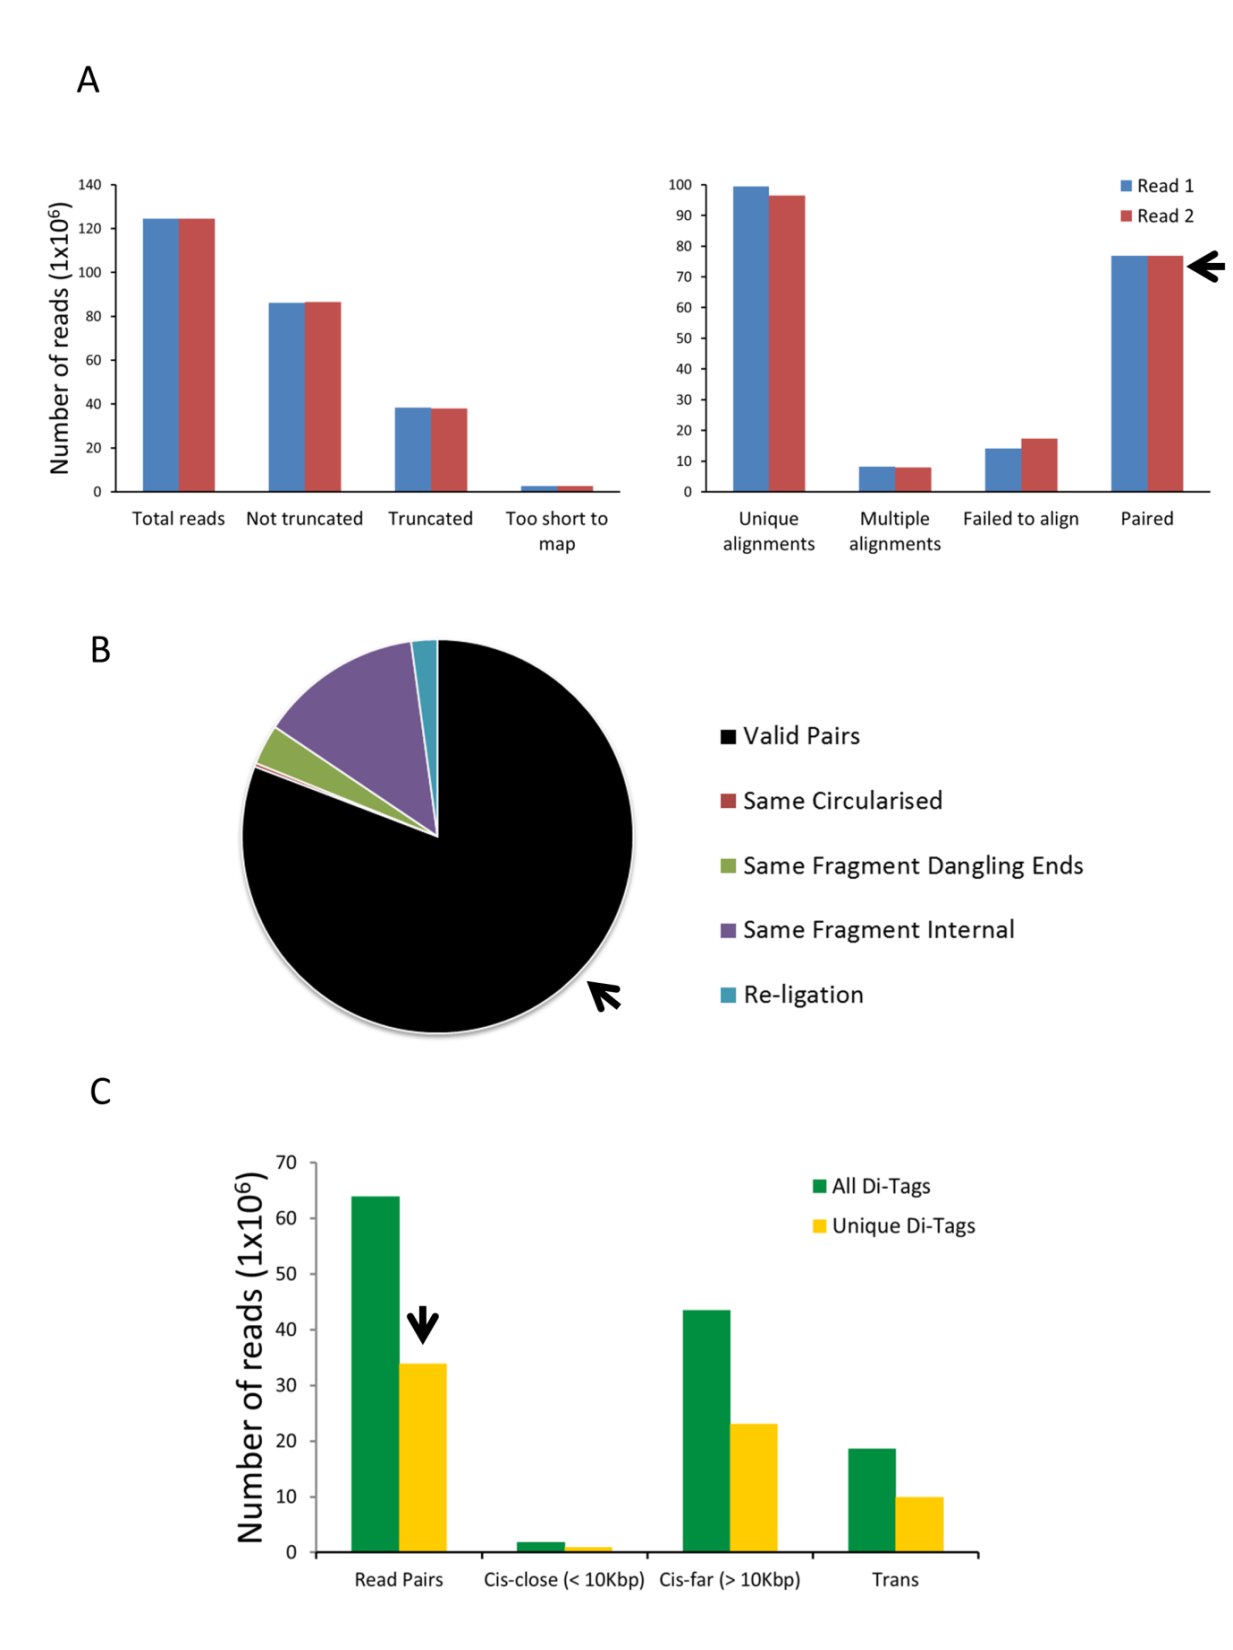  **Figure S5 QC report generated after processing of the Myoblasts Replicate 2 HiC library.**  61.8% (A) of the reads mapped as a valid pair to reference genome, 83.1% (B) of the mapped reads passed the filtering step. 33.8 million reads (C) remained after the de-duplication. |
| --- |

| 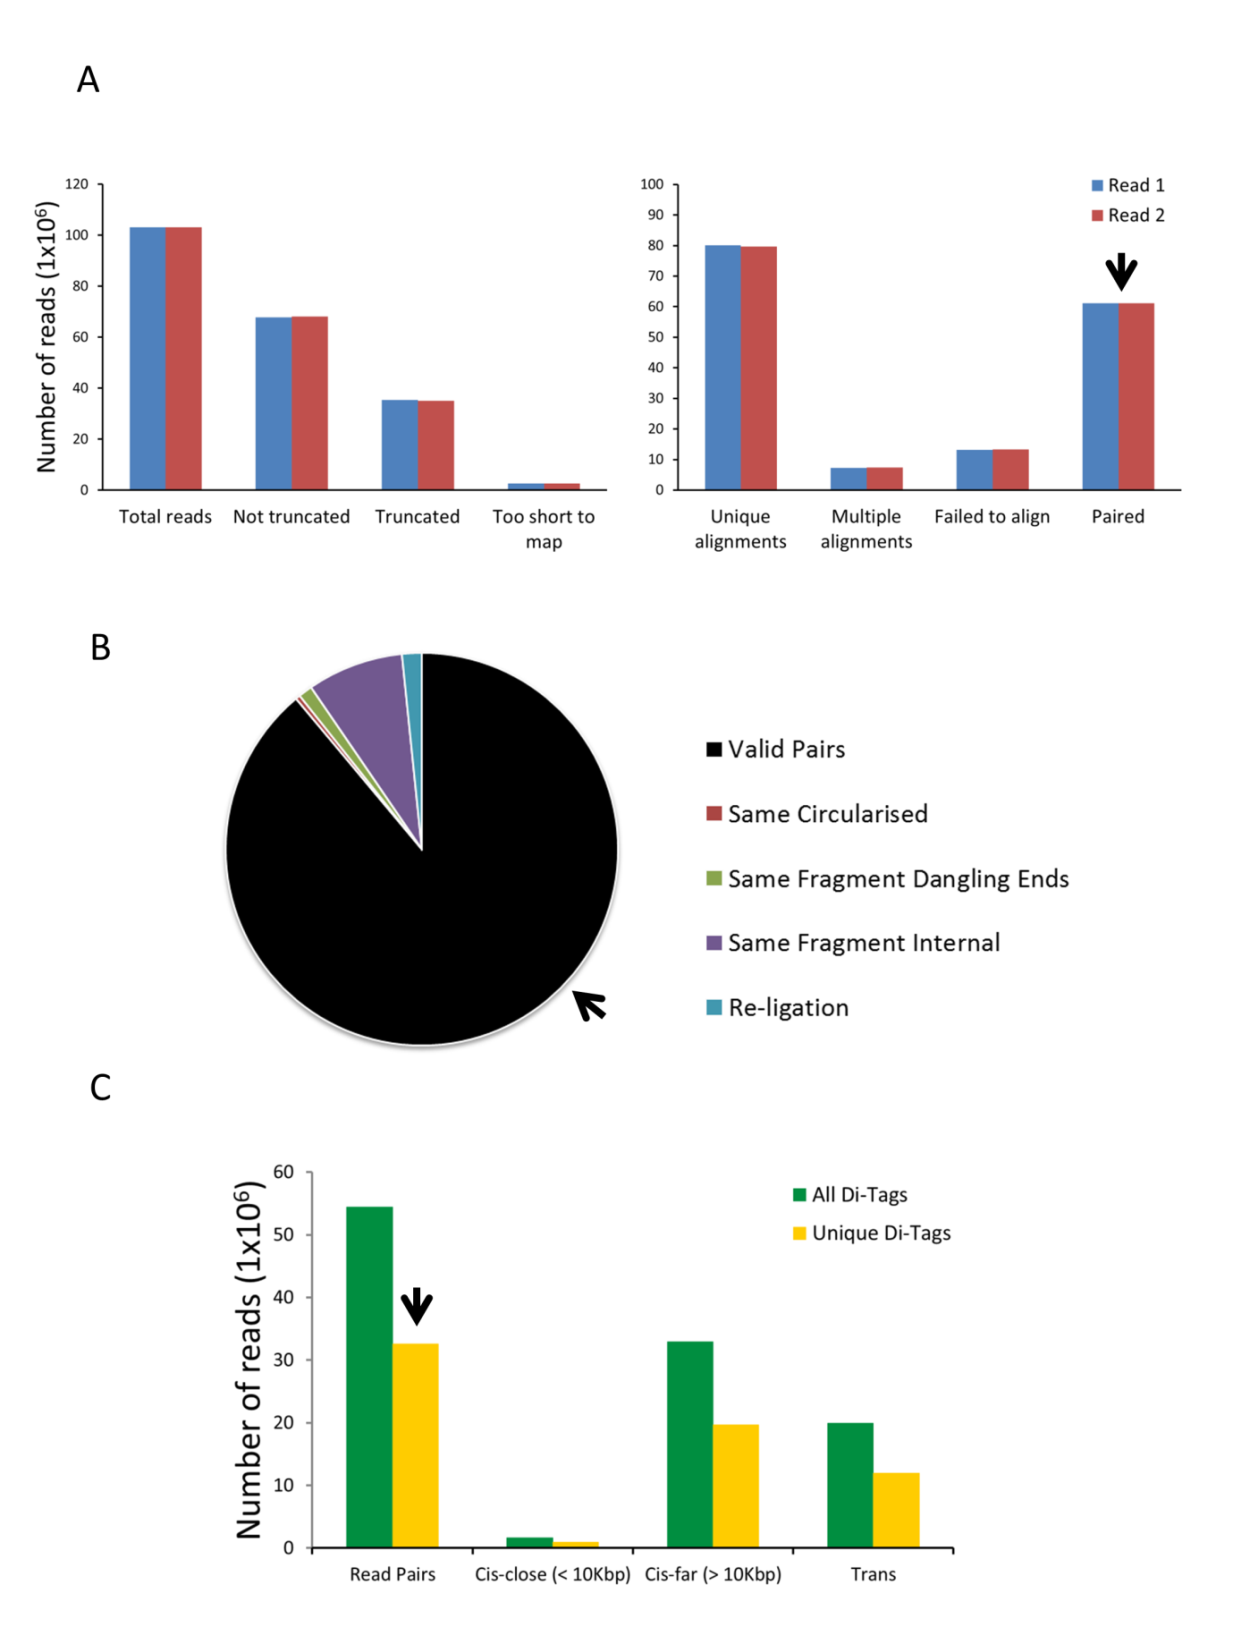  **Figure S6 QC report generated after processing of the Myotubes(Day3) Replicate 1 HiC library.**  59.4% (A) of the reads mapped as a valid pair to reference genome, 88.9% (B) of the mapped reads passed the filtering step. 32.5 million reads (C) remained after the de-duplication. |
| --- |

| 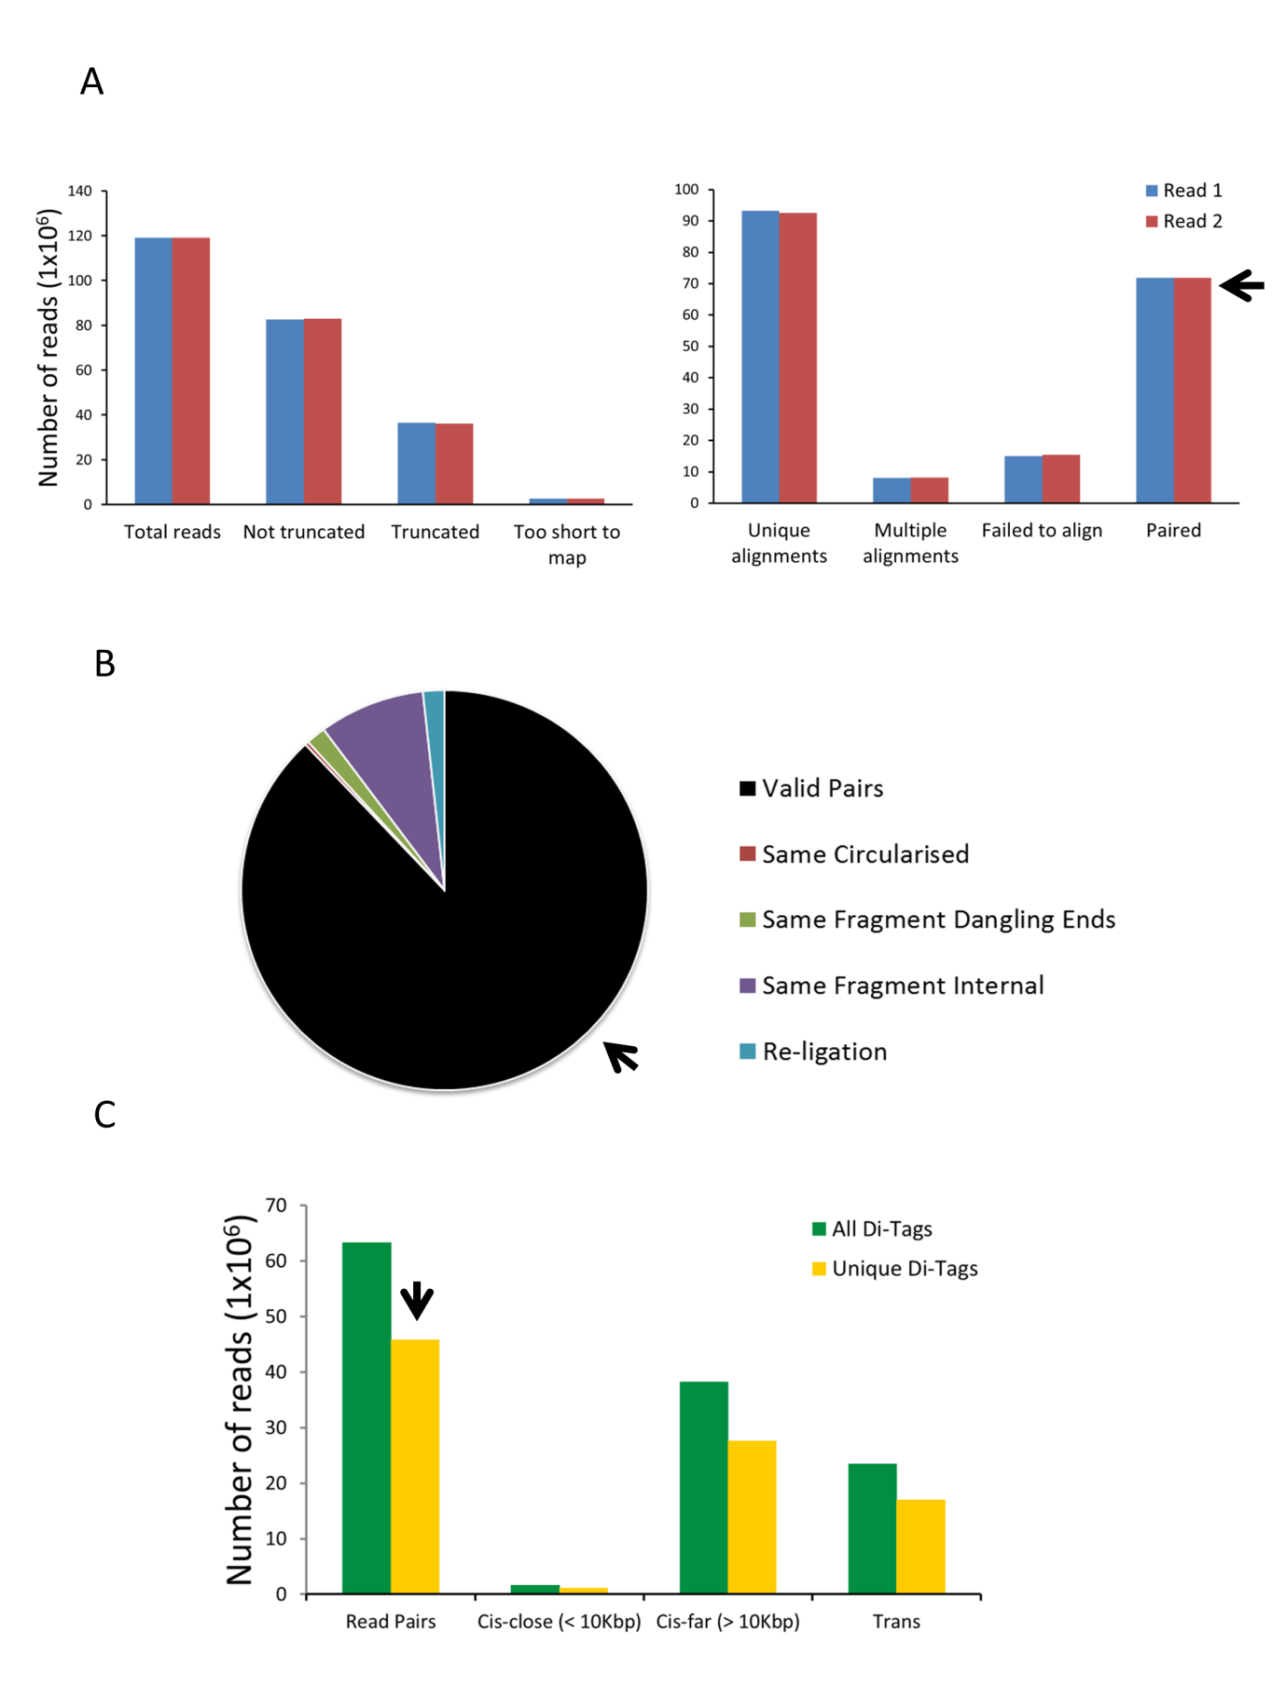  **Figure S7 QC report generated after processing of the Myotubes(Day3) Replicate 2 HiC library.**  60.4% (A) of the reads mapped as a valid pair to reference genome, 88% (B) of the mapped reads passed the filtering step. 45.78 million reads (C) remained after the de-duplication. |
| --- |

| 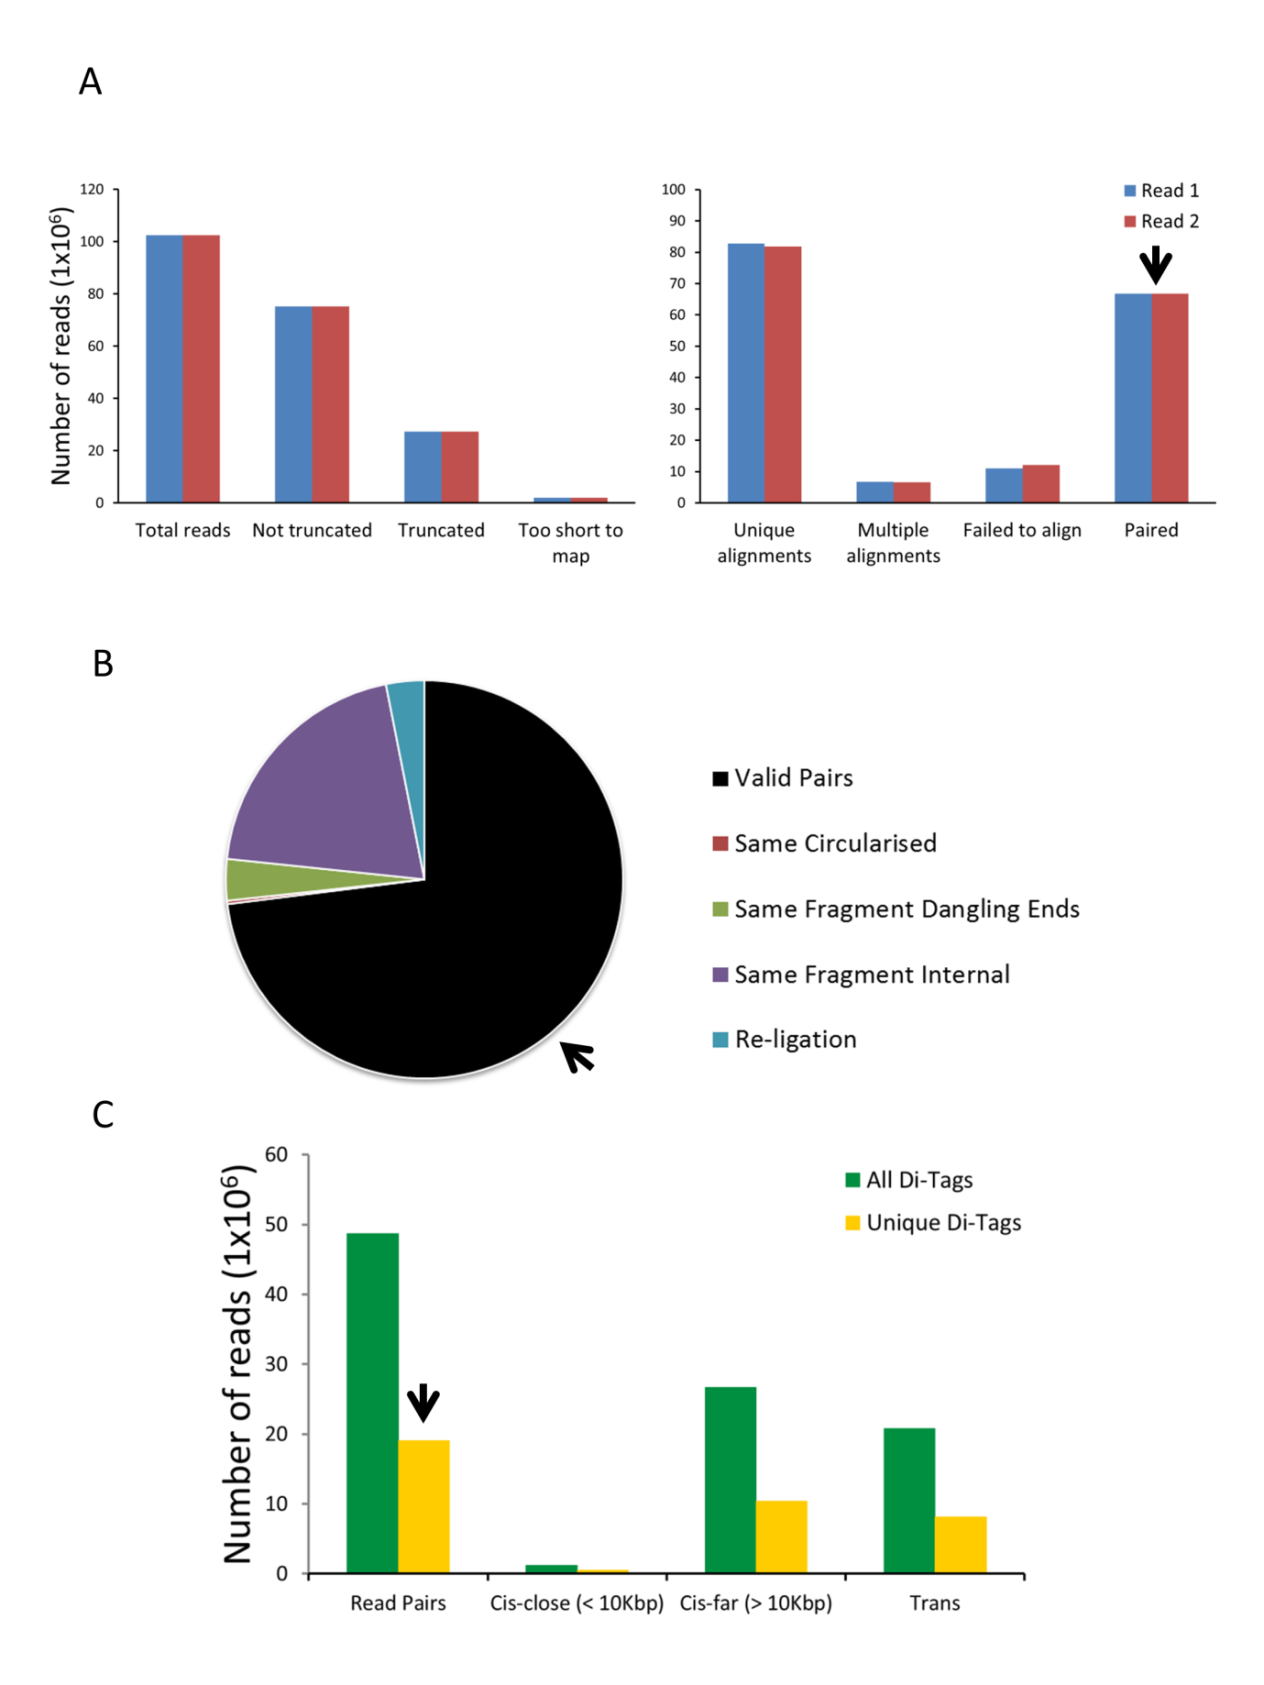  Figure S8 QC report generated after processing of the Myotubes(Day7+AraC) Replicate 1 HiC library.  62.5% (A) of the reads mapped as a valid pair to reference genome, 73% (B) of the mapped reads passed the filtering step. 19 million reads (C) remained after the de-duplication. |
| --- |

| 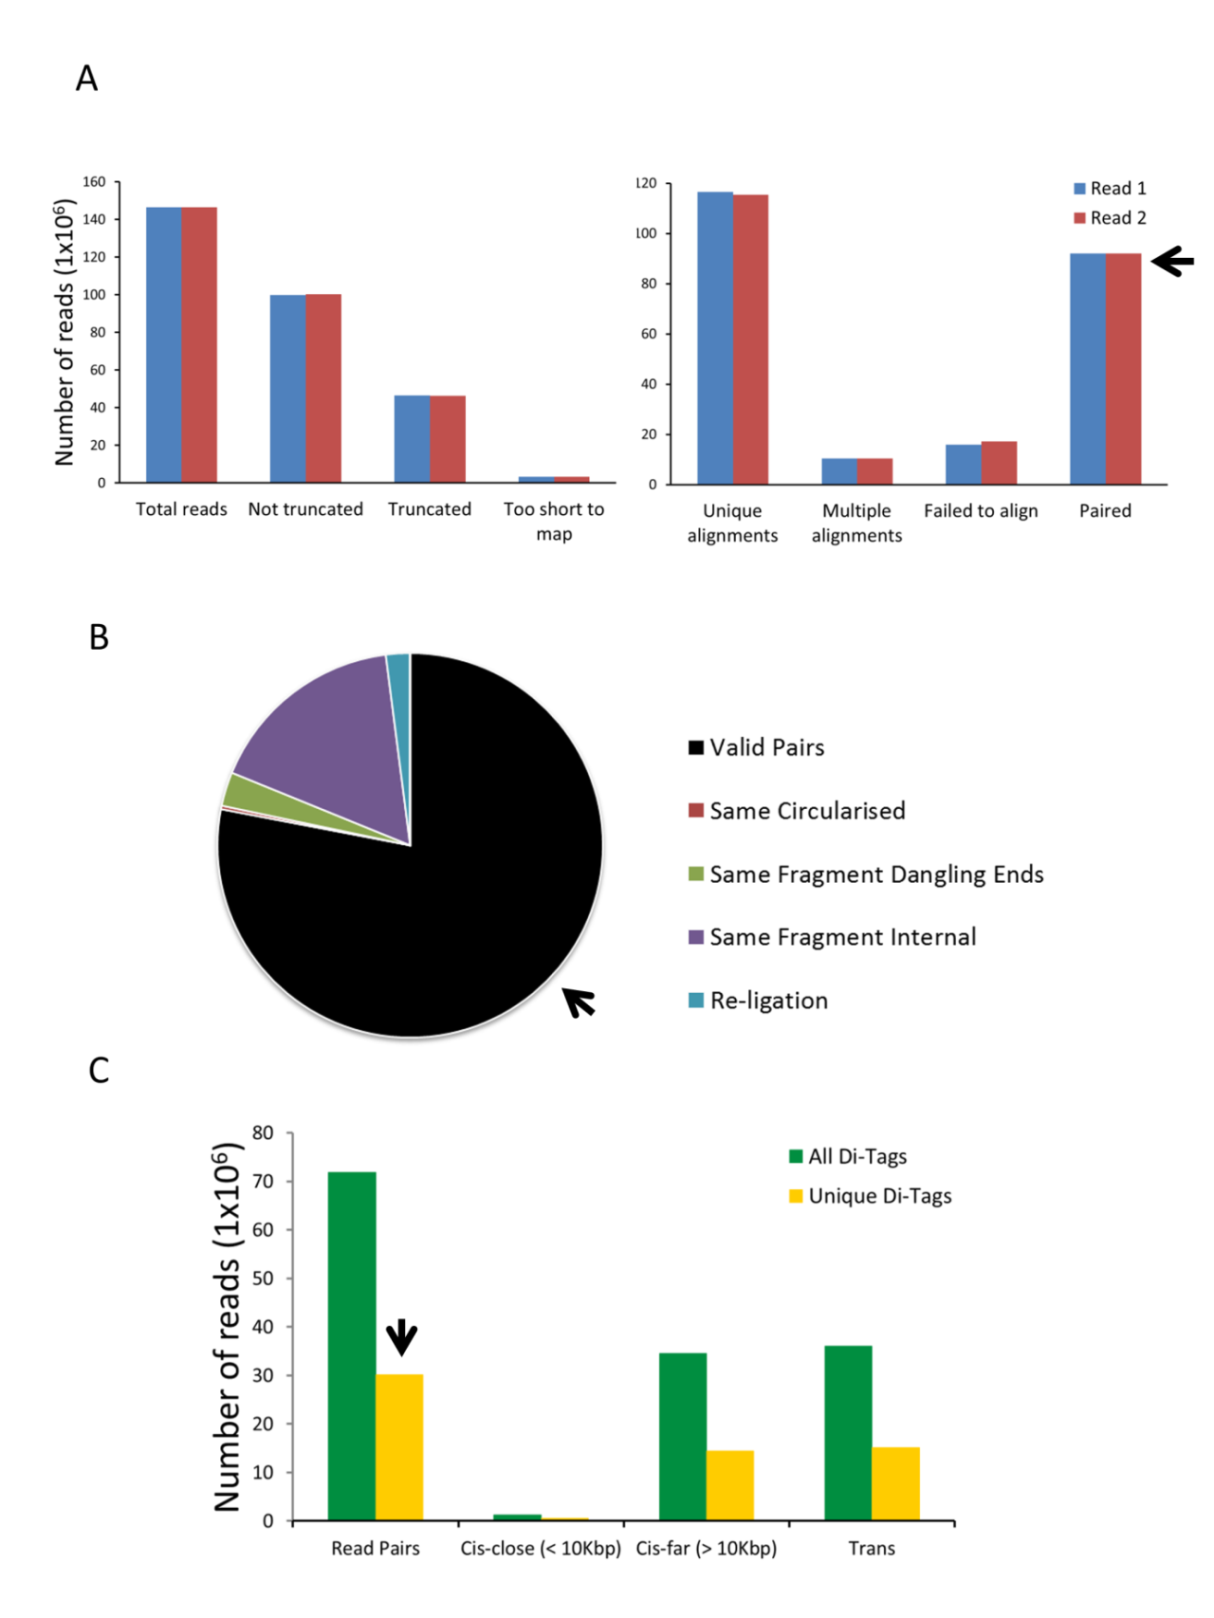  Figure S9 QC report generated after processing of the Myotubes(Day7+AraC) Replicate 2 HiC library.  62.9% (A) of the reads mapped as a valid pair to reference genome, 78% (B) of the mapped reads passed the filtering step. 30 million reads (C) remained after the de-duplication |
| --- |

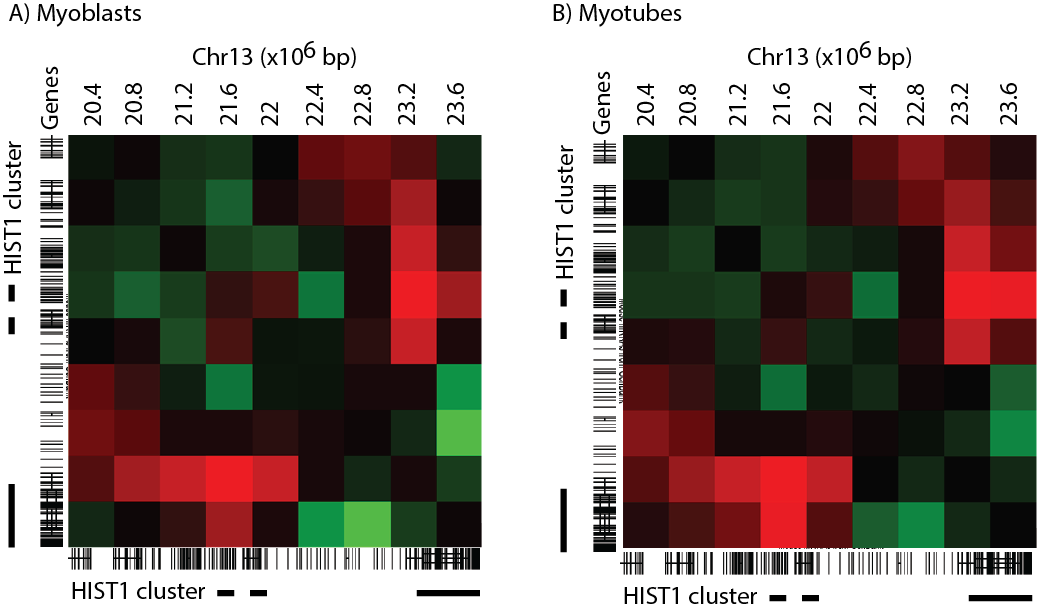

Figure S10 Patches of replication dependent histone variants spatially cluster within the HIST1 locus. Interaction matrices at 400kb resolution. Red indicates high levels of clustering.

| 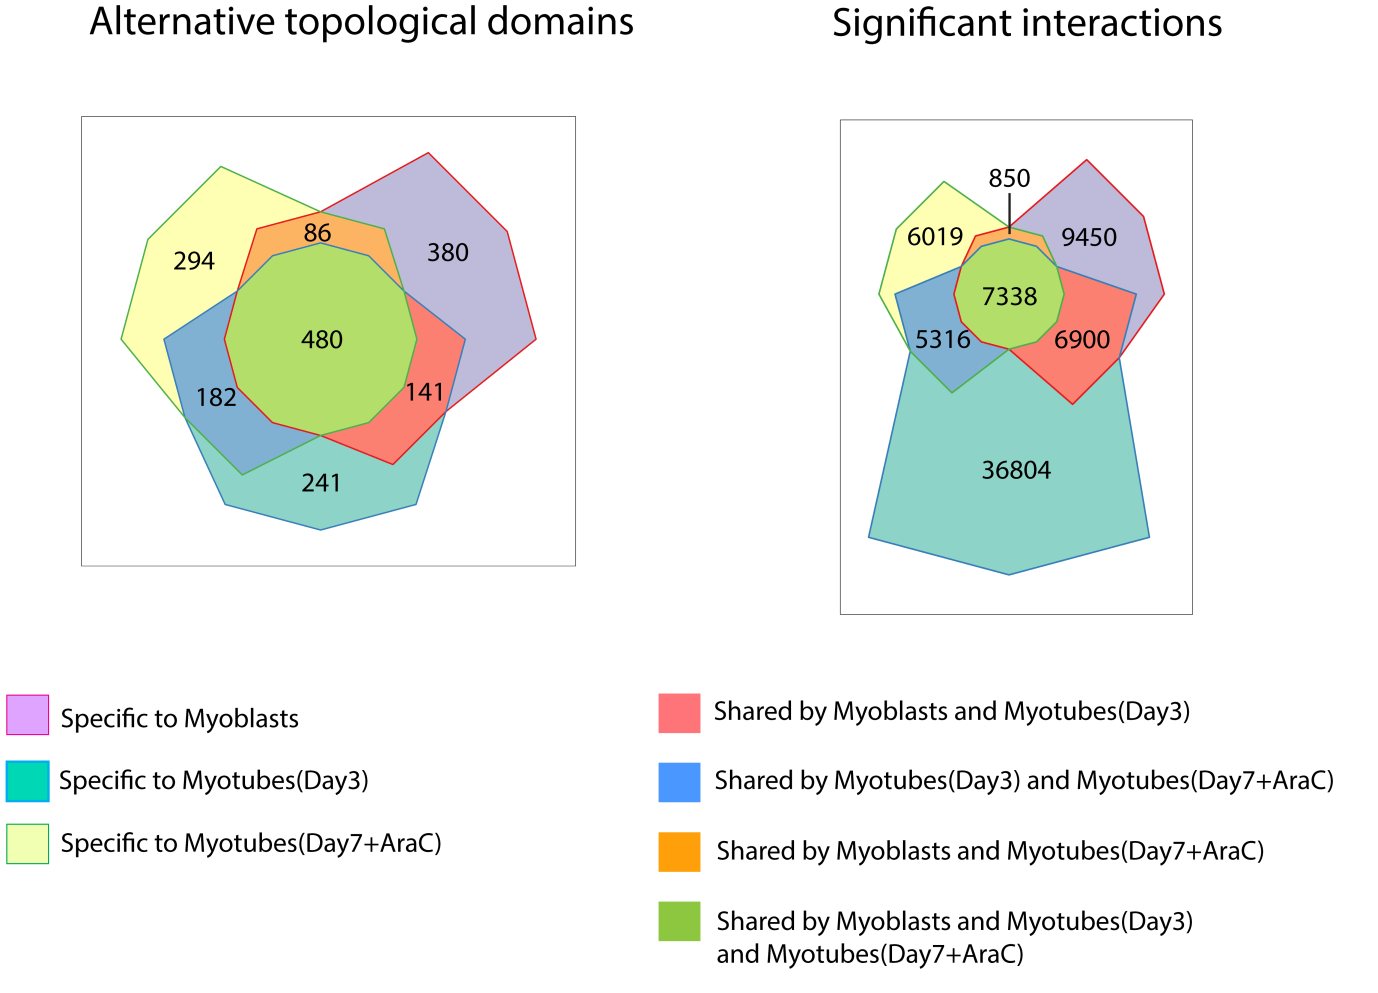  Figure S11 Distributions of shared and unique interactions and TADs across the three conditions.  The number of TADs that were specific or shared between the three conditions was identified using armatus (Filippova et al. 2014) (A). Shared and conserved significant interactions (p value < 0.001, fdr <0.1) were identified using HOMER (B). |
| --- |

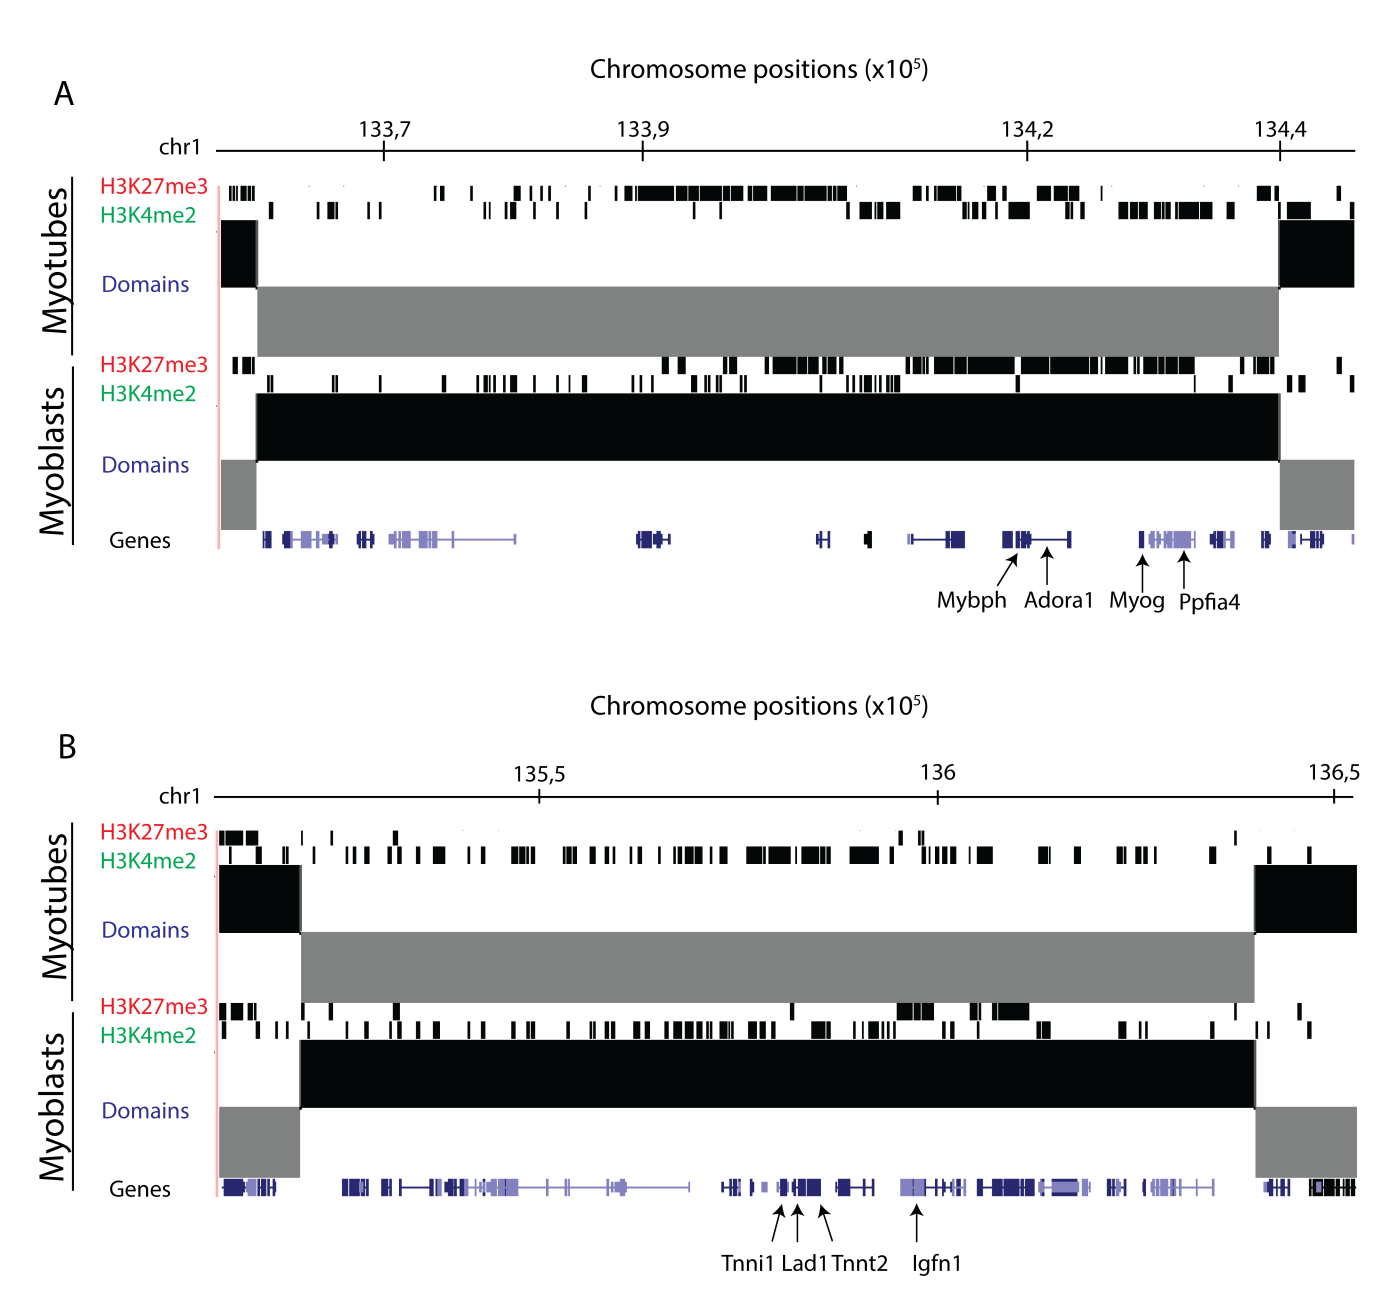

**Figure S12 Two consensus TADs visualized on the UCSC genome browser spanning developmentally regulated arrays of muscle genes and their corresponding histone mark signals on chr1.**

How the deposited data were processed for this re-analysis (not part of the article)

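Genome organization was measured by Hi-C in C2C12 cells, in 2 biological replicates each of myoblasts, myotubes and AraC-treated myotubes. Myotubes were harvested at day 3 and AraC-treated myotubes at day 7, with no untreated culture at day 7. Effects of AraC and of time are therefore not separated. By the paper's methods, the reads were mapped with bowtie and filtered to unique di-tags in HiCUP v0.5.3, and the di-tags were pooled over replicates and normalized in HOMER. The authors deposited 1 matrix per condition, whose values are correlation coefficients of the normalized interaction profiles of pairs of 500 kb bins. The values were used as deposited, with no further normalization, and columns of unmapped samples numbered 0. The paper's counts of valid di-tags in the pooled data are 36390904 for myoblasts, 46407229 for myotubes and 29634069 for AraC-treated myotubes, and a correlation coefficient does not show the number of di-tags behind it.

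Because replicates were pooled before deposit, each condition had a single value per bin pair. No test between conditions was run, and no SD between replicates or p-value is given. Neighbouring bins are not independent, so exact binomial intervals (95%) for shares of bins or genes cover counting error only. A percentile among 10000 random lists describes these matrices and is not a test between conditions.

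Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used. Matrices were compared by Pearson correlation over all bin pairs with data in both conditions. PC1 was computed per chromosome and condition by principal component analysis of the within-chromosome block, with columns centred and not scaled, and its sign was set by the number of protein-coding transcription start sites per bin. A bin changed compartment where the sign of PC1 differed, counted over bins with a value in all 3 conditions. The profile correlation of a bin was Pearson *r* between its values in 2 conditions over the other bins of its chromosome, and *r* below 0 was called negative, as in the paper. The 400 kb regions of the paper were placed in the 500 kb bin with the largest overlap, or in the first of bins with equal overlap. Genes of the paper's complete lists were placed by their transcription start site where the annotation gave the strand and by the middle of the listed locus otherwise. Clustering of a list was the mean correlation coefficient over pairs of its bins on different chromosomes, against random lists of bins matched on chromosome and compartment, with random seed 84279.

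Coordinates are those of mm10, the build of the deposited bins, and the reference used was GRCm38 with GENCODE vM21. As a check, 2157 of 2160 listed loci whose symbol was in the annotation overlapped the gene of that symbol, out of 2230 listed loci. The steps were tested on simulated matrices of 1290 bins, of which 60 were changed. All changed bins (100%) were recovered by both steps, while 1.87% of the other 1230 bins were called as changed in compartment and, in a pair of matrices without changed bins at an assumed level of noise (median *r* 0.754), 3.57% of the 1290 bins were called as negatively correlated. The simulated noise was not fitted to the matrices, so these shares are no error rates of the counts in the text. The 100% holds for the simulated changes only and does not show how well real changes with small absolute PC1 are recovered. Of the autosomal bins that changed compartment between myoblasts and myotubes, only 13 of 346 were above the 20th percentile of absolute PC1 in both conditions.

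The genes and regions named in the text followed a rule set before the data were examined. They are the genes and regions that the paper names in its Hi-C conclusions, the muscle genes of Fig. 1c with *Myod1*, *Myf5* and *Myf6*, and the 3 regions with the lowest *r* in each list of Additional file 10, whose values in the paper's table had been seen. They also include the 3 bins with the lowest *r* of each pair of conditions, the 3 largest rises and 3 largest falls of PC1 among bins that changed, and the 3 bin pairs on different chromosomes with the largest mean correlation. Bins beside a named region, the bins of chr 1 and chr 17 in the closing section and the region of chr 9 that moved from B to A were chosen after their values were seen.

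The alternatives were other sets of bin pairs, rank correlation, exclusion of bins within 2 Mb, autosomes only, a component from correlation coefficients with other chromosomes, odd or even partner bins, uncentred columns, a sign set by the paper's gene lists, a minimum absolute PC1, a threshold of *r* below 0.2, the lowest overlapping bin, each bin counted once, PC1 divided by its SD, the middle of the locus, bins shifted by 1, pairs on the same chromosome over 10 Mb apart and random lists matched on chromosome only. These were set before the data were examined. A component from other chromosomes for chr X alone, random lists of protein-coding genes, and random lists matched on the fifth of PC1 or on the number of genes per bin (classes starting at 1, 5 and 10) were added after the data were seen.

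RNA-seq, topologically associated domains and the significant interactions counted in HOMER were not analysed here. FPKM values and *r* of single replicates are the paper's, from its supplementary tables. The shortened lists of Additional file 9 were used only to compare PC1 values bin by bin.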

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

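The tests in this part were chosen after the results they test had been seen, except that the component from other chromosomes had been set before the data were examined, and only its use as a test for chr X was chosen afterwards.

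A bin of chr 1 (183000001–183500000), which holds *Aida*, *Brox*, *Disp1*, *Hhipl2*, *Mia3* and *Taf1a* and which the paper does not discuss, correlated in myoblasts with the first 20 Mb of chromosomes that carry arrays of rRNA genes. The list of these chromosomes (12, 15, 16, 18 and 19) was taken from background knowledge of mouse strains and not from the data, and was not checked for C2C12 cells. Relative to 2 neighbouring bins on each side and to chromosomes without arrays, the excess was 0.0571, which is 14.2 SDs above the mean of all bins and ranked 1 of 5019. It was largest with chr 15 (0.221), followed by chr 19 (0.0982), chr 18 (0.0832), chr 16 (0.0575) and chr 12 (0.0516), while the 13 chromosomes without arrays ranged from 0.0219 to 0.0655. So 3 of the 5 chromosomes with arrays lay above all those without. The pattern was not limited to the first 20 Mb, since over the rest of each chromosome all 5 with arrays (0.0136 to 0.0752) lay above all 13 without (at most 0.00421) in myoblasts.

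Technical explanations were weighed first. The assembled sequence of the bin shares 0 positions with a 31-base word of the 18S rRNA gene *Rn18s-rs5*, against 1819 positions in the bin of chr 17 (39500001–40000000) that holds this gene, which argues against an assembled 18S copy. The bin has 87579 unassembled bases, but 32 other bins with as many reached at most 1.36 SDs, which argues against unassembled bases in themselves. A rearrangement that joined the bin to chr 15 alone in all cells of the line would persist in every condition, but the excess with chr 15 fell from 0.221 in myoblasts to 0.134 in myotubes and 0.0291 in AraC-treated myotubes, there below chr 4 without arrays (0.0311), which argues against it. A rearrangement in the cells of some conditions only cannot be told apart from contact with the arrays, because in myoblasts the first 20 Mb of chr 15 themselves correlated most with those of chr 19 (mean 0.0445) and chr 18 (0.0383), above every chromosome without arrays (at most 0.0333), so that a bin with the profile of chr 15 would have a similar order. Reads from unassembled repeats near the arrays could have been assigned to the bin. The chr 17 bin with the assembled rRNA sequence ranked 2 of 5019 in myoblasts with 5.21 SDs, which goes with that explanation but also with contact between both loci and the arrays, so that these cannot be told apart from the correlation coefficients.

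The excess of the chr 1 bin was 0.0175 in myotubes (1.61 SDs, rank 306) and 0.00109 in AraC-treated myotubes (0.147 SDs, rank 2028). Over the rest of each chromosome, beyond the first 20 Mb, 4 of the 5 chromosomes with arrays in myotubes and 3 of 5 in AraC-treated myotubes (chr 16, 18 and 19, 0.0146 to 0.0166) still lay above all those without (at most 0.0274 and 0.00983), so that the pattern was weaker there but not absent. A change of this locus with differentiation cannot be told apart from a difference between libraries, because each condition is 1 pooled matrix. The chr 17 bin moved from 5.21 to 2.80 and 2.14 SDs, while its excess itself was 0.0210 in myoblasts, 0.0306 in myotubes and 0.0160 in AraC-treated myotubes.

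On chr X, 53.1% of bins changed compartment between myoblasts and myotubes, against at most 11.1% on an autosome (chr 9), and the paper does not discuss chr X separately. A candidate explanation is that the first component of chr X in myoblasts follows position along the chromosome and not the compartments, since its correlation with position was −0.974, while no autosome exceeded 0.574 in size in any condition. In myotubes this correlation was −0.0452 and in AraC-treated myotubes −0.106. By the component from other chromosomes, 12.0% of chr X bins (interval 8.49 to 16.3%) changed between myoblasts and myotubes, which argues against a true change in all of the 53.1%. This share was still above 18 of the autosomes and above the autosomes together (7.36%), though below chr 9 (12.8%), so that a smaller change of chr X beyond that of the autosomes stays open. Between myoblasts and AraC-treated myotubes the share by that component was 21.9% (interval 17.31 to 27.1%). The highest autosome there was chr 9 (17.28%), and the autosomes together had 9.52%. Between myotubes and AraC-treated myotubes, where PC1 of chr X follows position in neither, the share was 18.2% (interval 13.9 to 23.1%). The highest autosome there was chr 17 (9.78%), and the autosomes together had 4.57%. Both intervals lay above every autosome, but they cover counting error only and treat neighbouring bins as independent. For all 3 pairs, a true change of chr X beyond the autosomes cannot be told apart from the uncertainty of a single chromosome in a single matrix. Of the paper's switched bins between myoblasts and myotubes, 150 of 513 (29.2%) are on chr X. The paper's PC1 values for 201 listed bins of chr X had a correlation with position of 0.949 in myoblasts. It was −0.505 in myotubes and −0.522 in AraC-treated myotubes, so that the candidate explanation may also apply to the paper's bins.

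The largest mean correlation coefficient over the 3 matrices between bins of different chromosomes was 0.547, for chr 2 (31000001–31500000) and chr 17 (28000001–28500000), with 0.428 in myoblasts, 0.645 in myotubes and 0.568 in AraC-treated myotubes. The next were chr 8 (122000001–122500000) with chr 17 (26000001–26500000) and with chr 17 (26500001–27000000), at 0.546 each. The paper does not discuss these pairs. A candidate explanation is that the bins lie at the extreme of the A compartment, because each had a PC1 value above at least 94.9% of all bins in every condition. This concerns the structure shared by the conditions, for which the design gives no biological contrast, and no biological explanation was tested.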

How the results depend on the processing

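Tests with a setting described as added were chosen after the data were seen, and all other settings were set before the data were examined. In all, 85 results were recomputed, giving 317 values, of which 153 stayed within their interval or within the limit set for counts, 157 moved and 7 changed sign. No paired analysis was possible because the results come from no test and the matrices pooled over replicates carry no replicate number. For the same reason no replicate was left out in turn. For every moved or reversed value, the cause was not tested, and the spread between replicates cannot be judged from pooled matrices. Values are given in the order myoblasts and myotubes, myoblasts and AraC-treated myotubes, myotubes and AraC-treated myotubes unless conditions are named.

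The correlation of matrices was 0.880, 0.828 and 0.947 over pairs within a chromosome, 0.828, 0.773 and 0.937 over pairs on different chromosomes, and 0.741, 0.680 and 0.907 with Spearman's rho. On the autosomes it was 0.843, 0.789 and 0.940, and without pairs under 2 Mb apart the second value was 0.776. Myotubes and AraC-treated myotubes had the highest value and myoblasts and AraC-treated myotubes the lowest under each of these settings.

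The share of bins that changed compartment was 7.63% and 10.2% for the pairs with myoblasts and 11.6% for any pair with the component from other chromosomes, and 7.32%, 10.2% and 11.3% on the autosomes. Without centring it was 7.15%, 9.28%, 4.36% and, for any pair, 10.4%. Above the 20th percentile of absolute PC1 it was 3.13%, 3.85% and 0.240%, and on the autosomes above that percentile 0.377%, 1.19% and 0.0843%. For any pair it was 2.93%, or 101 of 3452 bins. This is a smaller set than the 3639, 3556 and 3754 bins of the single pairs, so that the any-pair share cannot be compared with theirs. With the added component of other chromosomes for chr X alone, the pairs with myoblasts had 7.59% and 10.9% and any pair 12.2%. Odd or even partner bins and a sign from the paper's gene lists left these shares within their intervals. Of 48 values for the directions of change, which are shares and have no sign, 22 moved. More bins moved from A to B than from B to A in each pair under each setting, except between myotubes and AraC-treated myotubes with uncentred columns (1.85% from A to B and 2.51% from B to A). The imbalance was small by the component from other chromosomes, with 3.93% from A to B against 3.71%, 5.40% against 4.84%, and 2.85% against 2.51%. Above the 20th percentile of absolute PC1 it was 2.06% against 1.07%, 1.97% against 1.88%, and 0.133% against 0.107%.

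The number of negatively correlated bins moved by more than 1.5 times only with the threshold of 0.2, to 359, 616 and 169. The median *r* of the regions of Additional file 10 was −0.165, −0.229 and 0.599 with the lowest overlapping bin, where 68.6% of the regions for myoblasts and AraC-treated myotubes were below 0. It was −0.0468, −0.155 and 0.889 over all other bins of the genome, and −0.0972, −0.156 and 0.852 without bins within 2 Mb. Without bins within 2 Mb, *r* of HIST1 patch 3 between myoblasts and myotubes reversed to −0.0145.

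With the bins of the HIST1 patches shifted down by 1, the correlation coefficients in myoblasts, myotubes and AraC-treated myotubes were 0.0207, 0.105 and 0.107 (0.1046 and 0.1065 before rounding) for patches 1 and 2, and 0.0665, 0.145 and 0.122 (0.1445 and 0.1215) for patches 1 and 3. For patches 2 and 3 they were 0.0338 (reversed), 0.0718 and 0.120. Shifted up by 1, they were 0.0838, 0.134 and 0.105 for patches 1 and 2, −0.00357 (reversed), 0.0702 and 0.0219 for patches 1 and 3, and 0.000737 (reversed), 0.0225 and 0.0105 for patches 2 and 3.

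With the added random lists of protein-coding genes, the percentile of the A share was 99.96 in myoblasts for genes upregulated in myotubes, and 97.8 in myoblasts and 78.5 (78.46) in myotubes for downregulated genes. For AraC-treated myotubes against myoblasts it was 99.92 in myoblasts for upregulated genes, and 99.6 in myoblasts and 78.6 after treatment for downregulated genes. For AraC-treated myotubes against myotubes it was 1.38 in myotubes and 3.72 after treatment for upregulated genes, and 98.5 and 78.5 (78.49) for downregulated genes. With PC1 divided by its SD, the mean change of upregulated and downregulated genes was 0.130 and −0.0517 (reversed) for myotubes against myoblasts, 0.103 and −0.124 (reversed) for AraC-treated myotubes against myoblasts, and 0.0536 (reversed) and −0.0817 for AraC-treated myotubes against myotubes. With the component from other chromosomes these were 3.29 and 1.65, 2.05 and 0.742, and −0.137 and −1.14, on the larger scale of that component.

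The excess correlation of a gene list is given for myoblasts, myotubes and AraC-treated myotubes. With random lists matched on chromosome only it was 0.0306, 0.0550 and 0.0484 for upregulated genes, 0.0216, 0.0177 and 0.0137 for downregulated genes, 0.0324, 0.0497 and 0.0422 for muscle cell development, and 0.0224, 0.0281 and 0.0215 for the mitotic cell cycle. Over pairs on the same chromosome more than 10 Mb apart it was 0.0100, 0.0230 and 0.0215, then 0.0104 and 0.0110 for downregulated genes in myoblasts and myotubes, then 0.0161, 0.0212 and 0.0114, and 0.0104, 0.0159 and 0.0103. With the added match on the fifth of PC1 it was 0.00923, 0.0126 and 0.0102, then 0.00642, 0.00490 and 0.00387, then 0.00756, 0.0156 and 0.0125, and 0.00593, 0.00559 and 0.00408. With the added match on the number of genes it was 0.00811, 0.0167 and 0.0143, then 0.00377, 0.00286 and 0.00113, then 0.0145, 0.0208 and 0.0116, and 0.00588, 0.00838 and 0.00469. No value fell below 0 under these settings.

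How many di-tags lie behind a correlation coefficient is not recorded in the matrices, so the depth limits of single bins cannot be given.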

Differences from the paper's values

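The paper's bins are 400 kb and those here 500 kb, which is a limit on each comparison of bins in this part. For the matrices of myotubes and AraC-treated myotubes, Pearson *r* was 0.938 here and 0.93 in the paper, and all alternatives set before the data were examined also differed. Of bins that moved from A to B between myoblasts and myotubes, the share was 6.20% here and, in the paper, about 4% in Fig. 2b, read by eye. The component from other chromosomes (3.93%), autosomes only (4.55%) and uncentred columns (4.60%) came within the limit set for a difference, while odd or even partner bins, the sign from the gene lists and the minimum absolute PC1 did not. The share of bins that changed compartment in at least 1 pair was 14.2% here and 25% in the paper's legend, and all alternatives differed. The paper's own complete lists of switches against myoblasts name 760 of 6284 bins (12.1%). A bin that changes in any pair must change against myoblasts in at least 1 pair, so 12.1% is the any-pair share by these lists. The legend's 25% is thus also above the paper's own lists. As a sum of the 3 pairwise shares, which counts each changed bin in each pair, the value was 28.5% here and about 25% in Fig. 2b, read by eye.

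The numbers of negatively correlated bins were 166, 287 and 56 here, against the paper's 55, 121 and 10 regions, in the order myoblasts and myotubes, myoblasts and AraC-treated myotubes, myotubes and AraC-treated myotubes. All alternatives differed as well. Over the regions of Additional file 10, the median *r* was −0.0385, −0.103 and 0.866 here and −0.159, −0.194 and −0.0792 in the paper's table, with all alternatives differing. The setting with the lowest overlapping bin gave −0.165 and −0.229 for the first 2 lists, below the paper's medians. For HIST1 patch 3, *r* between myoblasts and myotubes was 0.00981 here and −0.0274 in the paper's table. All alternatives differed in value, and leaving out bins within 2 Mb gave −0.0145, which has the paper's sign. For the region with the *Naip* genes, *r* between myotubes and AraC-treated myotubes was 0.875 here and −0.113 in the paper's table, and all alternatives differed.

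The paper states that the most regulated genes are underrepresented in the negatively correlated regions. Over its own regions, the shares were 1.13% of upregulated and 1.44% of downregulated genes for myotubes against myoblasts, against 1.14% of protein-coding genes, and 1.71% and 3.17% against 1.87% for AraC-treated myotubes against myoblasts. For AraC-treated myotubes against myotubes, 0 of 104 and 0 of 108 genes lay in these regions, which hold so few protein-coding genes (26 of 21755, 0.120%) that a count of 0 does not bear on the statement. In the negative bins here, 5 of the 6 lists had a larger share than protein-coding genes, from 1.92% to 7.30%, and the downregulated genes of AraC-treated myotubes against myotubes had 0 of 108. Only for genes downregulated in myotubes against myoblasts did the interval (3.90 to 10.1%) lie above the share of protein-coding genes (3.33%). The intervals of the other lists included that share.

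The paper describes relative compartment changes between myotubes and AraC-treated myotubes as similar to those against myoblasts. In its Fig. 2b, read by eye, about 4% of bins moved from A to B and 2% from B to A between myotubes and AraC-treated myotubes. For myoblasts and myotubes both shares were about 4%, and for myoblasts and AraC-treated myotubes they were about 7% and 4%. Here 5.74% of bins changed between myotubes and AraC-treated myotubes, against 9.98% and 12.8% in the pairs with myoblasts. The pairs with myoblasts include the changes on chr X, and the shares lay closer on the autosomes, with 5.12% against 7.32% and 10.2%, and with the added component of other chromosomes for chr X, with 5.88% against 7.59% and 10.9%. Over autosomal bins above the 20th percentile of absolute PC1 in both conditions, they were 0.0843% against 0.377% and 1.19%. The paper describes the HIST1 patches as clustered in space. In myoblasts, their correlation coefficients stood at the 23.2, 44.4 and 8.44 percentile of bin pairs at the same distance, which compares profiles and does not count contacts, and in myotubes at 60.5, 51.6 and 18.7, so that patches 1 and 2 and patches 1 and 3 were above the median there. In AraC-treated myotubes they stood at 34.2, 15.1 and 16.9. These percentiles depend on the exact bins. With both bins shifted down by 1 they were 12.7, 76.9 and 43.1 in myoblasts, 58.8, 85.8 and 59.1 in myotubes, and 67.1, 81.8 and 80.0 in AraC-treated myotubes. Shifted up by 1 they were 79.8, 10.2 and 9.33, then 71.5, 56.4 and 28.4, and 66.2, 29.8 and 17.8.

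In Fig. 4, the average PC1 around genes downregulated in myotubes is lower in myotubes than in myoblasts, and that around genes upregulated by AraC is slightly higher after the treatment. Here the mean PC1 of the downregulated genes was 0.609 in myoblasts and 1.02 in myotubes, and that of the AraC-upregulated genes was 0.593 in myotubes and 0.566 after treatment. With PC1 divided by its SD, set before the data were examined, the changes were −0.0517 and 0.0536, in the direction of the figure. Against random lists of protein-coding genes, chosen after the data were seen, the unscaled changes stood at the 47.3 and 99.94 percentile and the changes divided by the SD at 0.280 and 99.95, the latter in the direction of the figure for both lists.

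The paper describes the clustering of downregulated and mitotic cell cycle genes as falling over the 3 conditions, and that of muscle cell development genes as highest in AraC-treated myotubes. The measure here is another, and by its excess the downregulated genes had 0.0122, 0.0131 and 0.00802, the mitotic cell cycle 0.0130, 0.0184 and 0.0117, and muscle cell development 0.0222, 0.0322 and 0.0197. In units of the SD between chromosomes, the values fell over the 3 conditions for downregulated genes (0.287, 0.154 and 0.114) and the mitotic cell cycle (0.307, 0.216 and 0.167), as in the paper. They also fell for muscle cell development (0.522, 0.377 and 0.281) and upregulated genes (0.432, 0.392 and 0.368). These units were computed only for lists matched on chromosome and compartment. The paper's Fig. 5 has the upregulated and downregulated genes more enriched with each other in myoblasts than within either list, whereas here the excess was 0.0149 across the lists, 0.0184 within the upregulated and 0.0122 within the downregulated list.

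The paper places *Zbp1*, *Casp1* (printed *Csp1*) and *Irf7* in the A compartment. Here PC1 of *Irf7* was positive in all 3 conditions (1.56, 2.98 and 2.00), that of *Zbp1* was negative (−0.790, −0.358 and −0.679) and that of *Casp1* was negative (−0.408, −0.729 and −0.587). The paper's own table has *Zbp1* at 2.65 in myotubes and −1.62 in AraC-treated myotubes.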

Other observations

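The tests in this part were chosen after the results they test had been seen, except that the component from other chromosomes, odd or even partner bins and the minimum absolute PC1 had been set before the data were examined, and only their use as tests here was chosen afterwards.

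The correlation coefficients between chromosomes spread more widely in myotubes (2.00 times the SD of myoblasts) and in AraC-treated myotubes (1.65 times). The number of valid di-tags does not follow the spread, since AraC-treated myotubes had 0.814 times the valid di-tags of myoblasts and still a wider spread. The paper's di-tags between chromosomes, 1.65 times those of myoblasts in myotubes and 1.33 times in AraC-treated myotubes, follow the order of the spread. With 3 pooled matrices, this cannot be told apart from a change of genome organization with differentiation, which was not tested.

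Most autosomal bins that changed compartment had PC1 close to 0 in at least 1 condition. Only 13 of 346 bins (3.76%) between myoblasts and myotubes, 40 of 484 (8.26%) between myoblasts and AraC-treated myotubes and 3 of 242 (1.24%) between myotubes and AraC-treated myotubes were above the 20th percentile of absolute PC1 in both. By the component from other chromosomes, 74.0%, 76.0% and 71.5% of these bins also changed. Within a condition, PC1 and that component differed in sign in 3.24% of autosomal bins in myoblasts, 1.54% in myotubes and 1.16% in AraC-treated myotubes. PC1 from odd and from even partner bins differed in sign in 0.867% of autosomal bins in myoblasts, 0.529% in myotubes and 0.613% in AraC-treated myotubes. These partner sets come from the same reads, so that uncertainty of PC1 near 0 cannot be told apart from true changes with differentiation without the replicates. A value near 0 in 1 condition does not make the change small, since the percentile leaves out every such bin, among them the *Ttn* bin, which went from −0.130 in myoblasts to 2.30 in myotubes.

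Protein-coding genes lie in the A compartment more often than bins do, which could explain part of the A shares of the gene lists. For genes upregulated in myotubes it is not the whole explanation, since their A share in myoblasts stood at the 99.96 percentile of lists of protein-coding genes. Nor is it for genes downregulated in myotubes in myoblasts, where their share stood at 97.83. The lists of protein-coding genes were not matched on expression, so they cannot separate regulated genes from expressed genes in general. In myotubes, the share of the downregulated genes stood at 78.46, so that the location of protein-coding genes may account for their position above random bins there. For genes upregulated by AraC, the share in myotubes (47.1%) stood at 1.38, below the median of lists of protein-coding genes (56.7%). Gene location may account for their position above random bins but not for this lower share, whose cause was not tested. A biological link between these genes' regulation and compartment stays open and was not tested.

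The rise of the excess correlation of upregulated genes from myoblasts to myotubes may come from the wider spread of all values in myotubes. In units of the SD, the excess over lists matched on chromosome and compartment was 0.432 in myoblasts and 0.392 in myotubes. These units were not computed for other matches. Matching on the number of genes per bin lowered the excess in myoblasts from 0.0184 to 0.00811, which still stood at the 99.85 percentile of the matched lists, so the number of genes accounts for part of the excess but not for all of it. For downregulated genes in AraC-treated myotubes, the excess stood at the 73 percentile of such lists, so the number of genes per bin is a candidate explanation there. Regulation of these genes together in differentiation stays open as an untested explanation.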
